# Suppression of FOXM1 activities and breast cancer growth in vitro and in vivo by a new class of compounds

**DOI:** 10.1038/s41523-019-0141-7

**Published:** 2019-11-29

**Authors:** Yvonne Ziegler, Mary J. Laws, Valeria Sanabria Guillen, Sung Hoon Kim, Parama Dey, Brandi P. Smith, Ping Gong, Noah Bindman, Yuechao Zhao, Kathryn Carlson, Mayuri A. Yasuda, Divya Singh, Zhong Li, Dorraya El-Ashry, Zeynep Madak-Erdogan, John A. Katzenellenbogen, Benita S. Katzenellenbogen

**Keywords:** Breast cancer, Transcription

## Abstract

The transcription factor FOXM1 is upregulated and overexpressed in aggressive, therapy-resistant forms of hormone receptor-positive and triple negative breast cancers, and is associated with less good patient survival. FOXM1 signaling is also a key driver in many other cancers. Here, we identify a new class of compounds effective in suppressing FOXM1 activity in breast cancers, and displaying good potency for antitumor efficacy. The compounds bind directly to FOXM1 and alter its proteolytic sensitivity, reduce the cellular level of FOXM1 protein by a proteasome- dependent process, and suppress breast cancer cell proliferation and cell cycle progression and increase apoptosis. RNA-seq and gene set enrichment analyses indicate that the compounds decrease expression of FOXM1-regulated genes and suppress gene ontologies under FOXM1 regulation. Several compounds have favorable pharmacokinetic properties and show good tumor suppression in preclinical breast tumor models. These compounds may be suitable for further clinical evaluation in targeting aggressive breast cancers driven by FOXM1.

## Introduction

The transcription factor FOXM1 is overexpressed and amplified in many types of cancers and is a master regulator of cancer cell division, aggressiveness, and metastasis.^1–8^ FOXM1 activity promotes all of the hallmarks of cancer, stimulating cell proliferation, genome instability, angiogenesis, and suppressing cell senescence.^9,10^ FOXM1 action is also associated with resistance to endocrine therapies in estrogen receptor (ER)-positive breast cancers and with resistance to radiation and many chemotherapies in several subtypes of breast cancer, and as well in many other cancers.^6,11–15^ We have shown that FOXM1 increases the cancer stem cell population, drives proliferation, motility and invasiveness, and therapy resistance, and we found that knockdown of FOXM1 in breast cancer cells could restore sensitivity to endocrine therapy.^15^ Hence, targeting FOXM1 activity is of great importance and could benefit many patients whose tumors are being driven by FOXM1. To meet this clinical need, we have therefore focused on the development of compounds to suppress FOXM1 activities.

In our search for regulators of FOXM1 activity, we assayed various members of a local chemical library for their inhibition of breast cancer cell proliferation and expression of FOXM1-signature genes, and we obtained a number of initial hits that were then expanded to a family of 1,1-diarylethylene mono and diamines, and their corresponding methiodide salts. These compounds were studied further to verify their direct target engagement with FOXM1, and structural modifications were made to improve their cellular potency and efficacy, and their in vivo activity.

Here, we report on the FOXM1 inhibitory activity of these compounds in cell-free and cell-based assays, and in in vivo preclinical breast tumor models. The compounds bind directly to FOXM1 and affect FOXM1 stability, decrease the cellular level of FOXM1, effectively suppress proliferation and increase apoptosis of FOXM1-containing human breast cancer cells, and block the expression of FOXM1-regulated genes. One of the compounds had good oral efficacy in suppressing the growth of FOXM1-containing breast tumors in NOD-SCID-gamma (NSG) mice, and several others had good efficacy in tumor suppression by subcutaneous administration. Our findings identify and characterize a new class of compounds that effectively antagonize FOXM1 actions and tumor growth, and may be suitable for further clinical evaluation in targeting aggressive breast cancers driven by FOXM1.

## Results

### Effects of compounds on proliferation of a panel of breast cells

The 1,1-diarylethylene compounds we have studied are shown in Fig. 1a*.* They were obtained after FOXM1 target engagement verification and structural optimization of initial hits from a local chemical library that were identified through cell-based assays of inhibition of breast cancer cell proliferation and FOXM1-regulated gene expression, described below. The set of compounds is composed of one monoamine and four diamines, in each case with the corresponding methiodide salt that was used to optimize their in vivo properties.

**Fig. 1:**
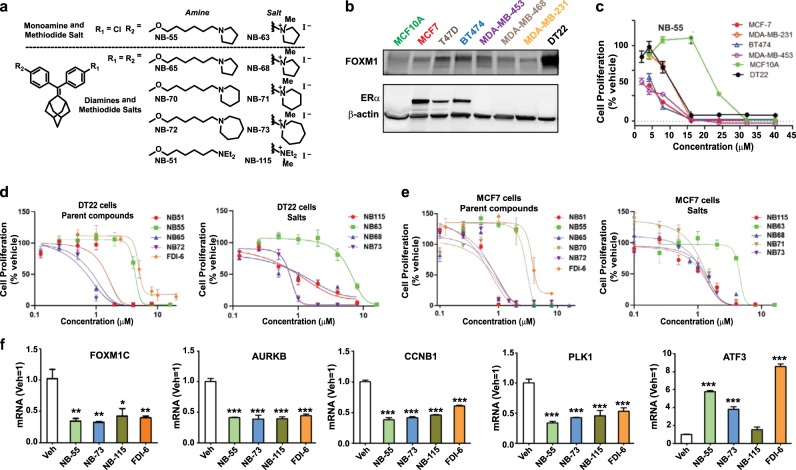
Compounds studied and effects of the compounds on inhibition of cell proliferation and regulation of FOXM1 target gene expression. **a** Structures of the 1,1-diarylethylene monoamine, diamines, and their methiodide salts we have studied. **b** Western blot analysis shows that the cell lines differ in their relative content of FOXM1 protein and in the expression of ERα. **c** Inhibition of cell proliferation by **NB-55** examined in dose-response studies in these cell lines. Values are mean ± SD with assays done in triplicate. **d, e** Inhibition of cell proliferation by parent amine and their methiodide salt compounds in DT22 or MCF7 cells incubated for 3 days with the indicated concentrations of each compound or with **FDI-6** for comparison. Assays were run in triplicate. Values are mean ± SEM. **f** Inhibition of FOXM1 target gene expression by parent amine and methiodide salt compounds. Inhibition of the expression of FOXM1 upregulated genes (FOXM1C, AURKB, CCNB1, PLK1) and reversal of FOXM1 downregulation of ATF3 in MCF7 cells. Cells were incubated for 24 h with each compound at their IC_50_ concentration based on cell proliferation assays. RNA was extracted from cells and expression of different genes was monitored by qRT-PCR. Assays were run in triplicate. Values are mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001.

We used a panel of human breast cancer cell lines and the non-tumorigenic MCF10A breast cell line that differed in their FOXM1 protein content (high to intermediate levels, DT22, MCF7, T47D, BT474, MDA-MB-453, MDA-MB-468, and MDA-MB-231 cells; and low level, MCF10A cells) to examine the effects of potential FOXM1 inhibitor compounds on cell proliferation. All cell lines are ER-negative except for MCF7, T47D, and BT474 cells (Fig. 1b). As seen in Fig. 1c, where we monitored the effects of the earliest lead compound, the monoamine **NB-55**, we found that cells with high or intermediate levels of FOXM1 protein showed relatively similar dose-responses for inhibition of cell proliferation, whereas MCF10A, with a low level of FOXM1, showed a reduced sensitivity to **NB-55**, requiring a concentration of **NB-55** five times higher to achieve equal 50% suppression of proliferation (Fig. 1c).

Because the IC_50_ for inhibition of proliferation by the monoamine **NB-55** was only ca. 2–10 µM in the breast cancer cell lines, we compared **NB-55** with some members of the diamine series (**NB-51, 55, 65, 70, 72**), as well as with their methiodide salts (**NB-63, 68, 71, 73, 115**), for possible improved potency. In these studies, we also used the FOXM1 inhibitor **FDI-6**^16^ as a comparator compound (Fig. 1d, e). Notably, all of the diamines were markedly more potent than the monoamine **NB-55** and also **FDI-6** in suppressing cell proliferation in both ER-negative DT22 cells and ER-positive MCF7 cells. In these cell assays, the methiodide salts, whether of the monoamine (**NB-63**) or the diamines (**NB-68, 71, 73, 115**), had potencies very similar to those of their parent amine compounds. Dose-response antiproliferative studies in additional cell lines beyond the ER-positive MCF7 and the basal/claudin low triple negative DT22 cells gave similar findings. Thus, in triple negative MDA-MB-231 and MDA-MB-453 breast cancer cells, IC_50_ values for the monoamine **NB-55** were 3–5 µM, whereas the diamines and their methiodide salts gave IC_50_ values of 0.6 ± 0.14 µM, very similar to those observed with MCF7 and DT22 cells. Of interest, the diamine salt tested, **NB-73**, also effectively suppressed the proliferation of tamoxifen-resistant MCF7 breast cancer cells, whose growth was weakly stimulated rather than suppressed by trans-hydroxytamoxifen (Supplementary Fig. 1).^17^

Analysis of gene expression using **NB-55**, **NB-73**, **NB-115**, and **FDI-6** for comparison, at their IC_50_ concentration for suppression of cell proliferation, showed that they significantly reduced the expression of classic FOXM1 stimulated target genes^15,18,19^ (FOXM1C, AURKB, CCNB1, and PLK1) and increased expression of ATF3, a gene suppressed by FOXM1 (Fig. 1f).

### Direct binding of compounds to FOXM1 and increased FOXM1 sensitivity to proteolysis upon compound binding

We used two approaches to investigate whether these antiproliferative compounds were engaging FOXM1 directly. First, we developed a time-resolved fluorescence resonance energy transfer (tr-FRET) assay for direct FOXM1 binding. We adapted the diamine compound **NB-72** to create an acceptor fluorophore **Fl-NB-72** by replacing one amine appendage with fluorescein, and we attached a terbium donor to purified, full length FOXM1 through a streptavidin-biotin linker. FOXM1 titrations showed that **Fl-NB-72** bound to the FOXM1 protein with high affinity (K_d_ = 23 nM) (Fig. 2a).

**Fig. 2:**
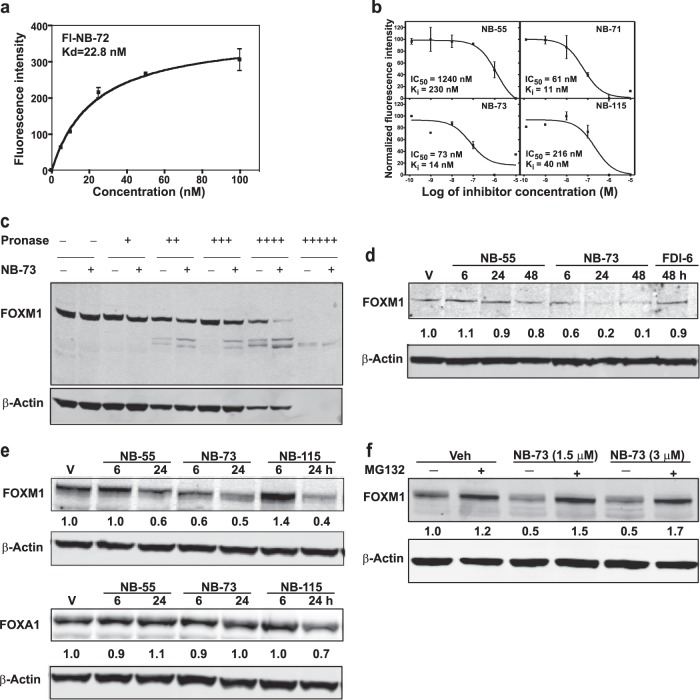
Fluorescence assays of binding of compounds to FOXM1 protein. **a** Direct binding of **Fl-NB-72** to FOXM1 by tr-FRET (*n* = 2, error bars ± SD). **b** Representative competitive binding assays of compounds using **Fl-NB-72** as the tr-FRET probe (*n* = 2, error bars ± SD). **c** DARTS assay showing increased susceptibility of FOXM1 protein to degradation by pronase upon exposure of cell extracts to **NB-73**. β-Actin in cell extracts is also shown for comparison. **d** Effect of treatment of MDA-MB-231 cells with **NB-55** (5 µM), **NB-73** (1.5 µM), or **FDI-6** (8 µM) on FOXM1 level or **e** treatment of MCF7 cells with **NB-55** (8 µM), **NB-73** (4 µM), **NB-115** (4 µM) on the cellular level of FOXM1 or FOXA1 protein (a different forkhead protein for comparison) monitored by Western blot over time. **f** Reversal of the downregulation of FOXM1 by cotreatment of MDA-MB-231 cells with **NB-73** (1.5 or 3 µM) and the proteasome inhibitor MG132 (1 µM) for 16 h. Western blots of cell extracts are shown. Numbers shown in panels **d–f** are values for FOXM1 or FOXA1 corrected for β-Actin in each sample.

The FOXM1 interaction of the ten compounds we had studied were assessed by a competition assay, monitoring the decrease in FRET signal as a fixed concentration of **Fl-NB-72** was displaced by increasing concentrations of compound. Representative examples are shown in Fig. 2b. The K_i_ values, calculated from the IC_50_ values, are given for all compounds in Supplementary Table 1. The mono and diamines and their methiodide salts have high binding affinity for FOXM1, with K_i_ values in the submicromolar range; the methiodide salts of the diamines bind with higher affinity than the diamines themselves.

We also examined the effect of these compounds on the level of intracellular FOXM1 and on the proteolytic lability of FOXM1 in cell extracts. Treatment of cell extracts with **NB-73** rendered the FOXM1 protein more readily proteolyzed by pronase (Fig. 2c), suggesting that binding of compound to FOXM1 destabilizes its structure and increases the ease with which it can be degraded by pronase. Likewise, exposure of cells (MDA-MB-231 or MCF7) to **NB-55, NB-73, or NB-115** reduced the intracellular level of FOXM1 over time (Fig. 2d, e), whereas the intracellular level of a different forkhead protein, FOXA1, was not altered by these compounds (Fig. 2e). Of interest, intracellular FOXM1 protein level was minimally affected by **FDI-6** exposure of cells (Fig. 2d), suggesting that our compounds and **FDI-6** have somewhat different mechanisms of action. Also, as shown in Fig. 2f, cotreatment of cells with the proteasome inhibitor MG132 reversed the downregulation of cellular FOXM1 by **NB-73**.

### RNA-Seq analysis of the effects of compounds and of siFOXM1 on global FOXM1 gene regulation

We next used RNA-Seq to examine the effects of these compounds on gene regulation more globally. 

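The RNA-Seq data comprise 24 libraries from cells of 2 breast cancer lines, estrogen receptor-positive MCF7 cells and triple negative MDA-MB-231 cells. MCF7 cells were exposed for 9 h to vehicle, NB-73 (4 µM), NB-55 (concentration not stated for this experiment) or FDI-6 (20 µM), with 3 libraries in each group. For 24 h they were exposed to vehicle, NB-73 (4 µM) or FDI-6 (concentration not stated), with 2 libraries in each group. MDA-MB-231 cells received vehicle or NB-73 (1.5 µM) for 24 h, or siFOXM1 (25 nM), again with 2 libraries in each group. The paper and the treatment protocol give 72 h for siFOXM1, whereas the sample titles give 24 h. The mapped samples hold no control siRNA, so siFOXM1 was compared with vehicle. In that comparison effects of transfection, and of the longer time if 72 h holds, cannot be told apart from those of FOXM1 loss. NB-55 is a monoamine 1,1-diarylethylene, NB-73 is the methiodide salt of the diamine NB-72, and FDI-6 is the comparator FOXM1 inhibitor. The compounds were used at concentrations chosen for their effect on proliferation, so differences between them are differences at these concentrations.

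According to the submitters' processing notes, poly(A)-selected, stranded libraries were read for 101 cycles from one end, trimmed with Trimmomatic 0.36, aligned to GRCh37 with STAR 2.5.3, counted over Ensembl genes with Subread 1.5.2 and tested with edgeR and limma. The deposited values are FPKM, and the notes do not say how gene length or library size entered them. The paper's methods state that edgeR's trimmed mean of M values (TMM) gave the normalized expression values, whereas the scale of the deposited FPKM followed the summed reads and holds no TMM factor. Whole reads could be recovered from the FPKM of 99.86% of the genes in the 9 h table, 99.99% in the 24 h table and 100% in the MDA-MB-231 table. These gave median depths at 9 h of 34.4 M reads with vehicle, 35.3 with NB-73, 32.8 with NB-55 and 32.6 with FDI-6 (range over libraries 31.2 to 37.0). At 24 h the medians in MCF7 cells were 23.4 with vehicle, 22.6 with NB-73 and 22.7 with FDI-6 (19.8 to 25.5). In MDA-MB-231 cells they were 23.4 with vehicle, 25.3 with NB-73 and 23.5 with siFOXM1 (22.9 to 26.7).

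Each table was fitted alone with limma on log2(FPKM + 0.5), with an intensity trend and all groups sharing the estimate of spread. The added 0.5 draws log2 fold changes toward 0 relative to the ratio of the FPKM values, most for genes with low FPKM. The test covered 12638 genes at 9 h, 13003 at 24 h and 12611 in MDA-MB-231 cells, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called higher or lower at an adjusted p under 0.05, errors of FPKM are SD between libraries, and errors of log2 fold changes are standard errors (SE) from limma. Of 31 gene lists written before the data were examined, each was tested against all other genes with limma's camera at a preset correlation of 0.01, adjusted over the lists, and again with a correlation estimated from the data. That second test uses only the residual degrees of freedom, 8 at 9 h and 3 at 24 h and in MDA-MB-231 cells. It has little power, above all with 3, so a list that fails it is not shown to be unchanged. The median of all tested genes lay below 0 after FDI-6 at 9 h (log2 fold change −0.156) and after 24 h of NB-73 in MCF7 (−0.242) and MDA-MB-231 cells (−0.149). TMM scaling, the normalization the paper names, was computed from the recovered reads as an alternative added after the data were seen, and it is given for part of the values from these comparisons. Among them is each named gene whose log2 fold change it moved by more than 1.5 times, and the remaining values are unscaled. The p-values measure only the spread between these libraries, since the paper does not state for RNA-Seq whether replicates came from separate cultures.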

Because full FOXM1 depletion results in mitotic catastrophe and cell death,^20^ we used concentrations of compounds that suppressed cell proliferation by about 60%. 

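CCNE2 encodes cyclin E2, which promotes entry into S phase, and it was lower after NB-73 in every comparison. The gene (ENSG00000175305) lies on chromosome 8 of GRCh37 from 95891998 to 95908906. In MCF7 cells its FPKM at 9 h was 16.0 ± 1.46 (SD, n = 3) with vehicle and 3.71 ± 0.388 with NB-73, a log2 fold change of −1.97 (SE 0.083, adjusted p = 6.13e-10). By 24 h the values were 15.1 ± 0.482 (SD, n = 2) and 0.884 ± 0.0410, a log2 fold change of −3.49 (SE 0.068, adjusted p = 4.15e-10) or −3.27 with TMM scaling. In MDA-MB-231 cells FPKM fell from 7.64 ± 0.0917 (SD, n = 2) to 5.50 ± 0.187, a log2 fold change of −0.44 (SE 0.052, adjusted p = 5.24e-05) or −0.27 (adjusted p = 0.00123) with TMM scaling. BIRC5, which encodes the apoptosis inhibitor survivin, was also lower at 9 h (−0.55), at 24 h (−1.33 (SE 0.050, adjusted p = 1.92e-08), −1.05 with TMM scaling) and in MDA-MB-231 cells (−0.51 (SE 0.041, adjusted p = 3.91e-06), −0.33 with TMM scaling). The 9 h and 24 h tables and the cell lines were fitted separately, and differences between them were not tested.

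FOXM1 itself (ENSG00000111206, chromosome 12, 2966846 to 2986340) fell in MCF7 cells. Its FPKM was 37.7 ± 0.800 with vehicle and 32.6 ± 0.559 with NB-73 at 9 h (log2 fold change −0.21 (SE 0.031, adjusted p = 5.76e-05)), and 37.8 ± 1.25 and 22.5 ± 0.914 at 24 h (−0.74 (SE 0.055, adjusted p = 1.53e-06), −0.46 with TMM scaling). FOXM1 in MDA-MB-231 cells did not pass the test (−0.06 (adjusted p = 0.0912)), and its sign depended on the scaling, with 0.11 (adjusted p = 0.0133) after median centring, 0.12 (adjusted p = 0.00713) after TMM scaling, 0.12 (adjusted p = 0.000197) with limma-voom on the recovered reads and −0.16 (adjusted p = 0.00191) after quantile normalization. Of the 16 genes in Fig. 3a, 9 were lower, 3 higher and 4 did not pass at 9 h. At 24 h 13 were lower, 2 higher and 1 did not pass, and in MDA-MB-231 cells 14 were lower, none was higher and 2 did not pass. With TMM scaling the counts of lower and higher genes were 9 and 4 at 9 h, 12 and 2 at 24 h, and 12 and 1 in MDA-MB-231 cells. Calls lost under that scaling were those of CCNB2 at 24 h (−0.36 to −0.08 (adjusted p = 0.104)) and, in MDA-MB-231 cells, of CENPL (−0.28 to −0.11 (adjusted p = 0.0764)) and AURKB (−0.19 to −0.01 (adjusted p = 0.764)).

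CDC25B, a phosphatase that activates CDK1, rose in MCF7 cells, with FPKM of 62.5 ± 0.400 and 92.8 ± 2.00 at 9 h (log2 fold change 0.57 (SE 0.031, adjusted p = 5.66e-09)) and 51.1 ± 1.06 and 143 ± 1.97 at 24 h (1.47 (SE 0.047, adjusted p = 6.51e-09), 1.76 with TMM scaling). It fell in MDA-MB-231 cells from 49.8 ± 0.198 to 35.8 ± 0.171 (−0.47 (adjusted p = 2.81e-07), −0.29 with TMM scaling). CENPA, the histone that marks centromeres (ENSG00000115163, chromosome 2, 26987157 to 27023935), was higher at 9 h (0.46 (adjusted p = 1.07e-06)) and lower in MDA-MB-231 cells (−0.40 (adjusted p = 0.000256), −0.22 (adjusted p = 0.00867) with TMM scaling). At 24 h in MCF7 cells it was 0.11 (adjusted p = 0.0417), 0.39 (adjusted p = 2.81e-05) with TMM scaling, a call lost without vehicle replicate 1 (0.15, adjusted p = 0.0652), vehicle replicate 2 (0.08, adjusted p = 0.275), NB-73 replicate 1 (0.11, adjusted p = 0.126) or NB-73 replicate 2 (0.11, adjusted p = 0.134), each of which leaves a lone library in one group. CCNB2, encoding cyclin B2, was higher at 9 h (0.15 (adjusted p = 0.00118)). CENPF, a kinetochore protein gene, did not pass at 9 h (−0.11 (adjusted p = 0.153), adjusted p = 0.0461 without vehicle replicate 2). It fell at 24 h (−1.37) and in MDA-MB-231 cells (−0.72). CENPM did not pass in MDA-MB-231 cells (−0.10 (adjusted p = 0.0935), 0.08 (adjusted p = 0.178) with TMM scaling), though it did without vehicle replicate 1 (adjusted p = 0.0438) or NB-73 replicate 1 (adjusted p = 0.0451). The stress-induced transcription factor gene ATF3, which is not among the 16, rose from 0.613 ± 0.112 to 42.9 ± 2.97 at 9 h (5.29), from 0.430 ± 0.0125 to 60.0 ± 1.33 at 24 h (6.02) and from 1.64 ± 0.0656 to 13.7 ± 0.0635 in MDA-MB-231 cells (2.73). With siFOXM1 in MDA-MB-231 cells ATF3 changed by 0.26 (adjusted p = 0.00819), and the direct difference between NB-73 and siFOXM1 was 2.47.

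Of a wider list of 71 FOXM1 and G2/M targets, not drawn from these samples, 68 were measured. After 9 h of NB-73 44 were lower, 9 higher and 15 did not pass (46 lower and 9 higher when adjusted over the list alone), with a median log2 fold change of −0.229 (adjusted p = 0.00089 from camera, adjusted p = 0.202 with an estimated correlation). TACC3 and SKA3, which act at the mitotic spindle and the kinetochore, fell (−0.69 (SE 0.041, adjusted p = 1.22e-08) and −0.66 (SE 0.036, adjusted p = 6.08e-09)), while CDC25C, the phosphatase that starts mitosis, rose (0.67 (SE 0.060, adjusted p = 5.57e-07)). After 24 h 58 were lower, 7 higher and 3 did not pass, with the same counts over the list alone and a median of −0.658 against −0.242 for all genes (adjusted p = 1.14e-05 from camera, adjusted p = 0.225 with an estimated correlation). TMM scaling left 47 lower and 10 higher, with a median of −0.379 (adjusted p = 1.41e-05). SKA3 (−2.12) and ASPM, a spindle pole protein gene (−1.81 (SE 0.097, adjusted p = 1.71e-07)), had the largest decreases. CKS2, whose product binds CDK1, rose (0.30 (adjusted p = 0.000174), 0.59 with TMM scaling), a call lost with quantile normalization (0.04 (adjusted p = 0.483)). Between the times, 41 genes were lower at both, 4 were higher at both, 4 were higher at 9 h and lower at 24 h, and 3 were lower at 9 h and higher at 24 h. Over all genes tested, 8623 changed at 9 h (42% of them higher), 10417 at 24 h (33.4% higher, 50.5% with TMM scaling) and 9655 in MDA-MB-231 cells (34.9% higher, 51.6% with TMM scaling). The share of reads on the mitochondrial rRNAs, which lack long poly(A) tails, rose with NB-73 from 0.48% to 5.16% at 9 h, from 0.69% to 2.33% at 24 h and from 0.9% to 1.65% in MDA-MB-231 cells.

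**Figure D1:**
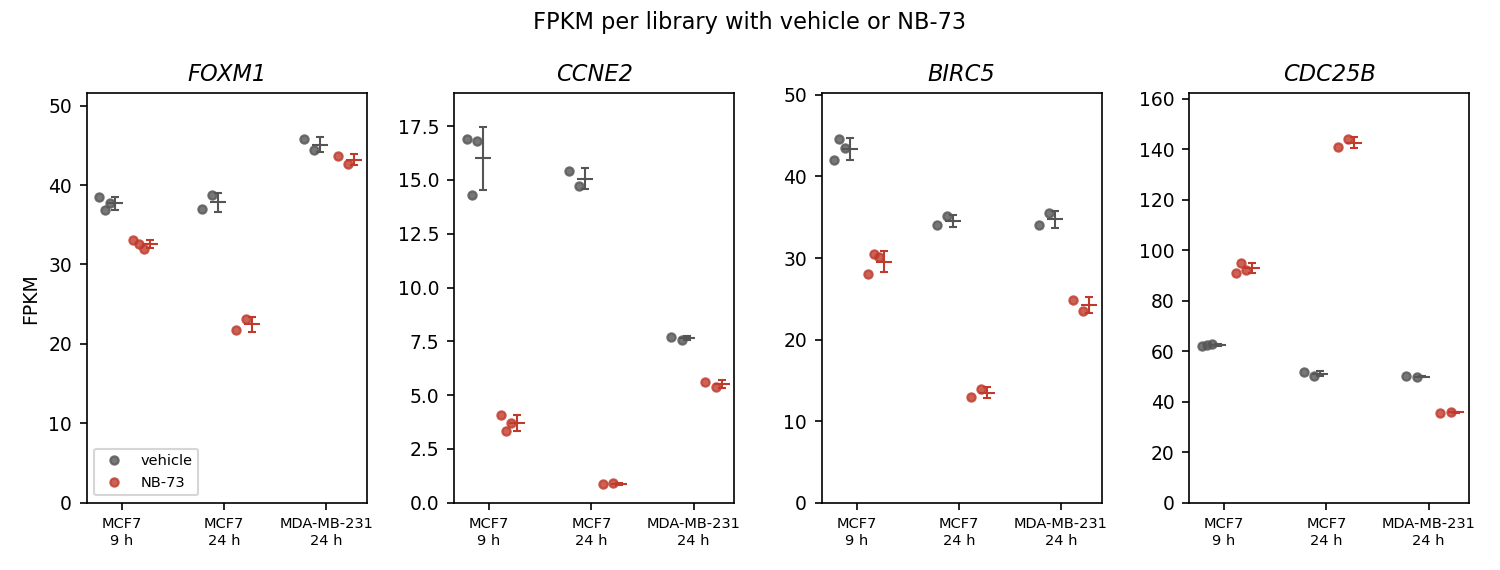
FPKM of FOXM1, CCNE2, BIRC5 and CDC25B in each vehicle and NB-73 library of MCF7 cells at 9 h and 24 h and of MDA-MB-231 cells at 24 h, with points for libraries and bars for the mean ± SD of each group. BIRC5 went from 34.5 ± 0.751 to 13.5 ± 0.730 in MCF7 cells at 24 h and from 34.8 ± 1.10 to 24.2 ± 0.983 in MDA-MB-231 cells.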

As seen in the heat maps in Fig. 3a, **NB-73** regulated FOXM1 RNA-signature genes at 9 h and even more strongly at 24 h in MCF7 and MDA-MB-231 cells. Further, as shown in the Venn diagram (Fig. 3b), there was extensive overlap in the genes regulated more than 2-fold and with FDRs < 0.05 by **NB-73**, **NB-55**, and **FDI-6**. 

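ATF3, DDIT4 and SESN2, which respond to stress, rose more than 2-fold with each of the 3 compounds at 9 h in MCF7 cells. DDIT4, an inhibitor of mTOR signaling, had log2 fold changes of 5.36 with NB-73, 4.18 with NB-55 and 3.01 with FDI-6, and SESN2, a stress sensor gene, had 3.80, 2.62 and 3.32. ATF3 (ENSG00000162772, chromosome 1, 212738676 to 212794119) reached 23.8 ± 8.36 FPKM with NB-55 (4.39 (adjusted p = 4.05e-09)) and 118 ± 4.13 with FDI-6 (6.74 (adjusted p = 3.08e-11); SD, n = 3). The adaptor gene AFAP1L2 fell with all 3 compounds (−1.40, −1.40 and −2.15 in the same order). In all, 132 genes changed more than 2-fold with every compound, 126 of them higher and 6 lower. Another 91 were shared by NB-73 and NB-55 only, 63 by NB-73 and FDI-6 only and 67 by NB-55 and FDI-6 only, whereas 357 changed with NB-73 alone, 255 with FDI-6 alone and 49 with NB-55 alone. NB-73 changed 643 genes more than 2-fold (447 higher, 196 lower), NB-55 339 (281 higher, 58 lower) and FDI-6 517 (426 higher, 91 lower, or 543 higher and 43 lower with TMM scaling). At an adjusted p under 0.05 alone, 7585 genes changed with NB-55 (50.1% higher) and 8830 with FDI-6 (28% higher, 51.2% with TMM scaling).

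The FOXM1 and G2/M target list moved down with FDI-6, with 59 lower, 1 higher and 8 not passing (59 lower and 2 higher over the list alone), and a median log2 fold change of −0.359 against −0.156 for all genes (adjusted p = 5.61e-07 from camera, adjusted p = 0.0771 with an estimated correlation). TMM scaling left 43 lower and 5 higher with a median of −0.2 (adjusted p = 6.38e-07). PSRC1 (−0.91 (SE 0.049, adjusted p = 8.72e-09)) and KIF20A (−0.72 (SE 0.038, adjusted p = 6.43e-09)), both acting on spindle microtubules, fell most. With NB-55 17 were lower, 27 higher and 24 did not pass, with the same counts over the list alone and a median of 0.04 (adjusted p = 0.488 from camera, though higher at adjusted p = 0.0358 with quantile normalization). CDC25C (0.63 (adjusted p = 2.37e-06)) and CENPA (0.56 (adjusted p = 4.11e-07)) rose with NB-55, and CCNB1, encoding cyclin B1, fell (−0.28 (adjusted p = 2.18e-05)). FOXM1 mRNA was 27.8 ± 0.530 FPKM with FDI-6 (−0.43 (adjusted p = 1.04e-07), −0.27 (adjusted p = 7.1e-06) with TMM scaling) and 37.6 ± 0.466 with NB-55 (−0.00 (adjusted p = 0.97)). Of the 16 genes of Fig. 3a, 14 fell and none rose with FDI-6 (13 and 2 with TMM scaling), and 7 fell and 4 rose with NB-55. CDC25B lost its call with FDI-6 under TMM scaling (−0.17 to −0.00 (adjusted p = 0.978)). CENPA did not pass with FDI-6 (0.10 (adjusted p = 0.058)), though it passed as higher under several alternatives. These were TMM scaling (0.27 (adjusted p = 0.000398)), limma-voom (0.27 (adjusted p = 0.000631)), median centring (0.16 (adjusted p = 0.00872)), quantile normalization (0.18 (adjusted p = 0.00509)), only the 2 groups compared (adjusted p = 0.0489), the authors' p-values (adjusted p = 0.000499) and leaving out vehicle replicate 2 (adjusted p = 0.043). CCNA2, encoding cyclin A2, lost its call with NB-55 without NB-55 library 2 (−0.15 (adjusted p = 0.0104) to −0.12 (adjusted p = 0.0502)) and with quantile normalization (−0.11 (adjusted p = 0.0808)).

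DNA replication and G1/S genes were lower with each compound. Of 56 measured, 55 fell with NB-73, none rose and 1 did not pass (median −0.958, adjusted p = 2.19e-19 from camera, adjusted p = 0.0252 with an estimated correlation), 50 fell, 1 rose and 5 did not pass with NB-55 (median −0.383, adjusted p = 2.67e-15, adjusted p = 0.0501 with an estimated correlation), and 55 fell and 1 rose with FDI-6 (median −0.418, adjusted p = 4.65e-09, adjusted p = 0.0563 with an estimated correlation). The counts over the list alone were the same, and TMM scaling left 47 lower and 1 higher with FDI-6 at a median of −0.257. CDC25A, a phosphatase needed for S phase, changed by −1.83 (adjusted p = 1.39e-11) with NB-73 and −0.86 (adjusted p = 2.2e-08) with NB-55, and GINS2, part of the replicative helicase, changed by −0.75 with NB-55 and −0.78 with FDI-6. Targets of ATF4 and the integrated stress response rose, 36 of 37 with NB-73 and with NB-55 (1 lower in each; medians 1.81 and 1.27; adjusted p = 2.2e-23 and 1.96e-22 from camera, adjusted p = 0.0973 and 0.0852 with an estimated correlation) and 33 with FDI-6 (2 lower, 2 not passed; median 0.663 or 0.832 with TMM scaling; adjusted p = 9.91e-21, adjusted p = 0.0563 with an estimated correlation). CHAC1, which degrades glutathione, rose by 4.89, 4.19 and 4.52. Heat shock genes rose with FDI-6, 20 of 20 (median 1.28 or 1.44 with TMM scaling, adjusted p = 8.25e-23, adjusted p = 0.0115 with an estimated correlation). They were 16 lower and 3 higher with NB-73 (median −0.705, adjusted p = 6.93e-05, adjusted p = 0.153 with an estimated correlation) and 14 lower and 3 higher with NB-55 (median −0.209, adjusted p = 0.00244, adjusted p = 0.217 with an estimated correlation). The chaperone gene HSPA1A was 4.50 (adjusted p = 2.61e-15) with FDI-6, and the co-chaperone gene DNAJA1 was −1.39 (adjusted p = 4.29e-11) with NB-73. After 24 h with NB-73 the list went both ways in MCF7 cells, 5 of 19 higher and 12 lower (median −0.211, adjusted p = 0.343; 7 and 9 with TMM scaling). In MDA-MB-231 cells 16 of 19 rose with NB-73 and 3 fell (median 0.311 or 0.493 with TMM scaling, adjusted p = 1.45e-06, adjusted p = 0.184 with an estimated correlation). Compared directly with FDI-6 at 9 h, all 20 were lower with NB-73 (median −1.73 or −1.85 with TMM scaling, adjusted p = 5.58e-19, adjusted p = 0.0383 with an estimated correlation) and with NB-55 (median −1.46 or −1.6, adjusted p = 8.25e-31, adjusted p = 0.0097 with an estimated correlation).

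Direct tests between compounds gave 7649 genes that differed between NB-73 and NB-55, 8760 between NB-73 and FDI-6 and 7764 between NB-55 and FDI-6. NB-73 lowered CCNE2 further than NB-55 did (difference in log2 −1.46, 95% interval −1.64 to −1.28) and further than FDI-6 did (−1.27, −1.45 to −1.09). FOXM1 was lower with NB-73 than with NB-55 (−0.21, −0.27 to −0.14) and higher than with FDI-6 (0.23, 0.16 to 0.29). TMM scaling made these differences −0.15 (adjusted p = 0.00115) and 0.11 (adjusted p = 0.00444). ATF3 was higher with NB-73 than with NB-55 (0.90, 0.48 to 1.33). AURKB, a mitotic kinase gene, did not differ detectably between NB-73 and NB-55 (−0.02, −0.14 to 0.10, adjusted p = 0.73). The FOXM1 and G2/M target list was lower with NB-73 than with NB-55 in 49 genes and higher in 4, with 15 not passing (median −0.296, adjusted p = 4.88e-06 from camera, adjusted p = 0.143 with an estimated correlation). TMM scaling left 44 lower and 6 higher (median −0.236). Compared with FDI-6 under TMM scaling, 18 were lower with NB-73, 23 were higher and 27 did not pass (median 0.009). Mitochondrial rRNAs took 1.39% of reads with NB-55 and 0.74% with FDI-6. Of 17 mesenchymal marker genes, typical of MDA-MB-231 cells, 13 are in the 9 h table. With the absent ones counted as 0 the median FPKM was 0.37 with vehicle, 0.86 with NB-73, 0.58 with NB-55 and 1.12 with FDI-6.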

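EGR1, FOS and the cytokine gene TNF were among the genes that rose with NB-55, FDI-6 and NB-73 alike after 9 h in MCF7 cells. EGR1, an immediate-early transcription factor gene, changed by 4.17 in log2 with NB-73, 4.69 with NB-55 and 6.03 with FDI-6, and JUN, a subunit of AP-1, by 2.19, 1.79 and 4.46. Of the 339 genes past 2-fold and an adjusted p under 0.05 with NB-55, 223 (65.8%) were also past both thresholds with NB-73, 201 higher and 22 lower, all in the same direction. Of the 517 genes with FDI-6, 195 (37.7%) were shared with NB-73, 167 higher and 22 lower with both and 6 in opposite directions. Independent lists of these sizes would share 17.2 genes between NB-55 and NB-73 (9.9 higher and 0.9 lower in both) and 26.3 between FDI-6 and NB-73 (15.1 and 1.4). In 50 simulations all libraries, those of vehicle included, were drawn around the vehicle mean of each gene. No gene was called past 2-fold in them and so none was shared (0). This gives no measure of what the shared vehicle libraries add to these counts. NB-55 and FDI-6 shared 199 genes (58.7% of those with NB-55), 170 higher and 29 lower, against 13.9 for independent lists. Part of the excess may come from the 3 vehicle libraries that all comparisons share, which are too few to split.

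Across all 12638 genes the log2 fold changes of NB-73 and NB-55 had a correlation of 0.746 and a covariance of 0.164, against 0.499 and 0.0029 in the simulations. For NB-73 and FDI-6 the correlation was 0.505 and the covariance 0.149 (0.502 and 0.0029 simulated), and for NB-55 and FDI-6 they were 0.672 and 0.155 (0.499 and 0.0029 simulated). The simulated correlations follow from unchanged groups of equal size sharing a control, so they are no baseline for the measured correlations. The covariances can be compared, and each measured one was above the simulated one. Genes are not independent replicates, and these are 3 of 5 such relations computed. Within the FOXM1 and G2/M target list, NB-73 and FDI-6 lowered 42 genes in common, raised 1 in common and moved 5 in opposite directions. NB-73 and NB-55 lowered 17, raised 7 and moved 10 in opposite directions. KIF20A, the mitotic kinesin gene, was lower with NB-73 (−0.43 (adjusted p = 5.48e-07)), and DEPDC1, expressed in dividing cells, rose with NB-55 (0.46 (adjusted p = 0.00038)). Among the DNA replication and G1/S genes, 50 fell with both NB-73 and NB-55 and 54 with both NB-73 and FDI-6. MCM10, a replication initiation factor gene, changed by −1.67, −0.72 and −0.42 with NB-73, NB-55 and FDI-6 (−0.26 with TMM scaling for FDI-6).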

Notably, 72% of genes regulated by **NB-55** and 48% of genes regulated by **FDI-6** overlapped with **NB-73** regulated genes, indicating that these compounds regulated many similar genes. Gene Set Enrichment Analyses (GSEA) and Enrichment Scores for gene regulations by **NB-73** or siFOXM1 treatment of cells are shown in Fig. 3c. These analyses testing the differential gene expression data against gene sets consisting of FOXM1 target genes revealed negative enrichment scores, indicating that **NB-73** and siFOXM1 downregulate expression of genes in the FOXM1 cistrome. 

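FOXM1 was lower in both siFOXM1 libraries of MDA-MB-231 cells, at 6.87 and 7.00 FPKM, than in both vehicle libraries, at 45.8 and 44.4. With NB-73 the libraries held 43.7 and 42.7. The log2 fold change of FOXM1 with siFOXM1 was −2.62 (SE 0.031, adjusted p = 7.36e-10), and the direct difference between NB-73 and siFOXM1 was 2.55 (95% interval 2.48 to 2.62), or 2.70 with TMM scaling. CCNB1, encoding the cyclin of mitotic entry (ENSG00000134057, chromosome 5, 68462962 to 68474072), fell with siFOXM1 (−1.0 (SE 0.026, adjusted p = 1.22e-07)) and with NB-73 (−0.46 (SE 0.026, adjusted p = 3.92e-07), −0.28 with TMM scaling). CDK1, its kinase partner, fell with siFOXM1 (−0.82 (adjusted p = 4.98e-06)) and NB-73 (−0.54 (adjusted p = 4.93e-06), −0.36 with TMM scaling), as did PLK1, a mitotic kinase gene (−0.34 (adjusted p = 0.000181) and −0.31 (adjusted p = 5.27e-05), or −0.31 and −0.13 (adjusted p = 0.00963) with TMM scaling). The 95% interval of the direct difference in PLK1 was −0.05 to 0.12 (difference 0.03, adjusted p = 0.468), although TMM scaling made it 0.18 (adjusted p = 0.00189). All 16 genes of Fig. 3a fell with siFOXM1. CCNE2 with siFOXM1 (−0.24 (adjusted p = 0.00684)) lost its call without siFOXM1 replicate 2 (−0.19, adjusted p = 0.0518). CENPL (−0.24 (adjusted p = 0.00732)) lost its call without siFOXM1 replicate 1 (−0.20, adjusted p = 0.057). The largest decreases with siFOXM1 outside the list of FOXM1 targets were those of NEURL1B, a ubiquitin ligase gene (−2.54 (SE 0.078)), and CCNA1, encoding cyclin A1 (−1.97 (SE 0.102)). The largest increase was that of the transporter gene SLCO4C1 (1.66 (SE 0.098)). Over all genes siFOXM1 changed 4853 (40.7% higher, 50.8% with TMM scaling), 19 of them more than 2-fold higher and 14 more than 2-fold lower. NB-73 changed 229 more than 2-fold higher and 919 lower (351 and 666 with TMM scaling).

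TROAP, NEK2 and ASPM, which serve the mitotic spindle and the centrosome, were among the FOXM1 and G2/M targets that fell with both treatments. With siFOXM1 65 of 68 targets fell, none rose and 3 did not pass (66 lower over the list alone), with a median log2 fold change of −0.345 (adjusted p = 9.21e-29 from camera, adjusted p = 0.0946 with an estimated correlation), and the list includes FOXM1, the target of the siRNA. TROAP (−1.43 (SE 0.041, adjusted p = 1.69e-07)), NEK2 (−1.37 (SE 0.040, adjusted p = 1.73e-07)) and KIF20A (−1.28 (adjusted p = 1.69e-07)) followed FOXM1 in size. With NB-73 63 fell, 2 rose and 3 did not pass, with the same counts over the list alone and a median of −0.481 against −0.149 for all genes (adjusted p = 1.9e-09 from camera, adjusted p = 0.123 with an estimated correlation). ASPM (−2.13 (SE 0.040, adjusted p = 8.09e-10)) and TOP2A, encoding DNA topoisomerase 2 alpha (−1.28 (SE 0.026, adjusted p = 1.2e-09)), fell most. UBE2S, a ubiquitin-conjugating enzyme gene, rose (0.30 (adjusted p = 1.03e-05), 0.48 with TMM scaling). TMM scaling left 54 lower and 6 higher with NB-73 (median −0.301, adjusted p = 1.59e-08) and 63 lower with siFOXM1 (median −0.313). Together, 60 targets were lower with both treatments and 2 were higher with NB-73 and lower with siFOXM1. Part of this count may come from the 2 vehicle libraries that both share. The direct test of the list between the treatments gave 22 genes higher and 32 lower with NB-73 and 14 not passing (median −0.064, adjusted p = 0.871 from camera). TMM scaling turned the counts to 32 higher and 22 lower (median 0.084). As a description, ranked enrichment gave a normalized score of −2.51 for NB-73 and −3.06 for siFOXM1 in these cells, and of −1.83 at 9 h and −2.21 at 24 h for NB-73 in MCF7 cells. In MCF7 cells the score was −2.44 at 9 h and −2.8 at 24 h for FDI-6, and 0.68 at 9 h for NB-55. The list stands in for the 4 cistrome gene sets behind Fig. 3c, which the paper's text does not list. From negative enrichment scores of such sets with NB-73 and with siFOXM1, the paper concludes that both lower the expression of genes bound by FOXM1.

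**Figure D2:**
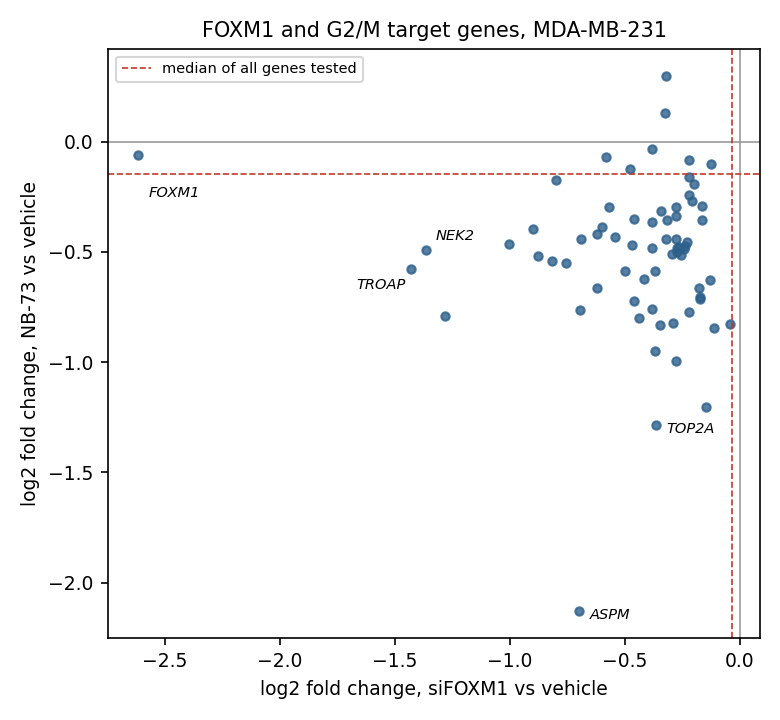
Log2 fold change against vehicle with siFOXM1 (horizontal) and NB-73 (vertical) in MDA-MB-231 cells for each of the 68 FOXM1 and G2/M target genes measured, 1 point per gene, with dashed lines at the medians of all genes tested (−0.033 and −0.149). FOXM1 stands apart at −2.62 with siFOXM1 and −0.06 with NB-73, and ASPM is lowest with NB-73 at −2.13.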

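In MDA-MB-231 cells the kinetochore gene SPC24 fell with NB-73 (−1.79 (SE 0.076, adjusted p = 7.73e-08)), as did ATM, a kinase gene of the DNA damage response (−1.61 (SE 0.058, adjusted p = 3.04e-08)), and FANCD2, which acts in crosslink repair (−1.15 (adjusted p = 1.8e-07)). Of 28 genes of CENP-A deposition and the kinetochore, 22 fell, 1 rose and 5 did not pass with NB-73 (median −0.379, adjusted p = 0.0012 from camera, adjusted p = 0.123 with an estimated correlation; 18 lower and 3 higher with TMM scaling, median −0.202), and the counts over the list alone were the same. With siFOXM1 23 fell and 5 did not pass (25 lower over the list alone; median −0.28, adjusted p = 2.2e-09, adjusted p = 0.0946 with an estimated correlation), among them CENPA (−0.90 (adjusted p = 1.4e-05)) and NUF2, which attaches microtubules (−0.70 (adjusted p = 2.94e-06)). DNA replication and G1/S genes split with NB-73, with 27 lower, 22 higher and 7 not passing (28 lower over the list alone). Their median was −0.091 while camera placed the list above other genes without passing (adjusted p = 0.572), and TMM scaling gave 18 lower, 27 higher and a median of 0.09. DSCC1, a sister chromatid cohesion gene, fell (−1.64 (adjusted p = 3.78e-07)), as did the helicase subunit gene GINS1 (−1.20 (adjusted p = 3.2e-07)). With siFOXM1 38 fell, 2 rose and 16 did not pass (41 lower over the list alone; median −0.2, adjusted p = 3.23e-09, adjusted p = 0.185 with an estimated correlation), with RRM2, a ribonucleotide reductase gene, at −0.48. Directly compared, 32 were higher and 15 lower with NB-73 than with siFOXM1, and 9 did not pass (median 0.188 or 0.336 with TMM scaling, adjusted p = 0.00155, adjusted p = 0.365 with an estimated correlation).

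Of 33 DNA repair genes, 24 fell, 2 rose and 7 did not pass with NB-73 (median −0.426, adjusted p = 0.0136 from camera, adjusted p = 0.198 with an estimated correlation; 20 lower and 7 higher with TMM scaling, median −0.265). siFOXM1 lowered 21, raised 1 and left 11 not passing (26 lower and 2 higher over the list alone; median −0.231, adjusted p = 4.62e-06, adjusted p = 0.125 with an estimated correlation), with RAD54L, a recombination gene, at −0.55. Of 27 p53 targets, 13 rose, 11 fell and 3 did not pass with NB-73 (adjusted p = 0.0448, adjusted p = 0.218 with an estimated correlation and 0.177 with TMM scaling), and 7 rose, 2 fell and 18 did not pass with siFOXM1 (adjusted p = 0.34). Genes that promote apoptosis did not move together, with 9 higher, 9 lower and 4 not passing of 22 with NB-73 (median −0.028, adjusted p = 0.3) and 6 higher, 4 lower and 12 not passing with siFOXM1 (adjusted p = 0.295). BBC3, which encodes PUMA, rose with NB-73 (1.45 (SE 0.080, adjusted p = 3.72e-07)) and siFOXM1 (0.49 (adjusted p = 0.00174)), while APAF1, needed for caspase activation, fell with NB-73 (−1.06 (adjusted p = 2.85e-07)). Of 11 anti-apoptotic genes, 7 fell and 4 rose with NB-73 (adjusted p = 0.68; 3 and 4 with TMM scaling), with BIRC3 at 2.06 (adjusted p = 3.7e-08), against 1 higher, 1 lower and 9 not passing with siFOXM1 (adjusted p = 0.285). TMM scaling gave 11 higher and 7 lower pro-apoptotic genes with NB-73. The lists were chosen by function and are not the ontology terms of the plots.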

The major categories of gene regulations, identified by Gene Ontology analysis and shown in the reduce and visualize gene ontologies (REVIGO) plots (Fig. 3d and Supplementary Fig. 2), included proliferation, G2/M transition of mitotic cell cycle, apoptosis, regulation of transcription, DNA replication and DNA repair, activities well known to be under FOXM1 regulation.^21^

**Fig. 3:**
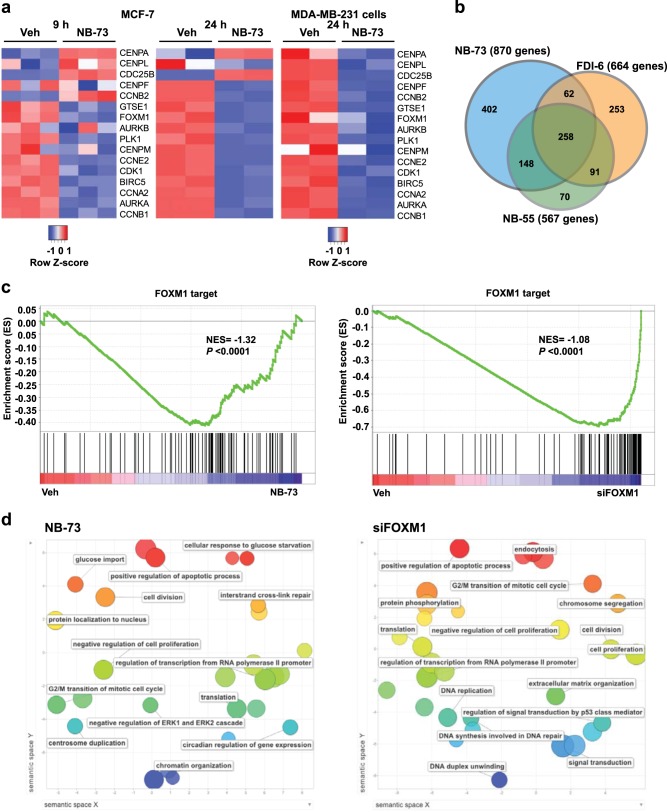
RNA-Seq analysis of the effects of compounds on gene expression in breast cancer cells. **a** Regulation of FOXM1-signature genes by **NB-73** (4 µM) in MCF7 cells at 9 h and 24 h, and by **NB-73** treatment (1.5 µM, 24 h) in MDA-MB-231 cells. **b** Venn diagram showing overlap of genes with *p* < 0.05 and regulated more than 2-fold by **NB-73**, **NB-55** and **FDI-6** (20 µM) in MCF7 cells, 9 h treatment. **c** Gene Set Enrichment Analysis (GSEA) showing Enrichment Scores. MDA-MB-231 cells treated with **NB-73** (1.5 µM, 24 h) or siFOXM1 (25 nM, 72 h). Gene sets used FOXM1 genes derived from four independent datasets of FOXM1 cistromes.^19,52^ NES, normalized enrichment score. **d** REVIGO (Reduce and Visualize Gene Ontologies) analyses showing biological process gene ontologies most impacted by MDA-MB-231 cell treatment with **NB-73** or siFOXM1. Circle sizes represent GO term gene count; colors represent similarity along Semantic Space Y.

### Effects of compounds on the cell cycle, apoptosis, and on nuclear localization of FOXM1

As seen in Fig. 4, the compounds had a marked effect on the cell cycle and also on the proportion of cells undergoing apoptosis. In Fig. 4a, cells were synchronized by double thymidine block and were then released for 24 h with or without treatment with **NB-73** at three different concentrations (1.5, 3.0, and 4.5 µM). Flow cytometry analysis (Fig. 4a and Supplementary Figs 3 and 4) showed that compound treatment resulted in a large increase in the percent of cells in G2/M, and decrease in the percent of cells in S phase, consistent with the compounds inhibiting FOXM1 activity.^9,22^ FOXM1 is a key regulator of G1/S and G2/M transitions and M phase progression and FOXM1 binds to many G2/M promoters.^8,9^ Treatment with **NB-73** also increased the percent of apoptotic cells observed at 24 h or 72 h (Fig. 4b) and caspase 3/7 activity (Fig. 4c).

**Fig. 4:**
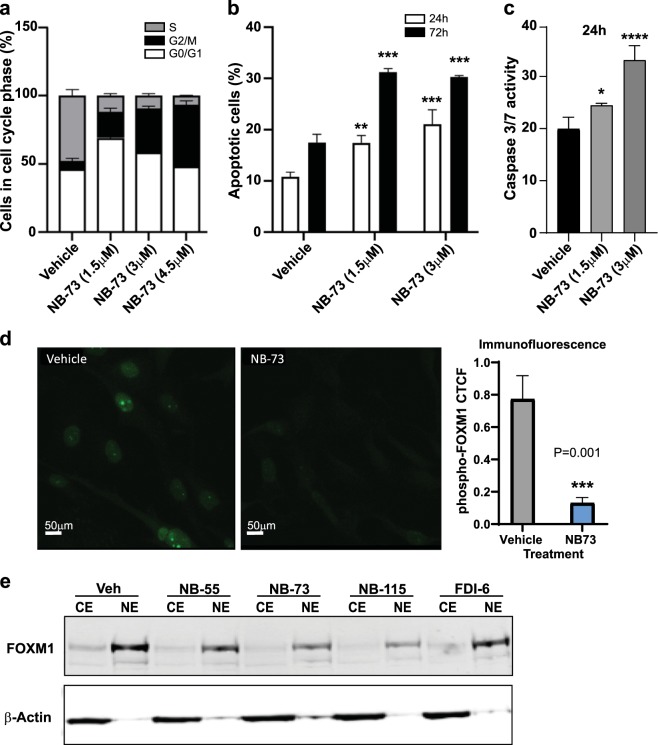
Compound **NB-73** increases the percent of cells in G2/M and reduces the percent of cells in S phase of the cell cycle, and increases apoptosis, but does not change the nuclear localization of the FOXM1 present. **a** MDA-MB-231 cells were synchronized by double thymidine block and were released for 24 h with or without treatment with vehicle or **NB-73** (at 1.5, 3.0, or 4.5 µM). The percent of cells in different phases of the cell cycle were monitored by flow cytometry. *n* = 4 experiments, mean + SD. **b** Cells were treated with or without **NB-73** (at 1.5 or 3 µM) for 24 h or 72 h and the percent of apoptotic cells was monitored by AnnexinV/propidium iodide staining and flow cytometry. *n* = 3 experiments, mean + SD. **c** Caspase 3/7 activity was monitored after cell treatment with or without **NB-73** (at 1.5 or 3 µM) for 24 h using Caspase Glo assay. *n* = 2 experiments, mean + SD; *t*-test **p < 0.01; ***p < 0.001. **d NB-73** treatment (2 µM for 24 h) of MDA-MB-231 cells results in a decrease of p-FOXM1, observed by immunofluorescent staining (Scale bar = 50 µm). Nuclei from four fields for vehicle and **NB-73** treated cells were analyzed using the Image J fluorescent analysis tool, the average CTCF (corrected total cell fluorescence) was calculated, and data were statistically analyzed by paired *t*-test. **e** Treatment with **NB-55, NB-73**, or **NB-115** or **FDI6** for 24 h does not change the intracellular localization of FOXM1, which remains largely nuclear, as observed by Western blot of nuclear extracts (NE) and cytoplasmic extracts (CE) of cells after 24 h. By contrast, β-Actin is largely in the CE, as expected.

Of note, treatment with **NB-73** decreased the expression of phospho-FOXM1, considered the biologically active form of FOXM1, as observed by immunofluorescence (Fig. 4d), consistent with western blot findings in Fig. 2d, e that **NB-73** treatment decreased FOXM1. Despite the change in amount of FOXM1 protein with **NB-73** exposure, FOXM1 protein was always found in the nucleus and showed the same, greater than 90%, nuclear localization as observed in control vehicle treated cells both by immunofluorescence (Fig. 4d) and by biochemical fractionation of cells into nuclear and cytoplasmic fractions (Fig. 4e).

### Pharmacokinetics of compounds

In pharmacokinetic (PK) studies in mice, we found that some compounds showed very good subcutaneous and oral bioavailability (Fig. 5). Examination of compound half-lives and accumulation in plasma after a single subcutaneous injection or oral administration of the parent mono- and diamines (**NB-55**, **65**, **70**, **72**, and **51**) revealed good and rather equivalent PK by either route of administration. It is striking that the PK properties of the monoamine **NB-55**, particularly after oral dosing, were markedly superior to those of the diamines. Of note as well, conversion of the mono- and diamines to their methiodide salts improved their PK behavior after subcutaneous administration; the oral bioavailability of these salts, however, was diminished (Fig. 5). Hence, after s.c. injection of **NB-63**, **NB-68**, **NB-71**, **NB-73**, and **NB-115**, very high blood levels of compound were observed, followed by long half-lives (from ~25–40 h, Fig. 5), whereas only very low levels were found after oral administration. In contrast, the FOXM1 inhibitor **FDI-6** achieved only very low blood levels after s.c. administration at 20 mg/kg, and was undetectable after oral administration at 40 mg/kg (and therefore not shown) (Supplementary Fig. 4).

**Fig. 5:**
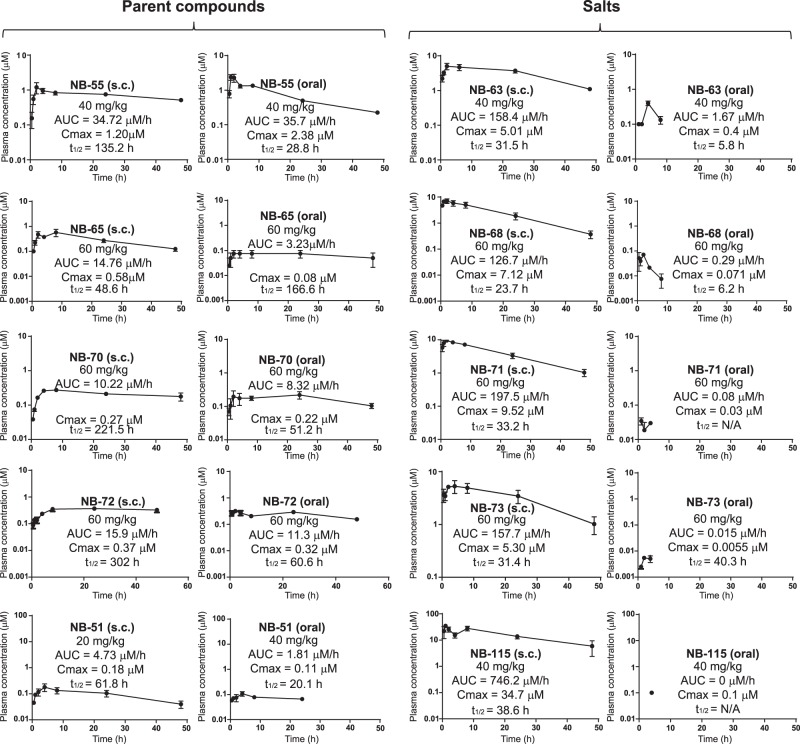
Pharmacokinetics and half-lives of compounds in mice after s.c. or oral administration of amine compounds and their respective methiodide salts. Pairs are **NB-55** and **NB-63**; **NB-65** and **NB-68**; **NB-70** and **NB-71**; **NB-72** and **NB-73**; and **NB-51** and **NB-115**. PK was studied after single dose administration via s.c. injection or oral gavage at the doses indicated. Multiple plasma samples were collected from each mouse (*n* = 4) over the course of 48 h after compound was administered. Compounds were quantified using LC-MS/MS. The data were fitted to a non-compartment PK model (error bars are ± SD).

### Efficacy of compounds in suppressing the growth of human breast tumor xenografts and FOXM1-regulated gene expression in tumors

Studies in female NOD/SCID-gamma (NSG) mice showed that the monoamine **NB-55**, when given orally daily, very effectively suppressed the growth of human breast tumor xenografts (Fig. 6a). We also tested lower doses of the diammonium salts **NB-68**, **NB-71**, and **NB-73** as tumor suppressive agents, since these compounds had higher inherent cellular potencies and achieved higher blood levels after s.c. dosing than did **NB-55**. At 20 mg/kg every other day for 10 days and then 10 mg/kg every other day subsequently, **NB-68**, **NB-71**, and **NB-73** were found to greatly suppress tumor growth (Fig. 6b). Because of their effectiveness, we next treated animals with 5 and 10 mg/kg of **NB-73** s.c. daily and then every other day starting on day 21. As seen in Fig. 6c, **NB-73** reduced tumor growth at 5 mg/kg and more markedly suppressed growth at 10 mg/kg. Accompanying this suppression of tumor growth by **NB-73**, the expression of FOXM1-regulated genes, including the FOXM1 gene itself, was reduced in tumors in a dose-dependent manner, with all gene expressions being greatly reduced upon treatment with 10 mg/kg **NB-73** (Fig. 6d). Low doses of **NB-63** and **NB-115**, compounds that showed good PK properties with high blood levels and long half-lives, were also effective in suppressing the growth of tumor xenografts (Supplementary Fig. 5) and had little impact on animal body weight.

**Fig. 6:**
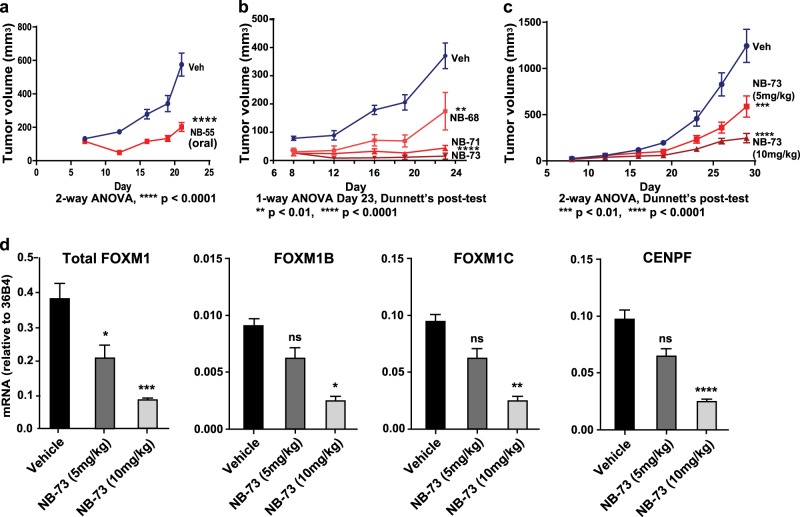
Compounds **NB-55, NB-68**, **NB-71**, and **NB-73** suppress breast tumor xenograft growth and the expression of FOXM1-regulated genes. Human breast cancer DT22 cells were injected into the mammary fat pad of intact 7-week-old NSG mice and mice bearing DT22 tumors were dosed in **a** daily and then every other day from day 7 on with 100 mg/kg of **NB-55** or control vehicle by oral gavage; or **b** with **NB-68**, **NB-71**, or **NB-73** by s.c. injection at 40 mg/kg daily for 4 days and then 20 mg/kg every third day until day 13 and then 10 mg/kg every third day, or with control vehicle. Tumor volumes in Veh and compound treated animals were monitored (2-way ANOVA, Dunnett’s post-test, **P < 0.01). In **c**, animals were treated with low doses of **NB-73** (5 or 10 mg/kg s.c. daily and then every other day after day 21). Volumes of tumors in Veh and compound treated animals were monitored (2-way ANOVA, Bonferroni post-test, ****P < 0.0001, *n* = 8 per group, error bars are ± SD). **d** At the end of treatments, tumors from panel C were processed for gene expression analysis by q-PCR. (*t*-test, *p < 0.05; **p < 0.01; ***p < 0.001; ****P < 0.0001, *n* = 8 per group, error bars are ± SD).

## Discussion

This study presents a new class of 1,1-diarylethylene mono-and diamine compounds that function as effective suppressors of FOXM1 activities. These compounds and their methiodide salts bind directly to FOXM1 protein, labilize it towards proteolytic degradation, and reverse patterns of FOXM1-regulated gene expression. They also suppress breast cancer cell proliferation and increase apoptosis, and they retard the growth of breast xenograft tumors in an experimental preclinical mouse model where we show that FOXM1-mediated gene expression is suppressed in these growth-inhibited tumors.

Several lines of evidence indicate that our compounds are targeting FOXM1 and fulfill characteristics expected for validated chemical probes for this target protein.^23,24^ By a cell-free FRET binding assay, we show that the FOXM1 inhibitory compounds bind directly to FOXM1 with affinities commensurate with their cellular potencies. Treatment of cells with these compounds reduced the intracellular level of FOXM1 and exposure of cell extracts to these compounds increased FOXM1 degradation by pronase, as observed in the drug affinity responsive target stability (DARTS) protease sensitivity assay.^25^ This implies that compound binding is perturbing the structure of FOXM1 to make it more readily proteolyzed, which matches the fact that they also decrease the intracellular level of FOXM1 protein. Of interest, antiestrogen SERD compounds also inhibit and promote degradation of their target protein, ERα^26,27^ by conformational disordering of the ligand-binding domain. Similar order-to-disorder conformational changes in FOXM1, recently shown to regulate its transcriptional activity, are likely being affected by our compounds in ways that also block FOXM1 activity and accelerate its degradation.^28^ Also, gene regulation by **NB-73** and **NB-55**, studied in greatest detail, showed substantial overlap with that of **FDI-6**, shown previously to target FOXM1,^16^ and with siFOXM1 treatment of cells. 

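In MCF7 cells after 24 h, the xenobiotic enzyme gene CYP1A1 and the stress gene HMOX1 rose with both NB-73 and FDI-6. HMOX1, encoding heme oxygenase 1, changed by 6.33 in log2 with NB-73 and 7.09 with FDI-6, and CYP1A1 by 2.59 and 7.75. FDI-6 changed 176 genes more than 2-fold (146 higher, 30 lower), and 124 of them (70.5%) were among the 2365 genes changed by NB-73, 97 higher and 27 lower, all in the same direction. Independent lists would share 32 (7.6 higher and 3.9 lower in both), and simulated unchanged groups shared none. They called 0.08 genes on average, too few to measure what the shared vehicle libraries add. The correlation over all genes was 0.565 and the covariance 0.153 (0.498 and 0.0038 simulated). The simulated correlation follows from the shared control and is no baseline for the measured one, while the covariances can be compared. Part of the excess may come from the 2 shared vehicle libraries, which are too few to split. At an adjusted p under 0.05 alone FDI-6 changed 4208 genes (1771 higher and 2437 lower, or 2251 and 1824 with TMM scaling), 2310 without vehicle replicate 1 and 2638 without vehicle replicate 2. Of 68 FOXM1 and G2/M targets, 52 fell, 1 rose and 15 did not pass with FDI-6 (56 lower over the list alone; median −0.283, adjusted p = 1.94e-13 from camera, adjusted p = 0.134 with an estimated correlation), and 48 were lower with both compounds. MKI67, a proliferation marker, changed by −0.43 (SE 0.047, adjusted p = 0.000209) and SPAG5, a spindle protein gene, by −0.44 (adjusted p = 0.000165) with FDI-6. FOXM1 fell with FDI-6 at 24 h (−0.34 (adjusted p = 0.00192)) and was lower still with NB-73 (direct difference −0.40, 95% interval −0.53 to −0.28, or −0.17 with TMM scaling).

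Several calls with FDI-6 at 24 h were lost when 1 of the 2 vehicle libraries was left out, while the log2 fold changes moved little. The lone library is then assumed to vary like the other groups. CCNB1 (−0.14 (adjusted p = 0.0183)), AURKA (−0.18 (adjusted p = 0.00993)) and CENPF (−0.32 (adjusted p = 0.00914)) lost theirs without vehicle replicate 1 or vehicle replicate 2, CCNB2 (−0.19 (adjusted p = 0.00585)) and GTSE1 (−0.37 (adjusted p = 0.00468)) without vehicle replicate 1, and CDC25B (0.20 (adjusted p = 0.0101)) without vehicle replicate 2. The log2 fold changes were then −0.14 for CCNB1, −0.18 for AURKA, −0.32 for CENPF, −0.19 for CCNB2, −0.31 for GTSE1 and 0.18 for CDC25B. PLK1 (−0.13 (adjusted p = 0.102)) passed only without FDI-6 replicate 1 (−0.19). TMM scaling also took the call of CCNB1 (−0.09 (adjusted p = 0.112)).

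In MDA-MB-231 cells NB-73 and siFOXM1 lowered CDC25B by the same measured amount in log2 (−0.47 and −0.47), though TMM scaling separated them by 0.15 (adjusted p = 0.000504). Of 33 genes changed more than 2-fold by siFOXM1, 4 (12.1%) were also changed more than 2-fold by NB-73, 2 in the same and 2 in the opposite direction, against 3 for independent lists. At an adjusted p under 0.05 alone 3834 genes were shared, 740 higher and 1380 lower with both and 1714 in opposite directions, against 3715.5 for independent lists (527.7 higher and 1434.2 lower in both). The correlation was 0.106 and the covariance 0.0142 (0.5 and 0.0025 simulated). The simulated correlation follows from the shared control and is no baseline for the measured one. By covariance, which can be compared, the measured value was above the simulated one. Directly compared, 9841 genes differed between NB-73 and siFOXM1. Without a control siRNA, these differences include any effect of transfection or of time. Ribosomal protein genes accounted for 70 of the opposite changes, higher with NB-73 and lower with siFOXM1. RPS18, a small-subunit protein gene, changed by 0.46 (adjusted p = 1.84e-07) with NB-73 and −0.24 (adjusted p = 9.59e-05) with siFOXM1.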

Cell cycle analysis, showing an increase in the proportion of cells in G2/M after treatment with NB-73, is also consistent with FOXM1 activity being inhibited by NB-73. However, we do not yet know if our compounds affect only FOXM1, although they show selectivity in reducing intracellular FOXM1 without changing the intracellular level of another important forkhead transcription factor, FOXA1. In addition to regulating the expression of many genes that promote tumorigenesis and cancer progression, FOXM1 can also influence these processes through its interactions with other key cellular proteins such as SMAD3 and β-catenin.^3^ Possible effects of our NB compounds on altering the activity of FOXM1 through these protein interactions remain to be studied in future investigations.

Of the amine compounds studied that showed good potency (IC_50_ values less than 0.5 μM) and efficacy in cells in culture, several had good in vivo PK properties. Although **NB-55** and **NB-65** showed good PK properties (half-lives and blood levels achieved) after s.c. administration, only **NB-55** showed good PK properties after oral administration. Notably, the salts of all of the amine compounds had greatly (5–50×) elevated blood levels and long half-lives (t_½_ = 24–39 h) by s.c. route. However, these salts showed very low bioavailability (blood levels) by oral route. Because of their high and prolonged blood levels, **NB-63**, **NB-68**, **NB-71**, **NB-73**, and **NB-115** were able to greatly suppress tumor growth in vivo using low doses (2–20 mg/kg) administered s.c. daily or every other day. By contrast, **NB-55** required daily s.c. or oral treatment at 100 mg/kg for effective tumor suppression, whereas 20 or 40 mg/kg doses were found to be only marginally effective (data not shown), consistent with its good but not outstanding blood levels and its 5-fold reduced potency in suppression of cell proliferation, as seen in dose-response studies in cells in culture. Of note, we observed that **FDI-6**, for which no prior in vivo data have been published,^16^ showed potency similar to **NB-55** in cells in culture but achieved only very low blood levels after s.c. or oral administration.

Of interest, the FOXM1 activity-regulating compounds described in this manuscript were able to function as suppressors of breast cancer cell proliferation and the expression of FOXM1-signature genes and gene ontologies in a broad range of breast cancer subtypes, both hormone receptor-positive (such as MCF7 and tamoxifen-resistant MCF7) and triple negative (such as DT22 and MDA-MB-231), as well as in BT474 (ER-positive, HER2-positive) cells, where similar IC_50_ concentrations for inhibition of cell proliferation and FOXM1-regulated gene expressions were observed. Indeed, there is considerable evidence for the deleterious impact of high tumor FOXM1 on patient clinical outcome in ER-positive breast cancers,^15,29,30^ in HER2-positive breast cancers,^31^ and in triple negative breast cancers.^32^ 

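ASPM, BIRC5 and CCNB1 were lower after 24 h of NB-73 in both cell lines studied by RNA-Seq, MCF7 (hormone receptor-positive) and MDA-MB-231 (triple negative). CCNB1 changed by −0.45 in MCF7 cells, or −0.17 (adjusted p = 0.00339) with TMM scaling. Of the 68 FOXM1 and G2/M targets measured, 55 were lower in both lines, 1 was higher in both, 5 were higher in MCF7 and lower in MDA-MB-231 cells, and 1 was lower in MCF7 and higher in MDA-MB-231 cells. KIF11, a mitotic kinesin gene, changed by −1.66 (SE 0.058, adjusted p = 1.09e-08) in MCF7 and −0.95 (SE 0.032, adjusted p = 2.03e-08) in MDA-MB-231 cells (n = 2 libraries per group). ESPL1, encoding separase, changed by −1.50 and −1.0. Of the DNA replication and G1/S genes, 26 were lower in both lines and 21 were lower in MCF7 and higher in MDA-MB-231 cells, whereas 29 ATF4 and integrated stress response genes were higher in both. NB-73 was used at 4 µM and 1.5 µM, the lines were fitted apart, and differences between them were not tested. The other cell lines have no RNA-Seq libraries among these samples.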

FOXM1 is also a key player in many other cancers, including glioblastoma, ovarian, gastrointestinal, non-small cell lung cancers, and pancreatic ductal adenocarcinoma,^6,7,11,14,33,34^ for which there are currently few optimal treatments. Hence, compounds that inhibit FOXM1 activities might prove to be broadly useful in a variety of cancer types.

In this study, we found that these compounds were effective antitumor agents when administered alone at low micromolar doses in several breast cancer subtypes; nevertheless, it will be of interest to test them in combination treatments targeting ER-positive, recurrent metastatic endocrine therapy-resistant breast cancers and aggressive triple negative breast cancers, when administered with other current standard-of-care treatments. For example, combinations of these FOXM1 inhibitors with Fulvestrant, Letrozole, PI3K inhibitors, or CDK4/6 inhibitors^35,36^ might enable improved tumor sensitivity and response, since we and others have shown that knockdown of FOXM1 or inhibition of FOXM1 activity with an ARF inhibitory peptide in cells in culture could restore sensitivity to tamoxifen in tamoxifen-resistant breast cancer cells.^15^ Since FOXM1 has been found to reduce cancer responsiveness to chemotherapeutic agents and to radiation,^13,37^ inhibition of FOXM1 activity in triple negative breast cancers might likewise reduce the amounts of chemotherapy drugs or radiation needed, thereby improving cancer treatment and perhaps reducing undesirable side effects of many current drug therapies.

The compounds we have developed suppress FOXM1 activities and have favorable pharmacokinetic properties. Hence, these new compounds offer intriguing translational opportunities for the development of new anticancer agents, either as mono or combination therapies targeting FOXM1 actions that drive aggressive forms of breast cancer, as well as other cancers.

## Methods

### Cell lines and cell culture methods

All breast cancer cell lines were obtained from the ATCC and were maintained and cultured as described.^15,38,39^ DT22 cells were derived from a human triple negative invasive ductal breast carcinoma and were grown in culture as described.^40^ All cells were tested for mycoplasma using Real-Time PCR Mycoplasma Detection Kit (Akron Biotech, Boca Raton, FL).

### Chemical synthesis of compounds

Full details on the preparation and spectroscopic characterization of all compounds are given in the Supplementary Information.

### Cell viability assay

WST-1 assay (Roche, Basel, Switzerland) was used to quantify cell viability as described.^38^ Absorbance was measured at 450 nm using a VICTOR X5 PerkinElmer 2030 Multilabel Plate Reader. All assays were performed in triplicate and analyzed using Graph Pad Prism 8.0.

### Western blot and Immunofluorescence assays

For Western blot analysis, whole-cell extracts were prepared using 1X RIPA lysis buffer (Thermo Fisher) supplemented with 1X protease inhibitor cocktail (Millipore Sigma). Proteins were separated on 4–12% SDS-PAGE gels and transferred to nitrocellulose membranes. In some cases, treatments with compound were done in the presence of the proteasome inhibitor MG132 (Calbiochem) as described in the figure legend. Western blotting used antibodies against FOXM1 (Abcam 184637, 1:1000; Cell Signaling Technologies Catalog #5436, D12D5, 1:1000), ERα (Santa Cruz Catalog #sc543, HC-20, 1:1000), FOXA1 (Abcam 23738, 1:1000), and β-actin (Millipore-Sigma A2228, 1:10,000) as an internal loading control. Both IRDye 800 CW goat anti-rabbit secondary antibody (LI-COR, Cat# 926-32211) and IRDye 680 CW goat anti-mouse secondary antibody (LI-COR, Cat# 926-68070) were diluted (1:5000) for incubation with the blots. Band intensities were analyzed with Licor Odyssey 2.1 software. All blots shown together derive from the same experiment and were processed in parallel. Full uncropped images of blots are shown as supplementary figures in the Supplementary Information file. Molecular weight markers were Rainbow markers from GE Healthcare (38–225 kDa) or Precision Plus Dual Color Markers from Biorad (37–250 kDa).

Immunofluorescent staining and confocal microscopy were performed as described.^41^ Briefly, for immunofluorescence detection of FOXM1 in cells, cells were grown in 8-well chamber slides (Ibidi, Verona, WI), fixed in 4% formaldehyde, and permeabilized with 0.1% Triton-X100. The cells were then blocked, treated with primary antibody to phospho-FOXM1 (Cell Signaling Technology Catalog #14655, D9M6G 1:100) followed by a fluorescently-tagged secondary antibody (Jackson Immunoresearch 711-546-152, 1:500), and nuclei were counterstained with DAPI before imaging. Three dimensional Z stacks were compressed, the compressed images were exported to Image J, and the corrected total cell fluorescence (CTCF) was calculated for each individual cell or nucleus. Data were statistically analyzed as indicated in the figure legend.

### Fluorescence binding assays with FOXM1

Competitive binding assays of compound binding to FOXM1 by tr-FRET were done in FRET buffer (20 mM Tris, pH 7.5, 50 mM NaCl, 0.01% NP-40 detergent, 10% glycerol) with 0.3 mg/ml ovalbumin and 0.1 mM butylated hydroxy-anisole added fresh daily. Solutions of the protein, fluorescent probe and compound dilutions were prepared at 3× concentrations, the final dilution taking place as they were mixed together in equal portions on the microtiter plate.

A stock solution of biotin-FOXM1 was prepared and stored at 5.6 μM at −80 °C. For the assay, it was diluted to be 5 nM final concentration, with 1.25 nM tetravalent streptavidin- terbium (SaTb). The compounds were prepared at 7 × 10^−4^ M in DMF (dimethylformamide) and then serially diluted into FRET buffer plus 2% DMF to ensure solubility. Final concentrations were 10^−5^ M to 10^−9^ M, with the last point being buffer only, no compound. Fluorescein-**NB-72** (**Fl-NB- 72**) was prepared at 1 mM in DMF and stored at −20 °C. It was diluted into FRET buffer to give 100 nM in the assay. Incubations were done in duplicate on black Molecular Devices 96-well microtiter plates. 5 μl of **Fl-NB-72** and 5 μl of the compound dilutions, were mixed together on the plate. To this was added 5 µl biotin-FoxM1 and incubated in the dark at room temperature, for 1 h. Time-resolved Förster resonance energy transfer (tr-FRET) measurements were with a Victor X5 plate reader (Perkin Elmer), with an excitation filter at 340/10 nm and emission filters for terbium and fluorescein at 495/20 and 520/25 nm, respectively, with a 100-μs delay in data acquisition. To correct for background signals, biotin-FOXM1 was omitted, and diffusion-enhanced FRET incubations were done in duplicate on black Molecular Devices 96-well microtiter plates. Five microliter of **Fl-NB-72** and 5 μl of the compound solutions were mixed together and then 5 µl of FRET buffer plus SaTb was added, mixed and incubated in the dark at room temperature, for 1 h. The tr-FRET signals measured as above were subtracted as a background from the first incubations that contained biotin-FOXM1. Graphs were prepared using Graph Pad/Prism 4.

The Ki was calculated by the Cheng- Prusoff equation (Ki (compound) = IC50 (compound)/(1 + T0/Kd (Fl-NB-72)); T0 is the concentration of **Fl-NB-72** and Kd(**Fl-NB-72)** is its binding affinity for FOXM1, determined below.

In direct binding experiments for determination of the Kd for **Fl-NB-72**, the **Fl-NB-72** ligand was diluted into FRET buffer + 2% DMF, to give concentrations 3× of final. The biotin-FOXM1 was diluted to a concentration of 3 × (5 nM + 1.25 nM SaTb). 5 μl of each of these were mixed on a black Molecular Devices microtiter plate with 5 μl of FRET buffer, so that each component was diluted 3×. Each point was prepared in duplicate, mixed, and incubated for 1 h at room temperature in the dark. tr-FRET was measured on a Victor X5 microtiter plate reader with settings as given above.

### Drug affinity responsive target stability (DARTS) assay

The DARTS assay was performed as described^25^ to examine the effect of compounds on the stability of FOXM1 to proteolysis by exogenous pronase. Cell lysates were incubated without or with compound for 1 h at room temperature, and with varying concentrations of pronase (none; 1:10^3^; 1:3 × 10^3^; 1:5 × 10^3^; 1:10^4^; and 1:10^5^ dilution of a 12.5 mg/ml pronase solution) for an additional 30 min at room temperature. Proteins were then separated on 4–12% SDS-PAGE gels and gels were exposed to FOXM1 antibody (Genetex GTX102170, 1:750) and β-actin antibody (1:500, mouse monoclonal).

### Cell cycle analysis

Cells were synchronized by double thymidine block prior to cell cycle analysis by Propidium Iodide (PI) staining. Briefly, the cells were blocked with 2 mM thymidine for 18 h, then released with fresh media for 8 h followed by re-blocking with thymidine for another 16 h. Following the second block, the cells were released with or without treatments with the NB compounds and cells were collected and fixed in 70% ethanol at the time points indicated. After alcohol fixation for 2 h, the cells were washed with cold 1XPBS followed by staining with 50 µg/ml PI solution in PBS with addition of 5 µg/ml RNAse A for at least 4 h. The cells were then analyzed by the Flow Cytometry analyzer BD LSR II for percentage of cells in G1/G0, S, and G2/M phases of the cell cycle.

### Apoptosis analysis

The cells were analyzed for percentage of apoptotic cells following 24 h or 72 h of vehicle or compound treatment by staining with the Alexa Fluor® 488 Annexin V/Dead Cell Apoptosis Kit (Thermo Fisher) and flow cytometry according to the manufacturer’s protocol. Caspase activity in the cells after treatment with control vehicle or compounds was determined using the Caspase-Glo 3/7 Assay system (Promega) in a 96-well format following the manufacturer’s instructions. Supplementary Figs 6 and 7 exemplify the gating strategy used for the cell cycle and apoptosis flow cytometry analyses.

### Cytoplasmic and Nuclear extract preparation

Cells treated with vehicle or compounds were collected for preparation of cytoplasmic and nuclear fractions. Briefly, cells were washed with ice cold PBS and centrifuged at 6000 rpm for 5 min. Following removal of the supernatant, the cell pellets were resuspended in 150–200 µL of cold CE buffer (HEPES [10 mM] pH 7.9, KCI [10 mM], EDTA [0.1 mM], NP-40 0.3% (added just before use) and 1X protease inhibitors (added just before use)) and incubated on ice for 5 min. Cells were then centrifuged at 3000 rpm for 5 min and the supernatant (cytoplasmic extract) was harvested. The pellets were washed twice in 100 µl of CE buffer without NP-40. After removal of supernatant, pellets were resuspended in 20–40 µl of NE buffer (HEPES [20 mM] pH 7.9, NaCl [0.4 mM], EDTA [1 mM], glycerol 25%, 1X protease inhibitors (added just before use)) and incubated on ice for 10 min, followed by centrifugation at 14,000 rpm for 5 min and harvest of supernatant (nuclear extract). All centrifugations were done at 4 C.

### RNA isolation and real-time PCR

Total RNA was isolated using TRIzol (Invitrogen) and reverse transcribed using MMTV reverse transcriptase (New England BioLabs). Real-time PCR was performed using SYBRgreen PCR Master Mix (Quantabio) as described.^15^ Relative mRNA levels of genes were normalized to the housekeeping gene 36B4, and fold-change calculated relative to the vehicle treated samples. Results are the average ± SD from at least two independent experiments carried out in triplicate. Primer sequences for the genes studied were obtained from the Harvard Primer Bank. Sequences are available on their website.

### RNA-Seq transcriptional profiling and gene ontology analysis

For gene expression analysis, total RNA was extracted from cells using Trizol reagent and further cleaned using the Turbo DNase and RNAqueous kits (ThermoFisher). Cells were treated with Veh (0.1% EtOH), or with the compounds indicated for 9 h or 24 h. Once the sample quality and replicate reproducibility were verified, samples from each group were subjected to sequencing. RNA at a concentration of 100 ng/µl in nuclease-free water was used for library construction. cDNA libraries were prepared with the mRNA-TruSeq Kit (Illumina, Inc.). In brief, the poly-A containing mRNA was purified from total RNA, the RNA was fragmented, double-stranded cDNA was generated from fragmented RNA, and adapters were ligated to the ends.

The paired-end read data from the HiSeq 4000 were processed and analyzed through a series of steps. Base calling and de-multiplexing of samples within each lane were done with Casava 1.8.2. The RNA sequences were prepared with Illumina’s TruSeq Stranded mRNAseq Sample Prep kit. Reads were trimmed of adapters and low expression data using Trimmomatic version 0.38.^42^ The STAR alignment tool version 2.5.3a was used to align the sequenced reads to the GRCh37 human genome from Ensembl.^43^ Gene counts were calculated using subread version 1.5.2.^44,45^ The edgeR Bioconductor package in R was used for normalization and differential expression analysis. Default normalization methods were used, specifically trimmed mean of M values or TMM was used to calculate the normalized expression values. This method calculates the weighted trimmed mean of the log expression ratios in a gene-wise fashion.^46,47^ We considered genes with fold-change > 2 and *p*-value < 0.05 as statistically significant, differentially expressed.

Gene Set Enrichment Analysis (GSEA)^48^ was used for examination of our genome-wide expression profiles. Overrepresented gene ontology (GO) biological processes were determined by the web-based DAVID Bioinformatics Resources database.^49,50^ REVIGO (Reduce and Visualize Gene Ontologies) was utilized to visualize overrepresented GO biological processes.^51^

### Pharmacokinetic studies

All experiments involving animals were conducted in accordance with National Institutes of Health (NIH) standards for the care and use of animals, with protocols approved by the University of Illinois IACUC. The pharmacokinetics of compounds were monitored after single dose administration into female CD1 mice (7–9 weeks of age) via s.c. injection or oral gavage, as described.^39^ For s.c. injection, each compound was dissolved in DMSO and then mixed with corn oil for a total injection volume of 100 μL (10% DSMO + 90% corn oil) per mouse. For oral gavage, compounds were administered in a 200 µL formulation of 9/0.5/0.5/90 parts of PEG400/Tween80/Povidone/0.5% Carboxymethylcellulose in DI water. Multiple plasma samples were collected from each mouse (*n* = 4 for each experiment) over the course of 48 h after compound administration. Compounds were quantified by LC-MS/MS at the University of Illinois Metabolomics Core Facility. The data were fitted to a non-compartment model.

### In vivo breast cancer xenograft studies

For examination of the effects of compounds on breast tumor growth suppression, intact female NOD/SCID-gamma (NSG) mice were used as detailed previously.^39^ DT-22 breast cancer cells (1 × 10^6^ cells/mouse) were injected s.c. into the right axial mammary gland. Mice received s.c. injection or oral gavage daily or every second or third day as indicated, with vehicle or treatment compound, and tumor volume (length × width^2^/2) was monitored over time.

## Supplementary information

Supplementary Information

## Data Availability

Datasets supporting Figs 1–6, Supplementary Table 1 and Supplementary Figs 1, 2, 4 and 5 in this published article are publicly available in the figshare repository: 10.6084/m9.figshare.10052219.^17^ RNA-Seq data of the effects of compounds and of siFOXM1 on global *FOXM1* gene regulation, are publicly available in the NCBI Gene Expression Omnibus (GEO) repository: https://identifiers.org/geo:GSE132343.^21^ Uncropped Western blots are available as part of the supplementary information (Supplementary Fig. 8).

# Supplementary material for: Suppression of FOXM1 activities and breast cancer growth in vitro and in vivo by a new class of compounds
**Source:** NPJ Breast Cancer. 2019 Nov 29;5:45. doi: 10.1038/s41523-019-0141-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

Suppression of FOXM1 activities and breast cancer growth *in vitro* and *in vivo*

by a new class of compounds

Yvonne Ziegler¹, Mary J. Laws¹, Valeria Sanabria Guillen¹, Sung Hoon Kim², Parama Dey¹, Brandi P. Smith³, Ping Gong¹, Noah Bindman², Yuechao Zhao¹, Kathryn Carlson², Mayuri A. Yasuda¹, Divya Singh¹, Zhong Li⁴, Dorraya El-Ashry⁵, Zeynep Madak-Erdogan³, John A. Katzenellenbogen², and Benita S. Katzenellenbogen^{*1}

Supplementary Information

Table and Figures and Experimental Methods

Supplementary Table 1. Affinity of compounds and FDI-6 for binding to FOXM1 protein		
Compound	[Cpd No.] <i>K_i</i> (μM) ^a	
	Amine	Methiodide Salt
<i>Monoamine</i>		
Cl & 5-ring	[NB-55] 0.23	[NB-63] 0.076
<i>Diamines</i>		
5-ring	[NB-65] 0.19	[NB-68] 0.051
6-ring	[NB-70] 0.10	[NB-71] 0.011
7-ring	[NB-72] 0.065	[NB-73] 0.014
Et ₂ amine	[NB-51] 0.13	[NB-115] 0.040
**FDI-6**	0.143	

^a*K_i* values are calculated from IC₅₀ values, as described in the Methods.

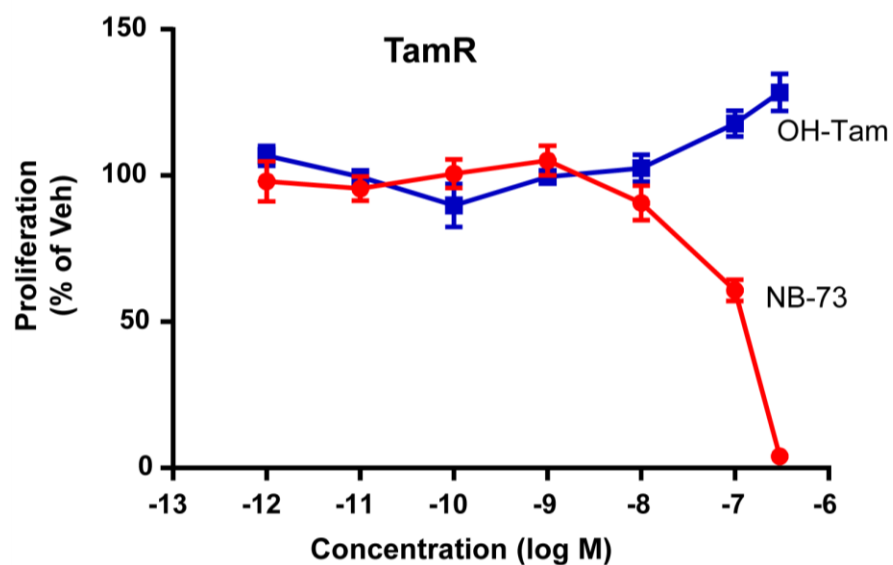

Supplementary Figure 1. Compound **NB-73** inhibits the proliferation of tamoxifen-resistant MCF7 cells. Cells were treated with **NB-73** or trans-hydroxytamoxifen (OH-Tam) for 6 days and cell numbers were monitored. Values are mean $\pm$ SD of three separate assays.

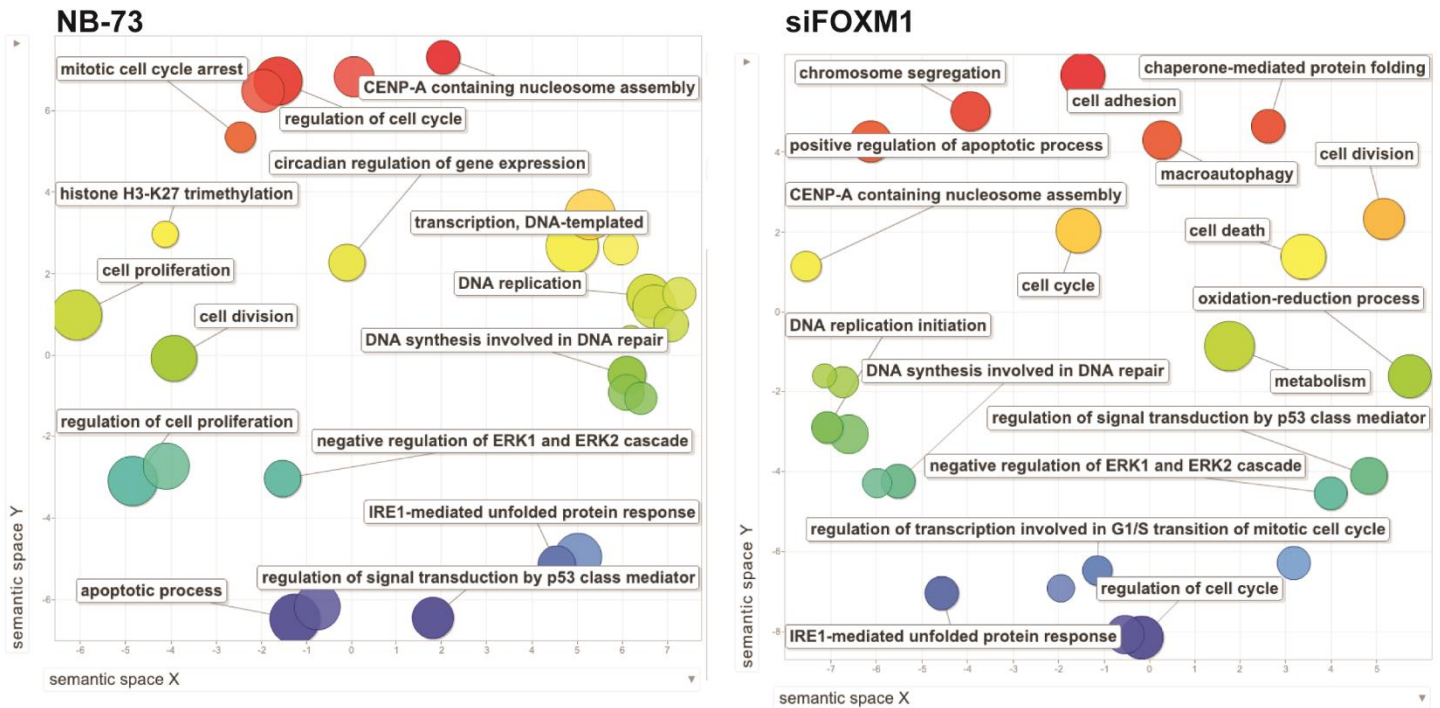

Supplementary Figure 2. REVIGO (Reduce and Visualize Gene Ontologies) display of gene ontologies most affected by MCF7 cell treatment with **NB-73** (4 μ M for 24 h) or siFOXM1 (25 nM for 72 h). Circle sizes represent GO term gene count; colors represent similarity along Semantic Space Y.

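PCNA, MCM3 and BRCA1 fell strongly in MCF7 cells after 24 h of NB-73. PCNA, the replication clamp gene, had a log2 fold change of −2.64 (SE 0.061, adjusted p = 9.84e-10), MCM3, part of the replicative helicase, −3.05 (SE 0.046, adjusted p = 1.05e-10) and BRCA1, a repair gene, −2.51 (SE 0.068, adjusted p = 2.52e-09) (n = 2 libraries per group). Of 56 DNA replication and G1/S genes, 54 fell, 48 of them more than 2-fold, none rose and 2 did not pass, with the same counts over the list alone and a median of −1.79 against −0.242 for all genes (adjusted p = 3.2e-13 from camera, adjusted p = 0.14 with an estimated correlation; median −1.53 with TMM scaling). Of 33 DNA repair genes, 32 fell, 20 of them more than 2-fold, and 1 did not pass (median −1.2, adjusted p = 1.1e-07, adjusted p = 0.14 with an estimated correlation; median −0.979 with TMM scaling), including XRCC2, a recombination gene (−2.42 (adjusted p = 6.28e-09)). Of 28 genes of CENP-A deposition and the kinetochore, 24 fell, 1 was higher and 3 did not pass (median −0.924, adjusted p = 9.78e-05, adjusted p = 0.171 with an estimated correlation; 24 lower, 3 higher and median −0.684 with TMM scaling), with SPC25 at −2.54 (adjusted p = 9.43e-09) and ZWINT at −2.06 (adjusted p = 1.67e-09). The gene called higher is CENPA (0.11 (adjusted p = 0.0417)), whose call was lost with the replicate block (adjusted p = 0.0556) and without any 1 of its 4 libraries. Of 28 p53 targets, 24 rose, 2 fell and 2 did not pass (median 0.831, adjusted p = 6.19e-11, adjusted p = 0.115 with an estimated correlation; median 1.12 with TMM scaling). CDKN1A, encoding the cell cycle inhibitor p21, rose (4.14 (SE 0.043, adjusted p = 1.63e-11)), as did GADD45A, induced by DNA damage (4.76 (adjusted p = 6.61e-09)). Pro-apoptotic genes divided, with 12 higher, 10 lower and 1 not passing of 23 (median 0.157, adjusted p = 0.0579; 12 higher and 4 lower with TMM scaling), with BBC3 at 4.13 (adjusted p = 5.23e-11). Of 9 anti-apoptotic genes, 4 rose, 3 fell and 2 did not pass (adjusted p = 0.603), with MCL1 higher (1.12 (adjusted p = 1.56e-08)) and BCL2 lower (−2.30 (adjusted p = 4.7e-09)). Counts adjusted over each of these lists alone were the same as those over all genes. The mapped samples hold no MCF7 libraries with siFOXM1, so only NB-73 is described here.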

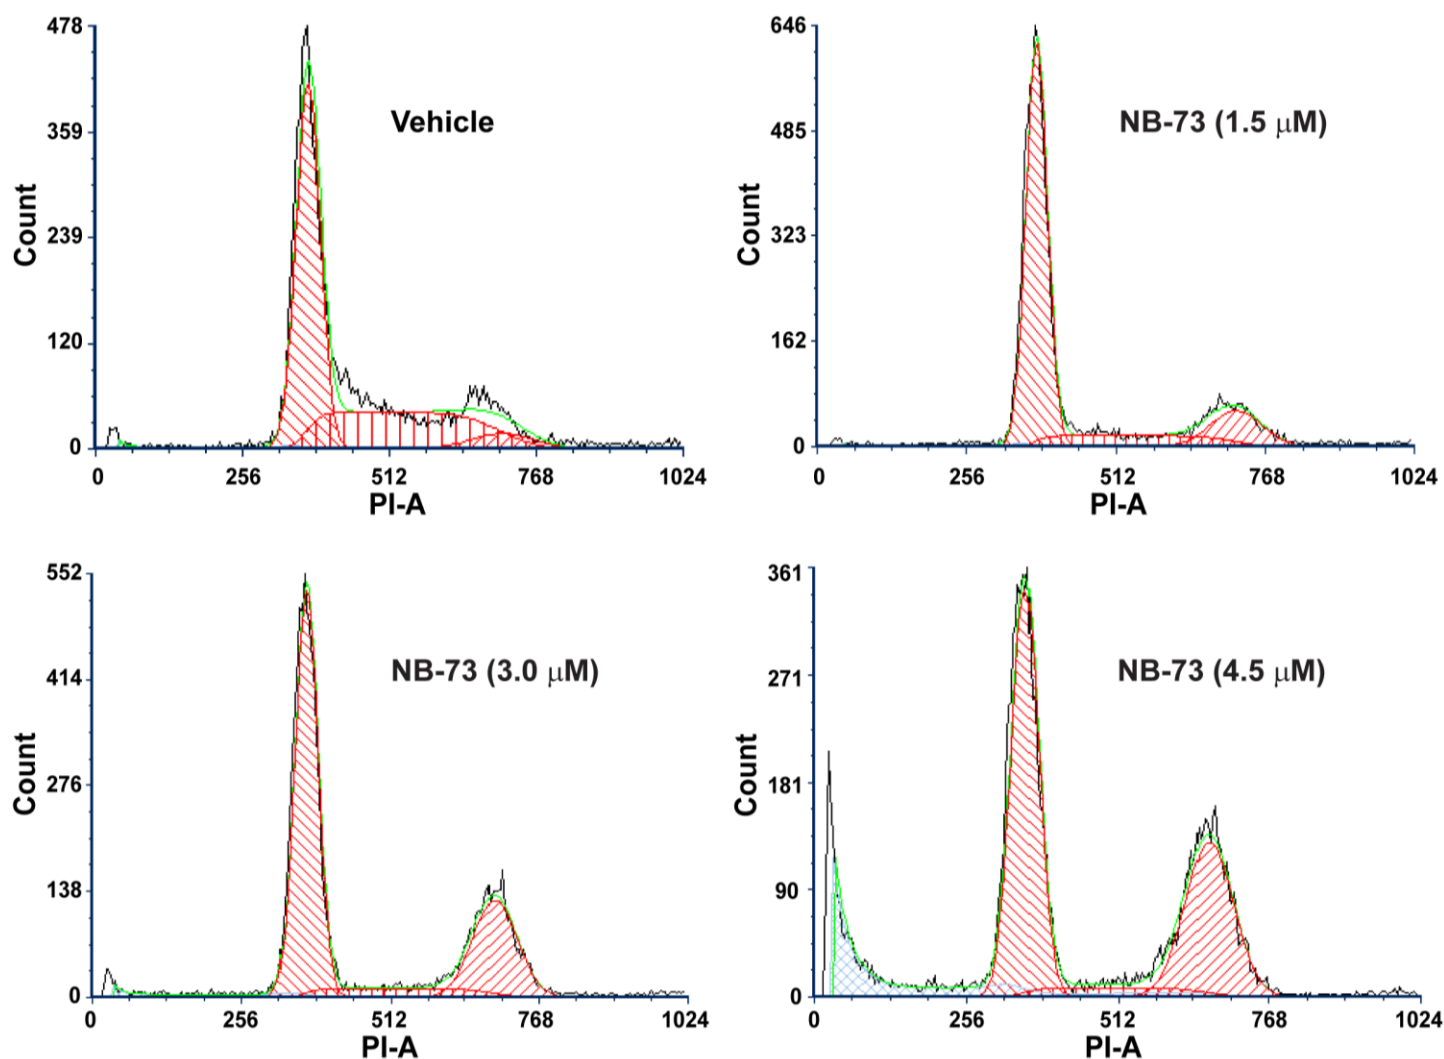

Supplementary Figure 3. Flow Cytometry cell cycle analysis shows that **NB-73** increases the percent of cells in G2/M and reduces the percent of cells in S phase of the cell cycle. MDA-MB-231 cells were synchronized by double thymidine block and were released for 24h with vehicle or **NB-73** treatment (at 1.5, 3.0, or 4.5 μ M). Cells were then fixed in 70% ethanol and stained with Propidium Iodide. Cells were then analyzed by Flow Cytometry analyzer BD LSRII for the proportion of cells in different phases of the cell cycle. This figure shows one of the four repeat experiments that were conducted. The summary of findings from all experiments is presented in Figure 4a of the paper.

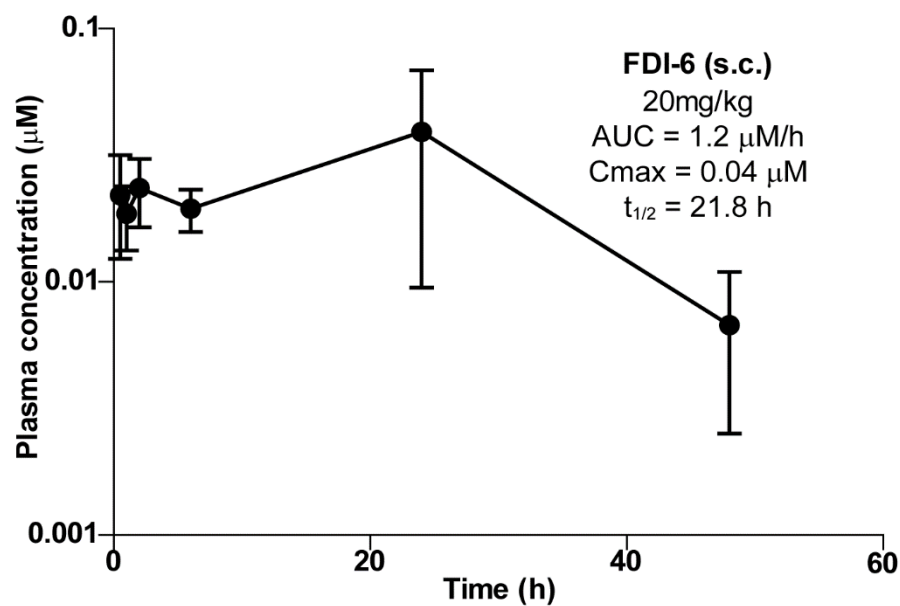

Supplementary Figure 4. Pharmacokinetics and half-life of **FDI-6** in mice. PK was studied after single dose administration via s.c. injection at 20 mg/kg or oral gavage at 40 mg/kg. Multiple plasma samples were collected from each mouse (n=4 for each experiment) over the course of 48 h after **FDI-6** was administered. Compound was quantified using LC-MS/MS. The data were fitted to a non-compartment PK model. **FDI-6** was not detectable in blood after oral administration; therefore, only data from s.c. administration is presented.

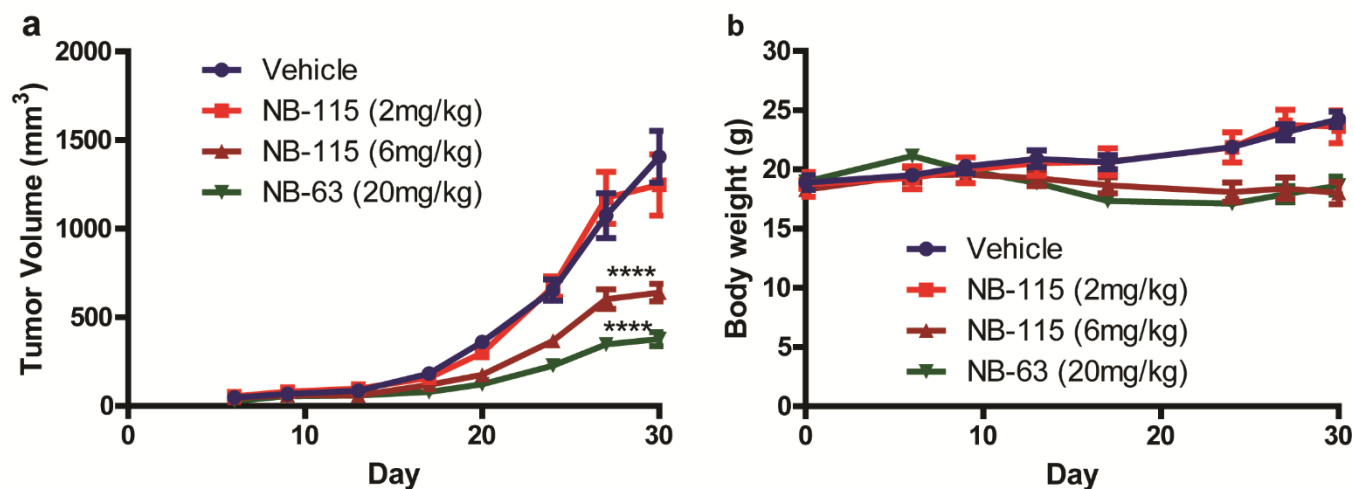

Supplementary Figure 5. Low doses of the compounds **NB-63** (methiodide salt of **NB-55**) and **NB-115** (methiodide salt of **NB-51**) suppress the growth of xenograft tumors. Female NSG animals (8 weeks of age) received 1×10^6 DT22 cells injected orthotopically into the thoracic mammary gland. **NB-115** was injected s.c. daily at 2 mg/kg or 6 mg/kg, and **NB-63** was injected s.c. daily at 20 mg/kg and then at 10 mg/kg every other day beginning on day 20. (A) Tumor volume and (B) animal body weights were monitored. (2-way ANOVA, Dunnett's post-test; ****, $p < 0.0001$, $n = 8$ per group).

Cell Cycle Gating Strategy

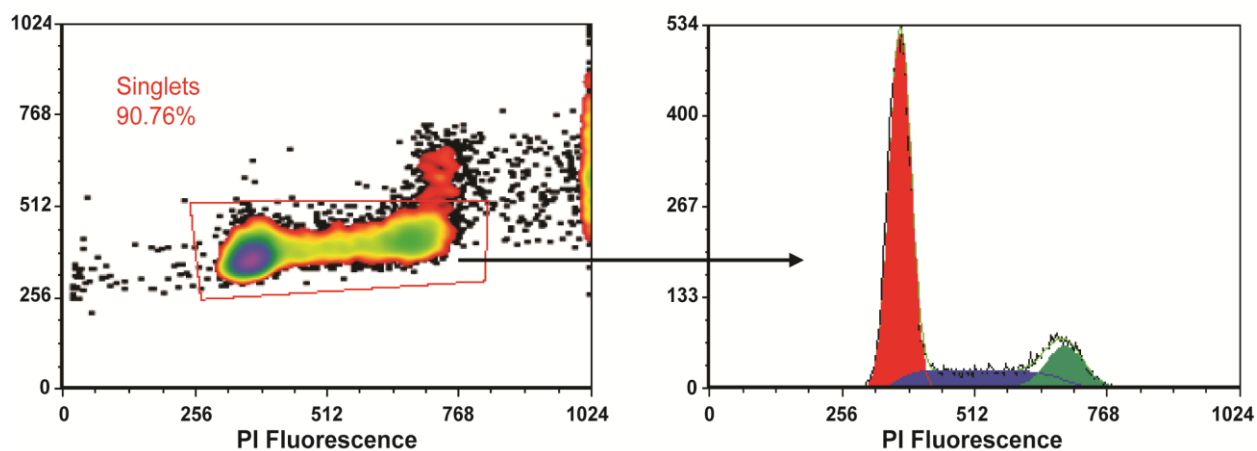

Overlay #	Gate	# of Events	% of gated cells
1	None	11142	100.00
1	Singlets	10113	90.76

Cycle	G1 Mean	G1 CV	% G1	G2 Mean	G2 CV	% G2	% S	G2/G1	% Total
	369.75	5.53	66.76	689.04	5.24	13.79	19.46	1.86	100.00

Supplementary Figure 6. Figure shows the gating strategy used in cell cycle flow cytometry analyses.

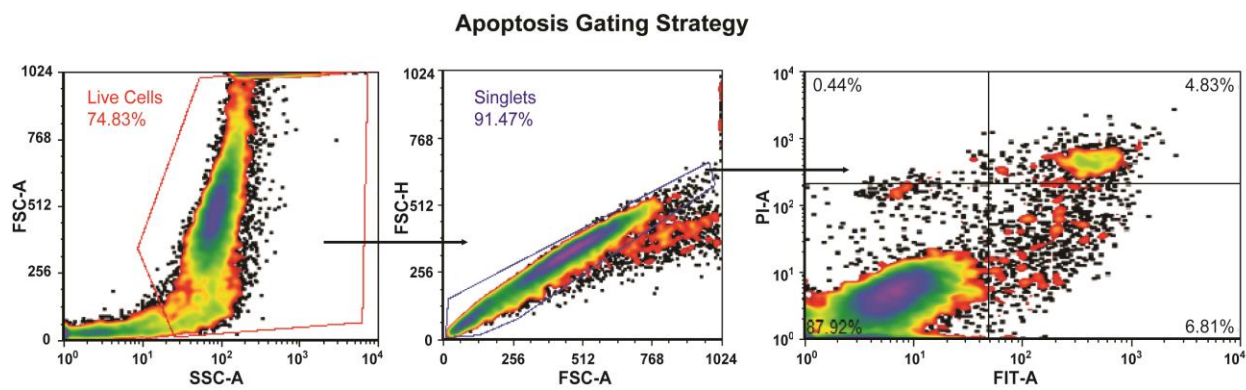

Supplementary Figure 7. Figure shows the gating strategy used in apoptosis flow cytometry analyses.

Supplementary Figure 8. Full uncropped images of blots shown in the paper (Figure 2c, 2d, 2e, 2f, and Figure 4e), including molecular weight markers at the left in kDa when possible. We regret we were not able to locate the full blot image for Figure 1b. Predicted molecular weights for FOXM1, FOXA1 and β -Actin are 84 kDa, 49 kDa, and 42 kDa, respectively.

Figure 2c and 2d

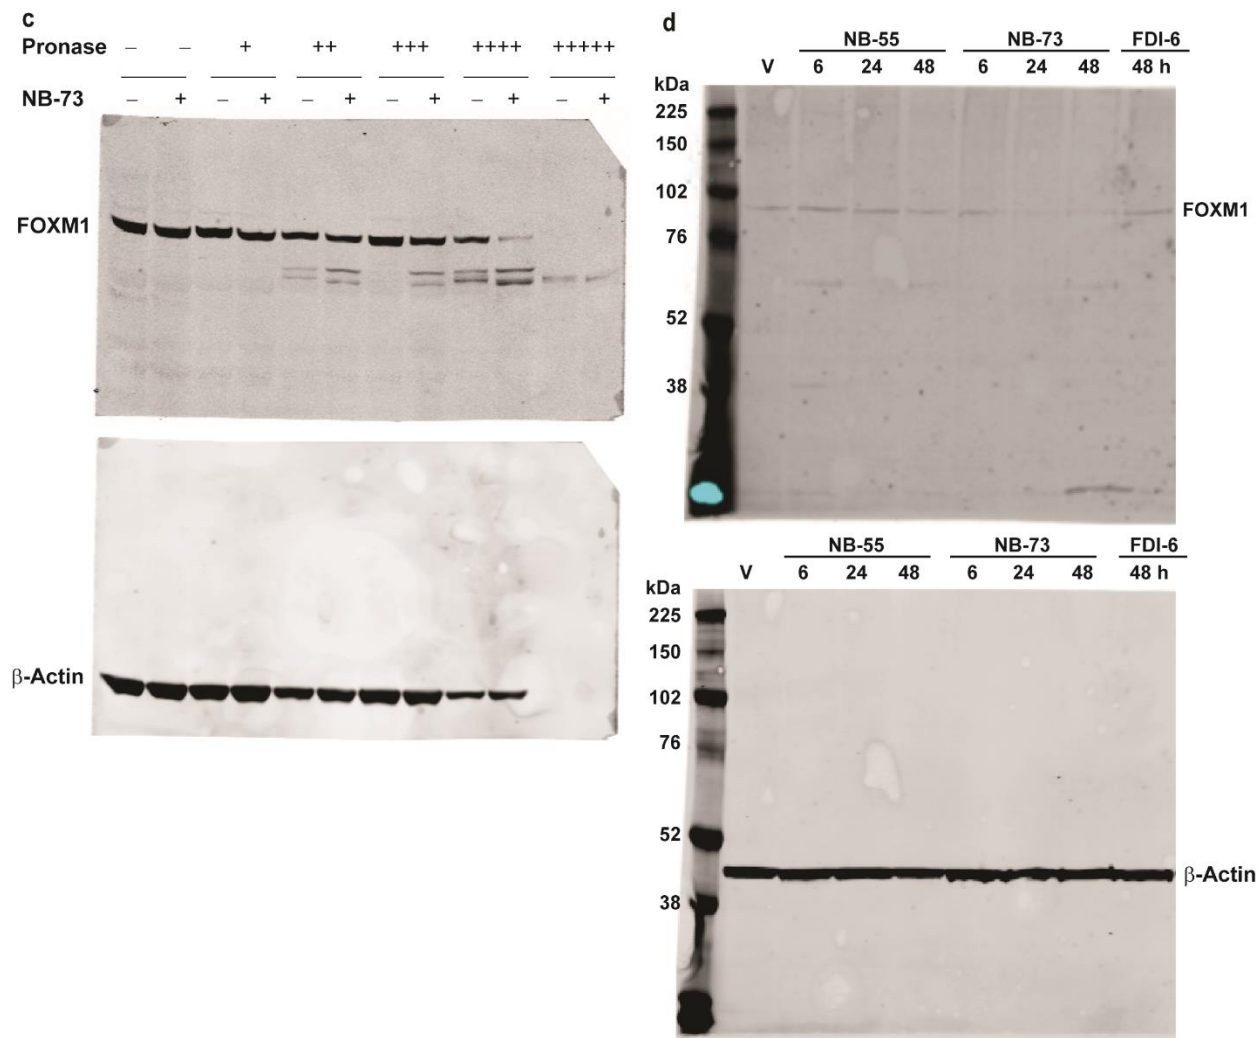

Figure 2e

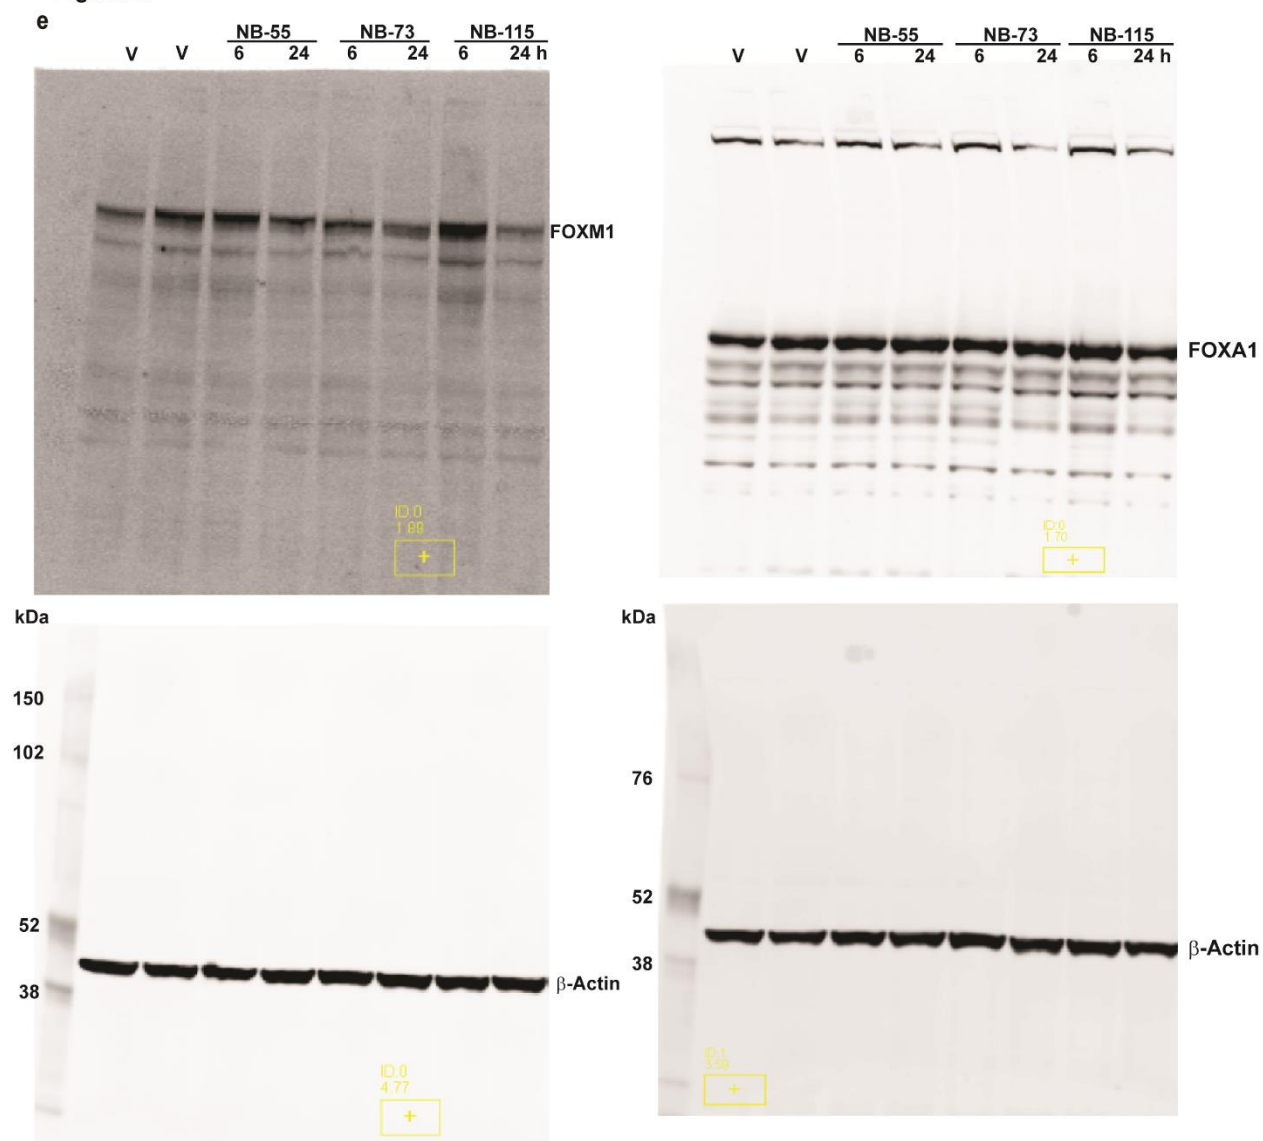

Figure 2f

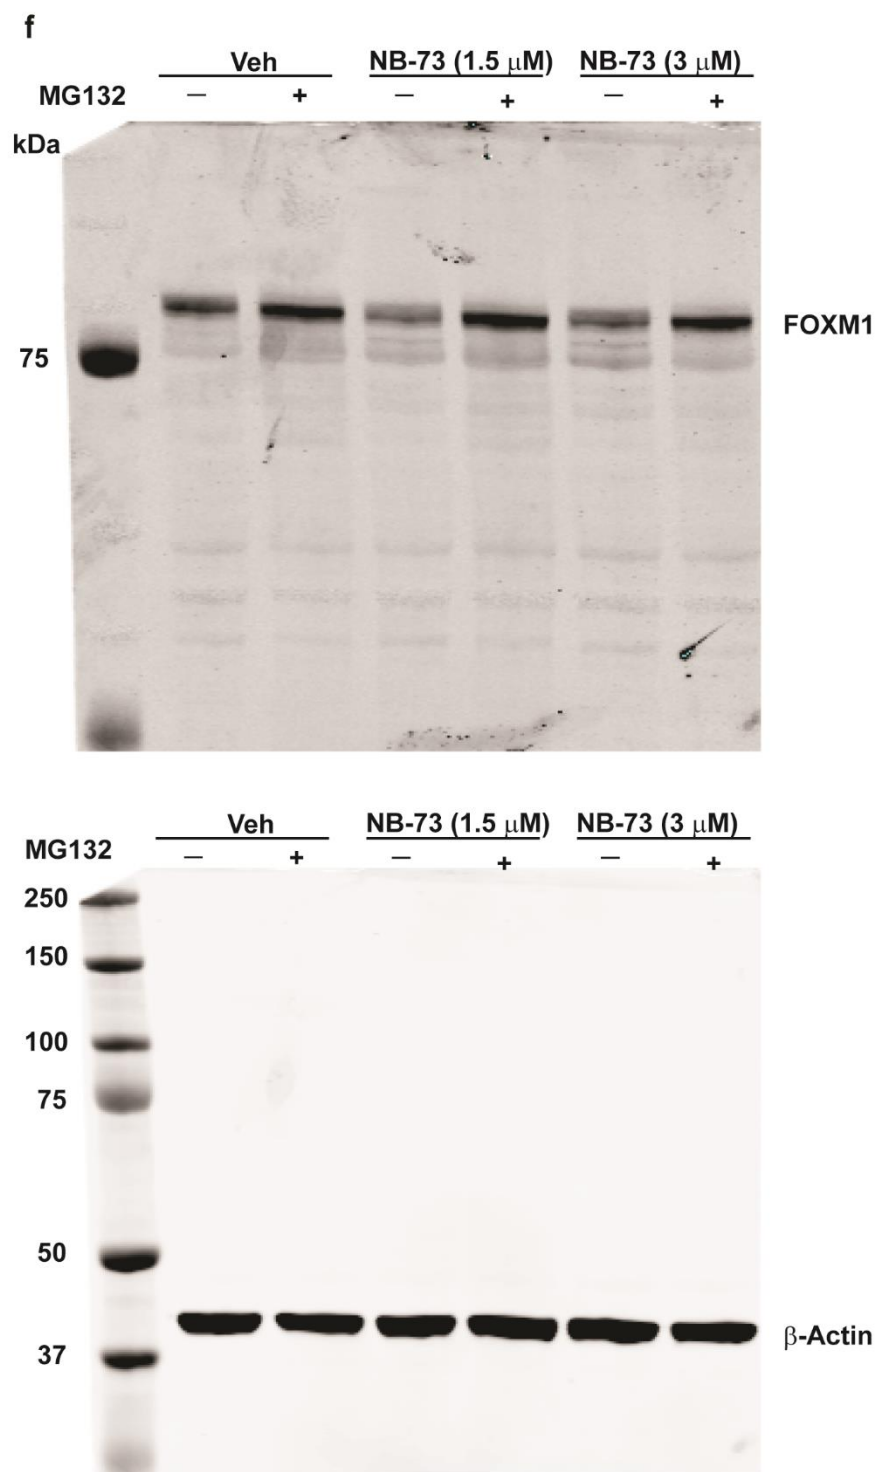

Figure 4e

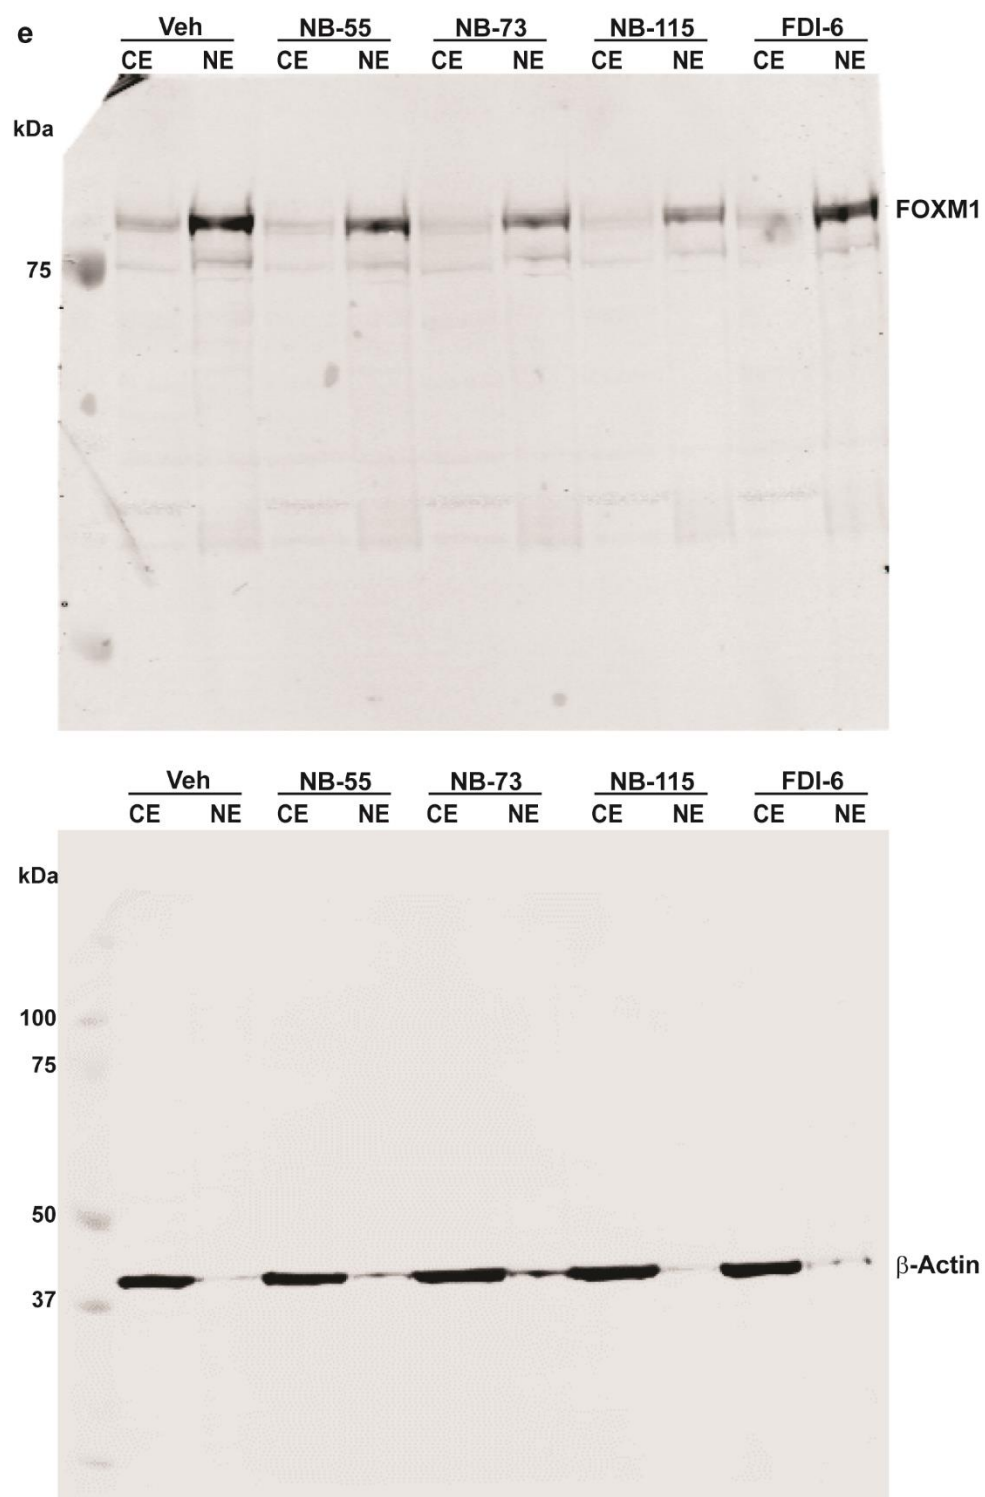

Supplementary Experimental Methods – Chemical Synthesis

Compounds and materials were supplied from the sources indicated: 4-Chloro-4'-hydroxybenzophnone from Combi-block (CA, San Diego). Pyrrolidine, piperidine, azepane, cesium carbonate, 2-adamantanone, 4,4'-dihydroxybenzophenone, TiCl_4 , zinc, and 6-bromohexanol: (Aldrich, Milwaukee WI). DMF, methanol, diethyl ether, dichloromethane, methyl iodide, n-hexane, and ethyl acetate were purchased from Fisher science. All solvents were used without further purification. Yields refer to chromatographically and spectroscopically (^1H NMR) homogeneous materials, unless otherwise stated. Reactions were monitored by thin layer chromatography (TLC) carried out on Merck silica gel 60 F254 precoated plates (0.25 mm) using UV light as the visualizing agent and ceric ammonium molybdate and heat as developing agents. Preparative TLC plates (silica gel GF, 20 x 20 cm, 1000 micron) were purchased from Analtech Co. Ltd. Flash column chromatography was performed on Silica P Flash silica gel (40-64 μm , 60 Å) from SiliCycle. ^1H NMR spectra were recorded at 23 °C on a Varian Unity-400, Varian Inova-500 or Varian Unity-500 spectrometers and are reported in ppm using the residual proton signal as the internal standard (CHCl_3 , $\delta = 7.26$, center line). The following abbreviations were used to explain the multiplicities: s = singlet, d = doublet, dd = doublet of doublets, t = triplet, q = quartet, m = multiplet, hep = heptet, and br = broad. Proton-decoupled ^{13}C NMR spectra were recorded on a Varian Unity-500 (126 MHz) spectrometer and are reported in ppm using solvent as an internal standard (CDCl_3 , $\delta = 77.16$, center line). High and low resolution mass spectra were obtained at the University of Illinois Mass Spectrometry Laboratory (Q-TOF Ultima API, Waters Co. Ltd.).

The compounds used in this study were prepared according to the two synthetic routes shown in the schemes below.

Scheme 1. Preparation for NB-55, 118, and 119 and their quaternary ammonium salts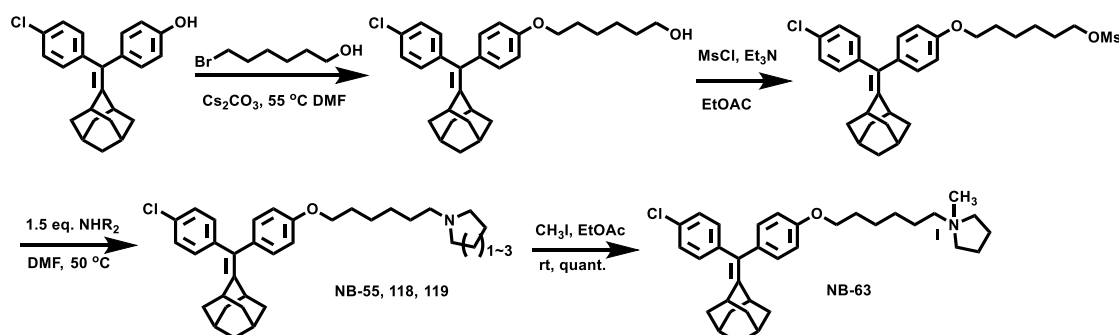**Scheme 2. Preparation for NB-51, 65, 70, and 72 and their quaternary ammonium salts**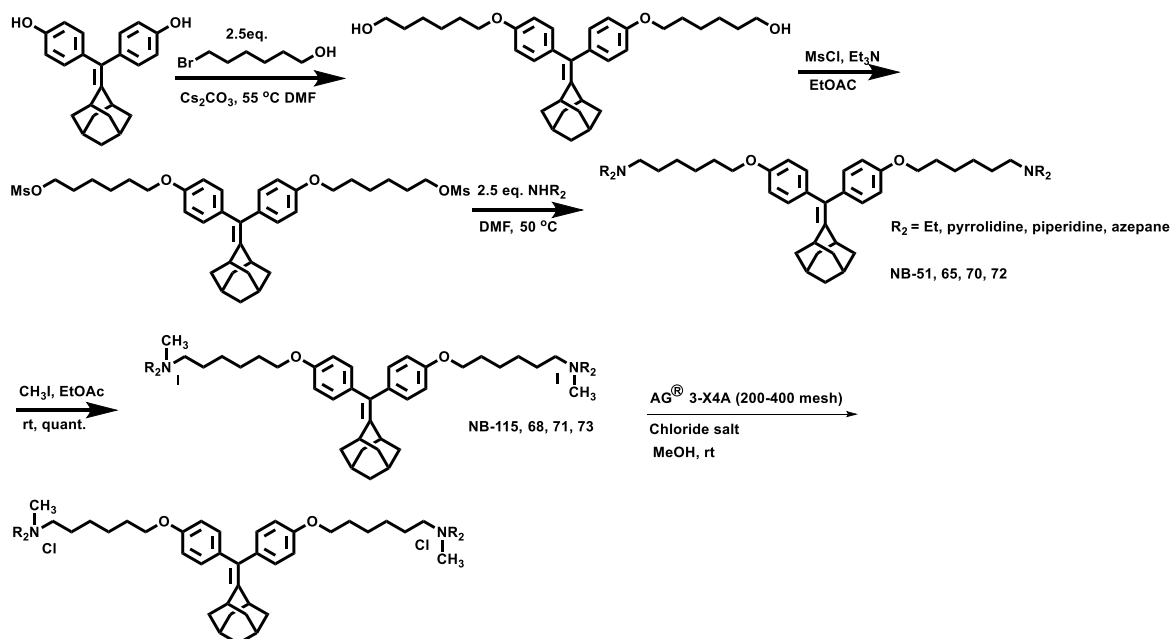**6,6'-((((5*r*,7*r*)-adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexan-1-ol) (1)**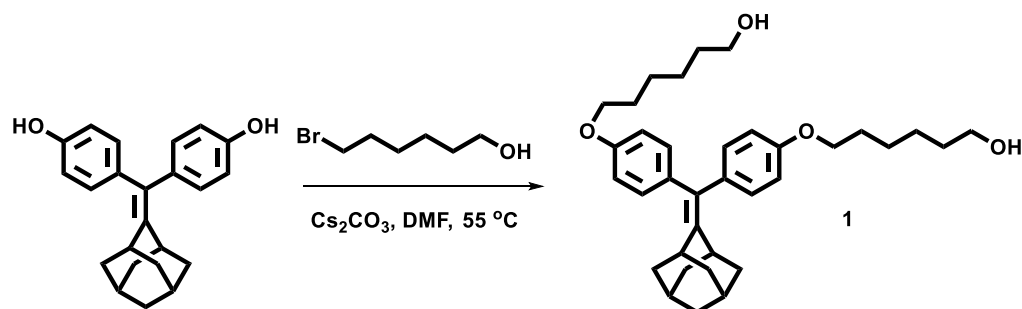

The mixture of 4,4'-(((5*r*,7*r*)-adamantan-2-ylidene)methylene)diphenol (332 mg, 1.00 mmol), 6-bromohexanol (434 mg, 2.40 mmol), and cesium carbonate (652 mg, 2.00 mmol) was dissolved and suspended in dried DMF (5 mL) and was heated up and stirred at 55 °C for 5 hr. Once the starting material (bisphenol) disappeared completely by SiO₂ TLC analysis, the reaction was quenched by adding water (50 mL), followed by extraction with ethyl acetate (20 mL x 3), drying over sodium sulfate, concentration under vacuum to load on silica gel column for purification. Elution with a mixture of ethyl acetate and n-hexane (50:50, v/v) provided a sticky semi-solid product (480 mg, 90%).

¹H NMR (500 MHz, CDCl₃) δ 1.38~1.59 (m, 8H), 1.62 (quintet, *J* = 6.5 Hz, 4H), 1.80 (quintet, *J* = 6.5 Hz, 4H), 1.87 (br s, 10H), 2.01 (s, 2H), 2.81 (s, 2H), 3.67 (t, *J* = 6.5 Hz, 4H), 3.94 (t, *J* = 6.5 Hz, 4H), 6.80 (d, *J* = 8.5 Hz, 4H), 7.03 (d, *J* = 8.5 Hz, 4H). ¹³C NMR (126 MHz, CDCl₃) δ 25.78, 26.19, 28.47, 29.56, 32.94, 34.67, 37.45, 39.85, 63.18, 67.90, 113.99, 129.89, 130.83, 135.92, 145.88, 157.51. HRMS (ESI, M⁺+1) C₃₅H₄₉O₄ Calcd. 533.3631, found 533.3636.

(((5*r*,7*r*)-Adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexane-6,1-diyl))dimethanesulfonate (**2**)

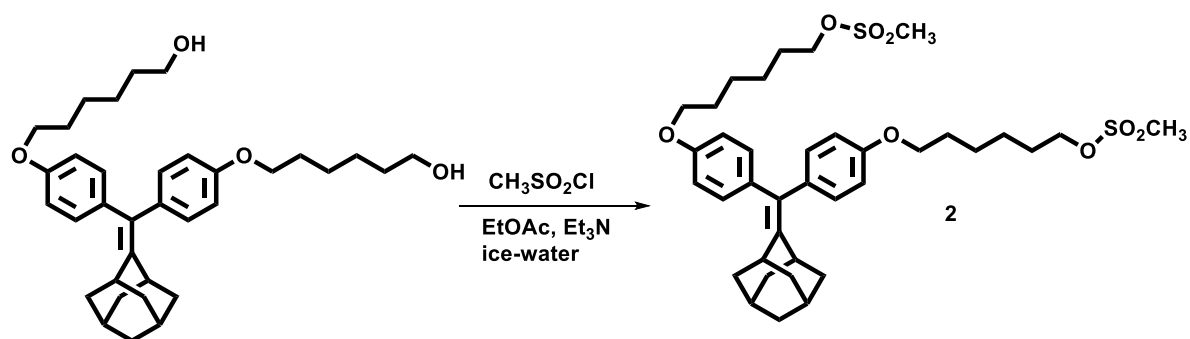

To the mixture of **1** (266 mg, 0.50 mmol) and trimethylamine (303 mg, 0.30 mmol) in ethyl acetate (5 mL) was added dropwise methanesulfonyl chloride (172 mg, 1.50 mmol) at ice-water cooling bath temperature. Once the diol **1** was consumed by SiO₂ TLC analysis, the mixture was

washed by water (5 mL x 3). The ethyl acetate solution was treated with the mixture of NaHCO₃ (1 g) and water (5 mL), and was continuously stirred for 1 hr. The ethyl acetate was separated, dried over sodium sulfate, and concentrated under vacuum to afford the title **2** compound as a colorless sticky liquid form (320 mg, 93%). This product was pure enough to be used without further purification.

¹H NMR (500 MHz, CDCl₃) δ 1.45~1.57 (m, 8H), 1.76~1.83 (m, 8H), 1.87 (br s, 10H), 2.01 (s, 2H), 2.80 (s, 2H), 3.02 (s, 6H), 3.95 (t, *J* = 6.5 Hz, 4H), 4.26 (t, *J* = 6.5 Hz, 4H), 6.80 (d, *J* = 8.5 Hz, 4H), 7.03 (d, *J* = 8.5 Hz, 4H). ¹³C NMR (126 MHz, CDCl₃) δ 25.49, 25.87, 28.47, 29.33, 29.38, 34.67, 37.44, 37.62, 39.85, 67.68, 70.22, 113.98, 130.00, 130.84, 135.97, 145.96, 157.44. HRMS (ESI, M⁺+ Na) C₃₇H₅₂O₈S₂Na Calcd. 711.3001, found 711.3008.

4-((*Z*)-((5*S*,7*S*)-adamantan-2-ylidene)(4-chlorophenyl)methyl)phenol (**3**)

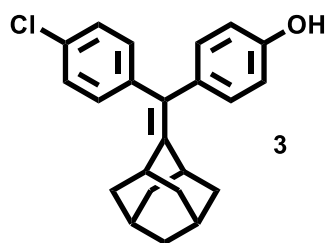

To the suspension of zinc powder (392 mg, 6.00 mmol) in THF (20 mL) was added dropwise TiCl₄ (567 mg, 3.00 mmol) at -78 °C (dry ice-Acetone), and subsequently the reaction mixture was refluxed for 2 hr and then cooled down to room temperature before addition of a mixture of 2-adamantanone (155 mg, 1.03 mmol) and 4-chloro-4'-hydroxybenzophenone (236 mg, 1.00 mmol) in THF (10 mL). The reaction mixture was refluxed again for 3 hr. The reaction mixture was cooled to room temperature, poured into a sat. NaHCO₃ aqueous solution, and stirred until the suspension color changed from black to white. The mixture was extracted with EtOAc (20 mL x 3), washed with brine, and dried over Na₂SO₄. The solvent was evaporated under vacuum,

followed by a column chromatography on SiO₂ using 10% EtOAc/n-Hexane as an eluent to afford title compound (280 mg, 80%).

¹H NMR (500 MHz, CDCl₃) δ 1.80~1.97 (m, 10H), 2.02 (s, 2H), 2.74 (s, 1H), 2.82 (s, 1H), 6.76 (d, *J* = 8.5 Hz, 2H), 6.99 (d, *J* = 8.5 Hz, 2H), 7.06 (d, *J* = 8.5 Hz, 2H), 7.27 (d, *J* = 8.5 Hz, 2H).

¹³C NMR (126 MHz, CDCl₃) δ 28.36, 31.26, 34.65, 34.74, 36.75, 37.32, 39.79, 115.14, 128.35, 129.14, 131.06, 131.15, 131.94, 135.38, 141.91, 147.36, 154.18. HRMS (EI, M⁺) C₂₃H₂₃OCl Calcd. 350.14375, found 350.14366.

6-(4-((*Z*)-((5*S*,7*S*)-adamantan-2-ylidene)(4-chlorophenyl)methyl)phenoxy)hexan-1-ol (**4**)

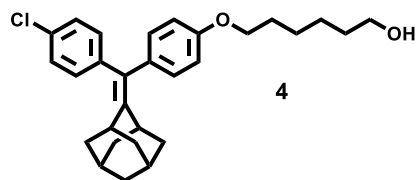

The title compound (**4**) was prepared from the reaction of the compound **3** (175 mg, 0.50 mmol) with 6-bromohexanol (271 mg, 1.50 mmol), and cesium carbonate (326 mg, 1.00 mmol) in 93% yield, following the same procedure described for the preparation of the compound **1** (Bisphenoxyhexanol).

¹H NMR (500 MHz, CDCl₃) δ 1.40~1.55 (m, 4H), 1.62 (quintet, *J* = 7.0 Hz, 2H), 1.80 (quintet, *J* = 7.0 Hz, 2H), 1.85~1.92 (m, 10H), 2.02 (s, 2H), 2.74 (s, 1H), 2.82 (s, 1H), 3.68 (t, *J* = 7.0 Hz, 2H), 3.95 (t, *J* = 7.0 Hz, 2H), 6.81 (d, *J* = 8.5 Hz, 2H), 7.02 (d, *J* = 8.5 Hz, 2H), 7.06 (d, *J* = 8.5 Hz, 2H), 7.24 (d, *J* = 8.5 Hz, 2H). ¹³C NMR (126 MHz, CDCl₃) δ 25.78, 26.18, 28.36, 29.54, 32.94, 34.65, 37.33, 39.80, 55.13, 63.18, 67.94, 114.15, 128.32, 129.26, 130.84, 131.16, 131.89, 135.06, 141.98, 147.21, 157.74. HRMS (EI, M⁺+1) C₂₉H₃₆OCl Calcd. 451.2404, found 451.2399.

6-(4-((*Z*)-((5*S*,7*S*)-adamantan-2-ylidene)(4-chlorophenyl)methyl)phenoxy)hexyl
methanesulfonate (**5**)

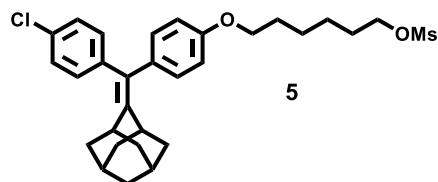

The title compound (**5**) was prepared from the reaction of the compound **4** (135 mg, 0.30 mmol) with methanesulfonyl chloride (51 mg, 0.45 mmol), and triethylamine (101 mg, 1.00 mmol) in 98% yield, following the same procedure described for the preparation of the compound **2**.

^1H NMR (500 MHz, CDCl_3) δ 1.48~1.58 (m, 4H), 1.83 (quintet, $J = 7.0$ Hz, 4H), 1.84~1.91 (m, 10H), 2.02 (s, 2H), 2.74 (s, 1H), 2.82 (s, 1H), 3.02 (s, 3H), 3.95 (t, $J = 6.5$ Hz, 2H), 4.26 (t, $J = 6.5$ Hz, 2H), 6.81 (d, $J = 8.5$ Hz, 2H), 7.02 (d, $J = 8.5$ Hz, 2H), 7.06 (d, $J = 8.5$ Hz, 2H), 7.24 (d, $J = 8.5$ Hz, 2H). ^{13}C NMR (126 MHz, CDCl_3) δ 25.49, 25.87, 28.36, 29.33, 29.37, 34.66, 37.74, 37.32, 37.62, 39.80, 67.72, 70.22, 114.13, 128.33, 129.22, 130.86, 131.16, 131.90, 135.13, 141.97, 147.25, 157.66. HRMS (ESI, M^++1) $\text{C}_{30}\text{H}_{38}\text{O}_4\text{SCI}$ Calcd. 529.2179, found 529.2183.

1-(6-(4-((*Z*)-((5*S*,7*S*)-adamantan-2-ylidene)(4-chlorophenyl)methyl)phenoxy)hexyl)pyrrolidine
(**NB-55**)

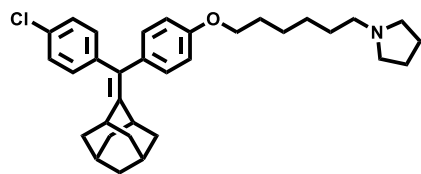

The mixture of the compound **5** (53 mg, 0.10 mmol) and pyrrolidine (28 mg, 0.40 mmol) in DMF (100 μL) was stirred at 55 $^\circ\text{C}$ for 3 hr. The solvent was evaporated under a gentle stream of nitrogen. To this was added NaHCO_3 (40 mg) and deionized water (1 mL), and product was

extracted with EtOAc (400 μ L x 3). The extract was washed with brine, water, and dried over Na_2SO_4 to provide **NB-55** (48 mg) as a sticky liquid.

^1H NMR (500 MHz, CDCl_3) δ 1.41 (quintet, $J = 7.0$ Hz, 2H), 1.48 (quintet, $J = 7.0$ Hz, 2H), 1.56 (quintet, $J = 7.0$ Hz, 2H), 1.76~1.81 (m, 6H), 1.82~1.92 (m, 10H), 2.01 (s, 2H), 2.44 (t, $J = 6.5$ Hz, 2H), 2.46~2.51 (m, 4H), 2.74 (s, 1H), 2.82 (s, 1H), 3.93 (t, $J = 6.5$ Hz, 2H), 6.81 (d, $J = 8.5$ Hz, 2H), 7.02 (d, $J = 8.5$ Hz, 2H), 7.06 (d, $J = 8.5$ Hz, 2H), 7.24 (d, $J = 8.5$ Hz, 2H). ^{13}C NMR (126 MHz, CDCl_3) δ 23.62, 26.34, 27.76, 28.36, 29.27, 29.54, 34.64, 34.73, 37.32, 39.80, 54.48, 56.86, 68.01, 114.15, 128.32, 129.27, 130.83, 131.17, 131.87, 135.00, 141.99, 147.18, 157.76. HRMS (ESI, $\text{M}^+ + 1$) $\text{C}_{33}\text{H}_{43}\text{ONCl}$ Calcd. 504.3033, found 504.3033.

1-(6-(4-((Z)-((5S,7S)-adamantan-2-ylidene)(4-chlorophenyl)methyl)phenoxy)hexyl)-1-methyl-1 λ^4 -pyrrolidine (**NB-63**)

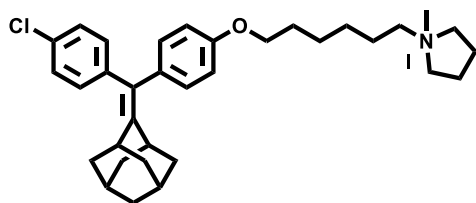

The solution of **NB-55** (60 mg, 0.12 mmol) and methyl iodide (200 μ L) in ethyl acetate (500 μ L) was heated at 50 $^\circ\text{C}$ for 1 hr to generate a precipitate. The evaporation of solvent afforded **NB-63** quantitatively. This is pure enough to use without further purification.

^1H NMR (500 MHz, $\text{CDCl}_3 + \text{CD}_3\text{OD}$) δ 1.45~1.63 (m, 4H), 1.77~1.93 (m, 14H), 2.02 (s, 2H), 2.23~2.40 (br s, 4H), 2.73 (s, 1H), 2.80 (s, 1H), 3.28 (s, 3H), 3.69 (t, $J = 7.0$ Hz, 2H), 3.82 (br s, 4H), 3.95 (t, $J = 7.0$ Hz, 2H), 6.82 (d, $J = 8.5$ Hz, 2H), 7.02 (d, $J = 8.5$ Hz, 2H), 7.07 (d, $J = 8.5$ Hz, 2H), 7.25 (d, $J = 8.5$ Hz, 2H). ^{13}C NMR (126 MHz, $\text{CDCl}_3 + \text{CD}_3\text{OD}$) δ 21.97, 23.66, 24.31, 26.02, 26.28, 28.35, 29.24, 34.65, 37.13, 39.80, 53.95, 64.56, 65.06, 67.61.

HRMS (ESI, M^+) $C_{34}H_{45}ONCl$ Calcd. 518.3190, found 518.3181.

1-(6-(4-((Z)-((5S,7S)-Adamantan-2-ylidene)(4-chlorophenyl)methyl)phenoxy)hexyl)piperidine
(**NB-118**)

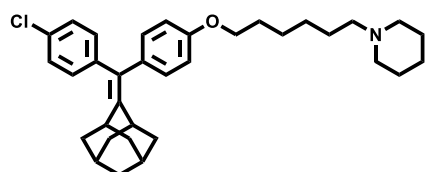

NB-118 (44 mg, sticky liquid) was obtained from the reaction of the compound **5** (50 mg, 0.095 mmol) and piperidine (45 mg, 0.53 mmol) in 89% yield, as described for the preparation of **NB-55**.

^1H NMR (500 MHz, $CDCl_3$) δ 1.31 (quintet, $J = 7.0$ Hz, 2H), 1.36 (quintet, $J = 7.0$ Hz, 2H), 1.40~1.56 (m, 4H), 1.56~1.63 (m, 4H), 1.78 (quintet, $J = 7.0$ Hz, 2H), 1.83~1.91 (m, 10H), 2.01 (s, 2H), 2.29 (t, $J = 6.5$ Hz, 2H), 2.32~2.44 (m, 4H), 2.74 (s, 1H), 2.82 (s, 1H), 3.92 (t, $J = 6.5$ Hz, 2H), 6.81 (d, $J = 8.5$ Hz, 2H), 7.01 (d, $J = 8.5$ Hz, 2H), 7.06 (d, $J = 8.5$ Hz, 2H), 7.24 (d, $J = 8.5$ Hz, 2H). ^{13}C NMR (126 MHz, $CDCl_3$) δ 24.76, 26.33, 27.78, 28.03, 28.36, 29.26, 34.64, 37.33, 39.80, 54.92, 68.01, 114.15, 128.32, 129.28, 130.82, 131.16, 131.16, 131.88, 135.00, 141.99, 147.18, 157.78. HRMS (ESI, $M^+ + 1$) $C_{34}H_{45}ONCl$ Calcd. 518.3190, found 518.3192.

1-(6-(4-((Z)-((5S,7S)-adamantan-2-ylidene)(4-chlorophenyl)methyl)phenoxy)hexyl)azepane
(**NB-119**)

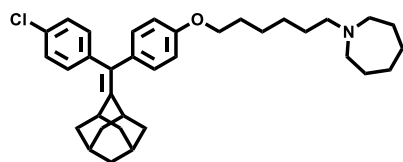

NB-118 (44 mg, sticky liquid) was obtained from the reaction of the compound **5** (50 mg, 0.095 mmol) and azepane (40 mg, 0.40 mmol) in 87% yield, as described for the preparation of **NB-55**.

^1H NMR (500 MHz, CDCl_3) δ 1.31 (quintet, $J = 7.0$ Hz, 2H), 1.35 (quintet, $J = 7.0$ Hz, 2H), 1.44~1.55 (m, 4H), 1.56~1.76 (m, 6H), 1.77 (quintet, $J = 7.0$ Hz, 2H), 1.83~1.91 (m, 10H), 2.00 (s, 2H), 2.44 (t, $J = 6.5$ Hz, 2H), 2.62 (t, $J = 6.0$ Hz, 4H), 2.73 (s, 1H), 2.81 (s, 1H), 3.93 (t, $J = 6.5$ Hz, 2H), 6.80 (d, $J = 8.5$ Hz, 2H), 7.00 (d, $J = 8.5$ Hz, 2H), 7.05 (d, $J = 8.5$ Hz, 2H), 7.23 (d, $J = 8.5$ Hz, 2H). ^{13}C NMR (126 MHz, CDCl_3) δ 26.33, 27.26, 27.65, 27.75, 28.18, 28.37, 29.56, 34.64, 34.74, 37.33, 55.84, 58.51, 68.01, 114.14, 128.30, 129.27, 130.81, 131.15, 131.87, 134.98, 141.98, 147.16, 157.77. HRMS (ESI, $\text{M}^+ + 1$) $\text{C}_{35}\text{H}_{47}\text{ONCl}$ Calcd. 532.3346, found 532.3347.

*1,1'-((((((5*r*,7*r*)-adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexane-6,1-diyl))dipyrrolidine (**NB-65**)*

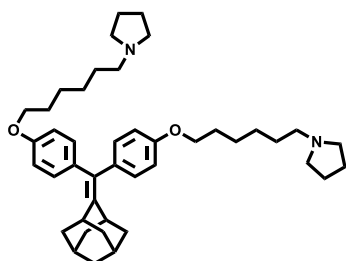

The mixture of the compound **2** (68 mg, 0.10 mmol) and pyrrolidine (57 mg, 0.80 mmol) in DMF (200 μL) was stirred at 55 $^\circ\text{C}$ for 3 hr. The solvent was evaporated under a gentle stream of nitrogen. To this was added NaHCO_3 (80 mg) and deionized water (1 mL), and product was extracted with EtOAc (400 μL x 3). The extract was washed with brine, water, and dried over Na_2SO_4 to provide **NB-65** (51 mg) as a sticky liquid.

^1H NMR (500 MHz, CDCl_3) δ 1.40 (quintet, $J = 7.0$ Hz, 4H), 1.49 (quintet, $J = 7.0$ Hz, 4H), 1.56 (quintet, $J = 7.0$ Hz, 4H), 1.74~1.82 (m, 12H), 1.82~1.92 (m, 10H), 2.01 (s, 2H), 2.43 (t, $J = 7.0$ Hz, 4H), 2.47~2.55 (m, 8H), 2.81 (s, 2H), 3.93 (t, $J = 6.0$ Hz, 4H), 6.80 (d, $J = 8.5$ Hz, 4H), 7.03 (d, $J = 8.5$ Hz, 4H). ^{13}C NMR (126 MHz, CDCl_3) δ 23.66, 26.37, 27.79, 28.50, 29.35, 29.58, 34.68, 37.48, 39.87, 54.54, 56.90, 68.01, 114.01, 129.95, 130.82, 135.89, 145.83, 157.56. HRMS (ESI, $\text{M}^+ + 1$) $\text{C}_{43}\text{H}_{63}\text{O}_2\text{N}_2$ Calcd. 639.4890, found 639.4909.

1,1'-((((((5*r*,7*r*)-adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexane-6,1-diyl))bis(1-methyl-1*λ*⁴-pyrrolidine) (**NB-68**)

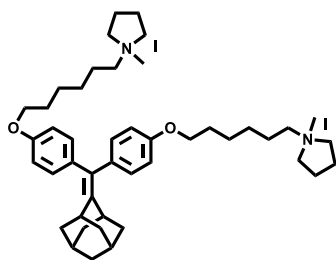

The mixture of **NB-65** (32 mg, 0.05 mmol) and methyl iodide (100 μL) in ethyl acetate (500 μL) was heated up at 50 $^\circ\text{C}$ for 1 hr to form a precipitate. The evaporation of solvent afforded **NB-68** (45 mg) quantitatively in a form that was pure enough to use without further purification.

^1H NMR (500 MHz, $\text{CDCl}_3 + \text{CD}_3\text{OD}$) δ 1.38 (quintet, $J = 7.5$ Hz, 4H), 1.47 (quintet, $J = 7.5$ Hz, 4H), 1.59~1.82 (m, 18H), 1.89 (s, 2H), 2.07~2.25 (m, 8H), 2.66 (s, 2H), 3.03 (s, 6H), 3.38 (t, $J = 7.5$ Hz, 4H), 3.54 n(s, 8H), 3.86 (t, t, $J = 7.5$ Hz, 4H), 6.69 (d, $J = 8.5$ Hz, 4H), 6.91 (d, $J = 8.5$ Hz, 4H). ^{13}C NMR (126 MHz, $\text{CDCl}_3 + \text{CD}_3\text{OD}$) δ 14.15, 21.77, 24.02, 25.76, 26.09, 28.31, 29.00, 34.52, 37.25, 39.67, 64.85, 67.55, 113.98, 129.58, 130.64, 135.99, 146.02, 157.17. HRMS (ESI, M^{2+}) $\text{C}_{45}\text{H}_{66}\text{O}_2\text{N}_2$ Calcd. 334.2640, found 334.2643.

1,1'-((((((5*r*,7*r*)-Adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexane-6,1-diyl))dipiperidine (**NB-70**)

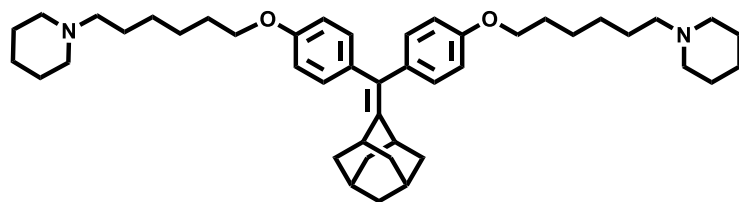

NB-70 (36 mg, sticky liquid) was obtained from the reaction of the compound **2** (50 mg, 0.058 mmol) and piperidine (45 mg, 0.53 mmol) in 92% yield, as described for the preparation of **NB-65**.

¹H NMR (500 MHz, CDCl₃) δ 1.36 (quintet, *J* = 7.0 Hz, 4H), 1.40~1.58 (m, 12H), 1.59 (quintet, *J* = 7.0 Hz, 8H), 1.78 (quintet, *J* = 7.0 Hz, 4H), 1.82~1.92 (m, 10H), 2.00 (s, 2H), 2.30 (t, *J* = 7.0 Hz, 4H), 2.32~2.44 (br s, 8H), 2.81 (s, 2H), 3.93 (t, *J* = 6.5 Hz, 4H), 6.80 (d, *J* = 8.5 Hz, 4H), 7.03 (d, *J* = 8.5 Hz, 4H). ¹³C NMR (126 MHz, CDCl₃) δ 24.77, 26.28, 26.36, 27.18, 27.81, 28.49, 29.56, 34.66, 37.46, 39.86, 54.94, 59.85, 67.96, 113.99, 129.94, 130.81, 135.87, 145.81, 157.54. HRMS (ESI, M⁺+1) C₄₅H₆₇O₂N₂ Calcd. 667.5203, found 667.5210.

1,1'-((((((5*r*,7*r*)-Adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexane-6,1-diyl))bis(1-methyl-1*λ*⁴-piperidine) diiodide (**NB-71**)

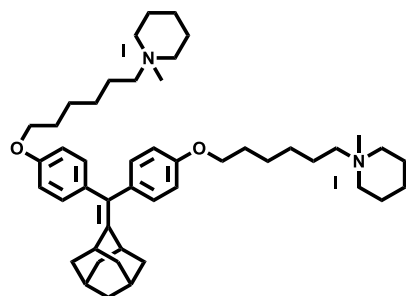

NB-71 (70 mg) was prepared from the reaction of the **NB-70** (40 mg, 0.075 mmol) and methyl iodide (200 μ L) in quantitative yield by following the procedure as described for the preparation of **NB-68**.

^1H NMR (500 MHz, $\text{CDCl}_3 + \text{CD}_3\text{OD}$) δ 1.43 (quintet, $J = 7.5$ Hz, 4H), 1.52 (quintet, $J = 7.5$ Hz, 4H), 1.63–1.92 (m, 30H), 1.94 (s, 2H), 2.71 (s, 2H), 3.13 (s, 6H), 3.43–3.54 (m, 12H), 3.91 (t, $J = 7.5$ Hz, 4H), 6.75 (d, $J = 8.5$ Hz, 4H), 6.96 (d, $J = 8.5$ Hz, 4H). ^{13}C NMR (126 MHz, $\text{CDCl}_3 + \text{CD}_3\text{OD}$) δ 20.29, 20.87, 22.10, 25.84, 26.11, 28.36, 29.08, 34.57, 37.33, 39.74, 48.50, 61.47, 63.89, 67.61, 114.06, 129.60, 130.70, 136.02, 146.08, 157.23. HRMS (ESI, M^{2+}) $\text{C}_{47}\text{H}_{70}\text{O}_2\text{N}_2$ Calcd. 348.2797, found 348.2798.

1,1'-((((((5*r*,7*r*)-Adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexane-6,1-diyl))bis(azepane) (**NB-72**)

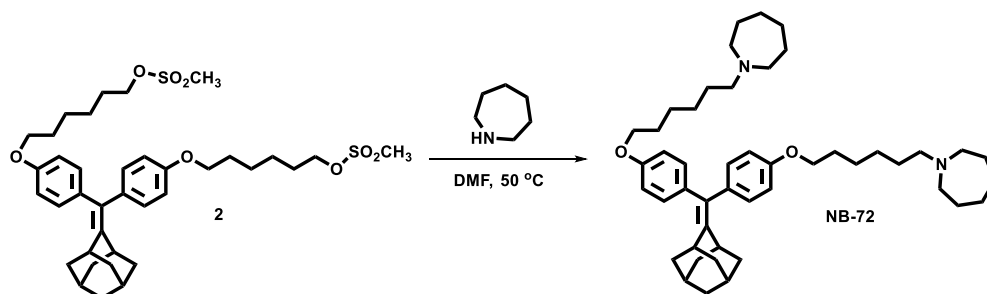

NB-72 (37 mg, sticky liquid) was obtained from the reaction of the compound **2** (50 mg, 0.058 mmol) and azepane (55 mg, 0.55 mmol) in 91% yield, following the procedure as described for the preparation of **NB-65**.

^1H NMR (500 MHz, CDCl_3) δ 1.35 (quintet, $J = 7.5$ Hz, 4H), 1.49 (quintet, $J = 7.5$ Hz, 4H), 1.51 (quintet, $J = 7.5$ Hz, 4H), 1.61 (br s, 8H), 1.65 (br s, 8H), 1.77 (quintet, $J = 7.5$ Hz, 4H), 1.86 (br s, 10H), 2.01 (s, 2H), 2.47 (t, $J = 7.5$ Hz, 4H), 2.63 (t, $J = 6.0$ Hz, 8H), 2.81 (s, 2H), 3.93 t, $J =$

6.0 Hz, 4H), 6.80 (d, $J = 8.5$ Hz, 4H), 7.03 (d, $J = 8.5$ Hz, 4H). ^{13}C NMR (126 MHz, CDCl_3) δ 26.35, 27.26, 27.66, 27.76, 28.21, 28.48, 29.59, 34.66, 37.46, 39.86, 55.85, 58.53, 67.99, 113.98, 125.22, 130.82, 135.87, 145.82, 157.55. HRMS (ESI, $\text{M}^+ + 1$) $\text{C}_{47}\text{H}_{71}\text{O}_2\text{N}_2$ Calcd. 695.5516, found 695.5529.

1,1'-((((((5*r*,7*r*)-adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexane-6,1-diyl))bis(1-methyl-1 λ^4 -azepane) diiodide (**NB-73**)

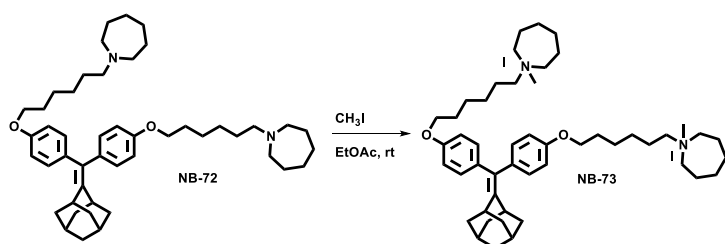

NB-73 (47 mg) was prepared from the reaction of the **NB-72** (35 mg, 0.05 mmol) and methyl iodide (100 μL) quantitatively by following the procedure described for the preparation of **NB-68**.

^1H NMR (500 MHz, $\text{CDCl}_3 + \text{CD}_3\text{OD}$) δ 1.43 (quintet, $J = 7.5$ Hz, 4H), 1.55 (quintet, $J = 7.5$ Hz, 4H), 1.71 (br s, 8H), 1.73~1.92 (m, 26H), 1.95 (s, 2H), 2.73 (s, 2H), 3.07 (s, 6H), 3.27~3.50 (m, 12H), 3.94 (t, $J = 7.5$ Hz, 4H), 6.76 (d, $J = 8.5$ Hz, 4H), 6.98 (d, $J = 8.5$ Hz, 4H). ^{13}C NMR (126 MHz, $\text{CDCl}_3 + \text{CD}_3\text{OD}$) δ 21.84, 22.69, 25.83, 26.20, 27.74, 28.40, 29.12, 34.58, 37.26, 39.65, 50.45, 64.76, 65.44, 67.58, 113.94, 129.88, 130.62, 135.94, 145.87, 157.36. HRMS (ESI, M^{2+}) $\text{C}_{49}\text{H}_{76}\text{O}_2\text{N}_2$ Calcd. 363.3032, found 363.2957.

6,6'-((((((5*r*,7*r*)-adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(*N,N*-diethylhexan-1-amine) (**NB-51**)

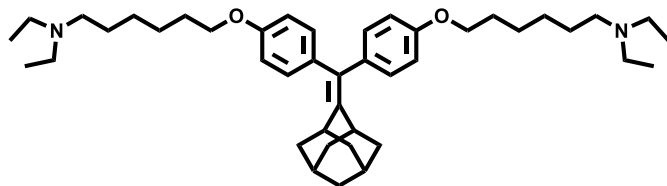

NB-51 (33 mg) was obtained from the reaction of the compound **2** (50 mg, 0.058 mmol) and diethyl amine (50 mg, 0.68 mmol) in 89% yield, following the procedure described for the preparation of **NB-65**.

^1H NMR (500 MHz, CDCl_3) δ 1.03 (t, $J = 7.0$ Hz, 12H), 1.37 (quintet, $J = 7.0$ Hz, 4H), 1.42~1.52 (m, 8H), 1.79 (quintet, $J = 7.0$ Hz, 4H), 1.82~1.92 (m, 10H), 2.00 (br s, 2H), 2.43 (t, $J = 7.5$ Hz, 4H), 2.53 (q, $J = 7.0$ Hz, 8H), 2.81 (br s, 2H), 3.93 (t, $J = 6.0$ Hz, 2H), 6.80 (d, $J = 8.5$ Hz, 4H), 7.02 (d, $J = 8.5$ Hz, 4H). ^{13}C NMR (126 MHz, CDCl_3) δ 11.91, 26.36, 27.18, 27.75, 28.48, 29.60, 34.66, 37.46, 39.85, 47.13, 53.12, 67.97, 113.98, 129.93, 130.81, 135.87, 145.82, 157.54.

HRMS (ESI, M^+) $\text{C}_{43}\text{H}_{67}\text{O}_2\text{N}_2$ Calcd. 643.5203, found 643.5225.

*((((((5*r*,7*r*)-Adamantan-2-ylidene)methylene)bis(4,1-phenylene))bis(oxy))bis(hexane-6,1-diyl))bis(diethyl(methyl)- Λ^4 -azane) diiodide (**NB-115**)*

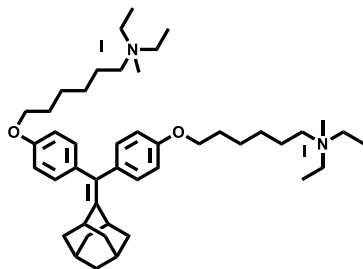

NB-115 (45 mg) was prepared from the reaction of the **NB-51** (32 mg, 0.05 mmol) and methyl iodide (100 μL) quantitatively by following the procedure described for the preparation of **NB-68**.

^1H NMR (500 MHz, CDCl_3) δ 1.32 (t, $J = 7.0$ Hz, 12H), 1.45 (quintet, $J = 7.0$ Hz, 4H), 1.53 (quintet, $J = 7.0$ Hz, 4H), 1.64~1.76 (m, 8H), 1.76~1.85 (m, 10H), 1.96 (br s, 2H), 2.73 (br s, 2H), 3.08 (s, 6H), 3.33 (t, $J = 7.0$ Hz, 4H), 3.42 (q, $J = 7.0$ Hz, 8H), 3.93 (t, $J = 6.0$ Hz, 2H),

6.74 (d, $J = 8.5$ Hz, 4H), 6.99 (d, $J = 8.5$ Hz, 4H). ^{13}C NMR (126 MHz, CDCl_3) δ 8.49, 22.51, 25.86, 26.16, 28.37, 29.11, 34.58, 37.34, 39.76, 57.03, 61.00, 67.59, 114.06, 129.63, 130.73, 136.03, 146.09, 157.26. HRMS (ESI, M^{2+}) $\text{C}_{45}\text{H}_{72}\text{O}_2\text{N}_2$ Calcd. 336.2804, found 336.2797.

6-(4-((*E*)-((5*R*,7*R*)-Adamantan-2-ylidene)(4-((6-azidohexyl)oxy)phenyl)methyl)phenoxy)hexyl methanesulfonate (**6**)

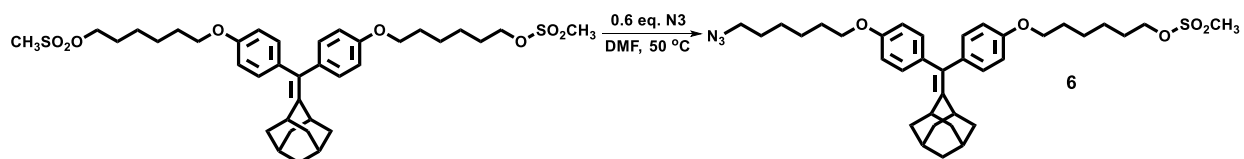

The mixture of the compound **2** (34 mg, 0.05 mmol) and NaN_3 (2.0 mg, 0.03 mmol) in DMF (100 μL) was stirred for 1 hr at 50 $^\circ\text{C}$. The solvent was removed under a gentle stream of nitrogen, followed by dissolution of the residue into EtOAc (200 μL) to load a SiO_2 Preparative TLC (20 x 20 cm) that was developed with 10% EtOAc/n-Hexane and from which the title compound **6** (20 mg) (film type solid) was obtained.

^1H NMR (500 MHz, CDCl_3) δ 1.42-1.57 (m, 8H), 1.65 (quintet, $J = 7.5$ Hz, 2H), 1.76-1.92 (m, 14H), 2.01 (br s, 2H), 2.81 (br s, 2H), 3.01 (s, 3H), 3.30 (t, $J = 7.0$ Hz, 2H), 3.95 (t, $J = 6.0$ Hz, 4H), 4.26 (t, $J = 7.0$ Hz, 2H), 6.79 (d, $J = 8.5$ Hz, 2H), 6.80 (d, $J = 8.5$ Hz, 2H), 7.03 (d, $J = 8.5$ Hz, 4H). ^{13}C NMR (126 MHz, CDCl_3) δ 25.49, 25.87, 25.99, 26.77, 28.47, 29.06, 29.33, 29.38, 29.46, 34.67, 37.44, 37.62, 39.85, 51.65, 67.69, 67.78, 70.23, 113.98, 129.85, 130.84, 135.94, 135.99, 145.94, 157.44, 157.48. HRMS (ESI, $\text{M}^+ + 1$) $\text{C}_{36}\text{H}_{50}\text{O}_5\text{N}_3\text{S}$ Calcd. 636.3471, found 636.3451.

1-(6-(4-((*Z*)-((5*r*,7*r*)-adamantan-2-ylidene)(4-((6-azidoheptyl)oxy)phenyl)methyl)phenoxy)heptyl)azepane (**N₃-NB-72**)

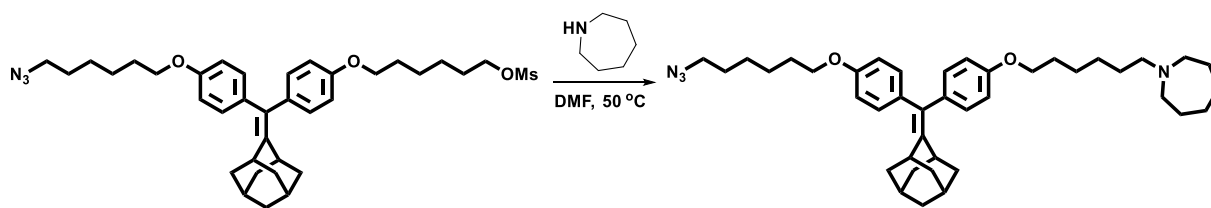

N₃-NB-72 (12 mg) was obtained from the reaction of the compound **6** (15 mg, 0.024 mmol) and azepane (20 mg, 0.02 mmol) following the procedure described for the preparation of **NB-65**.

¹H NMR (500 MHz, CDCl₃) δ 1.37 (quintet, *J* = 7.0 Hz, 2H), 1.44-1.57 (m, 8H), 1.59~1.70 (m, 10H), 1.76~1.84 (m, 4H), 1.84~1.93 (m, 10H), 2.02 (br s, 2H), 2.49 (t, *J* = 7.5 Hz, 2H), 2.64 (t, *J* = 6.0 Hz, 4H), 2.82 (br s, 2H), 3.31 (t, *J* = 7.0 Hz, 2H), 3.95 (q, *J* = 6.0 Hz, 4H), 6.81 (d, *J* = 8.5 Hz, 4H), 7.03 (d, *J* = 8.5 Hz, 2H), 7.04 (d, *J* = 8.5 Hz, 2H). ¹³C NMR (126 MHz, CDCl₃) δ 25.99, 26.33, 27.26, 27.65, 27.67, 28.08, 28.48, 29.06, 29.46, 29.59, 34.67, 37.46, 39.86, 51.65, 55.82, 58.50, 67.77, 67.99, 113.98, 113.99, 129.90, 130.81, 130.84, 135.85, 135.97, 145.87, 157.46, 157.56. HRMS (ESI, M⁺ + 1) C₄₁H₅₉O₂N₄ Calcd. 639.4638, found 639.4639.

6-(4-((*E*)-((5*r*,7*r*)-adamantan-2-ylidene)(4-((6-(azepan-1-yl)hexyl)oxy)phenyl)methyl)phenoxy)hexan-1-amine (**NH₂-NB-72**)

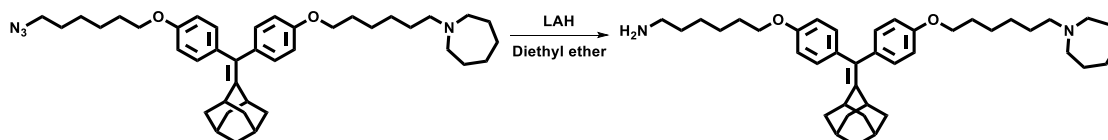

LAH (lithium aluminum hydride, 8 mg, 0.21 mmol) was added to the solution **N₃-NB-72** (10 mg, 0.016 mmol) in diethyl ether (500 μL), and the reaction was left in an inert atmosphere environment for 1 hr at rt. To this was added 10% NaOH aqueous solvent, and product was extracted with dichloromethane (200 μL x 4), washed with a deionized water, and dried over Na₂SO₄. Evaporation of solvent afforded **NH₂-NB-72** (5 mg) as a film type solid that was used without further purification.

^1H NMR (500 MHz, CDCl_3) δ 1.30~1.43 (m, 4H), 1.45~1.58 (m, 8H), 1.59~1.69 (m, 8H), 1.76~1.84 (m, 4H), 1.84~1.94 (m, 10H), 2.02 (br s, 2H), 2.48 (t, $J = 7.5$ Hz, 2H), 2.64 (t, $J = 6.0$ Hz, 4H), 2.71 (t, $J = 7.5$ Hz, 2H), 2.82 (br s, 2H), 3.95 (q, $J = 6.0$ Hz, 4H), 6.80 (d, $J = 8.5$ Hz, 4H), 7.04 (d, $J = 8.5$ Hz, 4H). ESI (m/z , $(M+2H)^{2+}$) 307.6.

5-((6-(4-((*E*)-((5*r*,7*r*)-adamantan-2-ylidene)(4-((6-(azepan-1-yl)hexyl)oxy)phenyl)methyl)phenoxy)hexyl)carbamoyl)-2-(6-hydroxy-3-oxo-3*H*-xanthen-9-yl)benzoic acid (**Fluorescein-NB-72**)

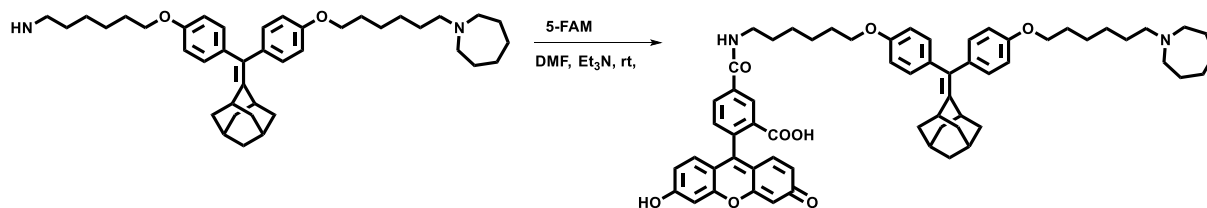

To the mixture of **NH₂-NB-72** (3 mg, 4.90 μmol) and 5-FAM (3.4 mg, 7.40 μmol) in DMF (100 μL) was added (11 mg, 0.11 mmol) at rt and reacted for 1 hr at rt. After the solvent was evaporated using a nitrogen stream, the title compound (**Fluorescein-NB-72**, 1.4 mg) was separated on SiO_2 PLC using 10% MeOH/DCM (v/v). ESI (m/z) 971.9 ($M^+ + 1$), 487.6 (M/Z^{2+2H})

1-(6-(4-((*Z*)-((5*r*,7*r*)-adamantan-2-ylidene)(4-((6-azidohexyl)oxy)phenyl)methyl)phenoxy)hexyl)-1-methyl-1 λ^4 -azepane (**N₃-NB-73**)

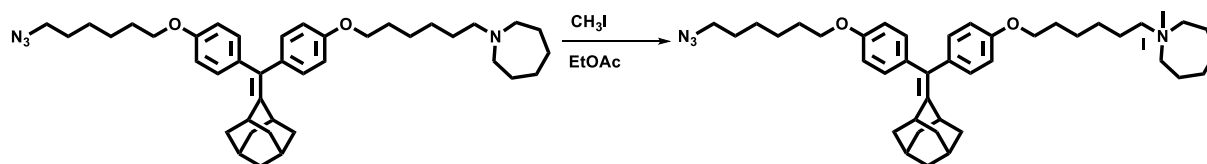

N₃-NB-73 (3.7 mg) was obtained from the reaction of the **N₃-NB-72** (3 mg, 4.89 μ mol) and methyl iodide (100 μ L) in ethyl acetate solvent (100 μ L) following the procedure described for the preparation of **NB-68**.

¹H NMR (500 MHz, CDCl₃) δ 1.49-1.51 (m, 8H), 1.65 (quintet, J = 7.0 Hz, 2H), 1.72~1.92 (m, 20H), 1.92~2.05 (m, 6H), 2.79 (br s, 2H), 3.29 (t, J = 7.0 Hz, 2H), 3.33 (s, 3H), 3.60~3.70 (m, 6H), 3.94 (t, J = 6.0 Hz, 2H), 3.95 (t, J = 6.0 Hz, 2H), 6.80 (d, J = 8.5 Hz, 4H), 7.03 (d, J = 8.5 Hz, 2H), 7.04 (d, J = 8.5 Hz, 2H). ¹³C NMR (126 MHz, CDCl₃) δ 22.39, 23.14, 25.98, 26.02, 26.25, 26.76, 27.64, 28.46, 29.05, 29.28, 29.46, 34.67, 37.44, 39.86, 51.64, 65.21, 65.30, 67.63, 67.83, 114.03, 114.06, 129.82, 130.79, 130.82, 135.95, 136.02, 146.03, 157.40, 157.50. HRMS (ESI, M⁺) C₄₂H₆₁O₂N₄ Calcd. 653.4795, found 653.4780.

5-(((1-(6-(4-((Z)-((5*r*,7*r*)-adamantan-2-ylidene)(4-((6-(1-methyl-1*λ*⁴-azepan-1-yl)hexyl)oxy)phenyl)methyl)phenoxy)hexyl)-1*H*-1,2,3-triazol-4-yl)methyl)carbamoyl)-2-(6-hydroxy-3-oxo-3*H*-xanthen-9-yl)benzoic acid iodide (**FI-NB-73**)

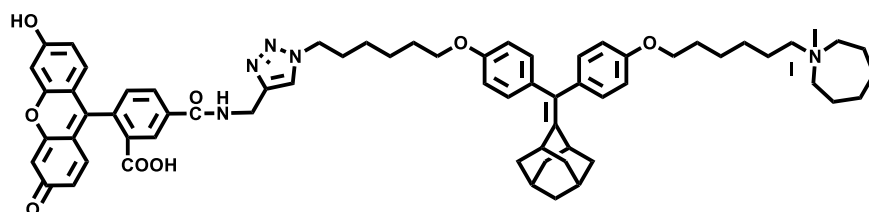

The mixture of the **N₃-NB-73** (3 mg, 3.8 μ mol) and fluorescein-propargyl amide (3 mg, 7.2 μ mol) in the presence of 0.2 mol% CuI in a 1:1 mixture of DIEA:AcOH (20 μ L) in DCM (200 μ L) was stirred for 2 hr at rt. The reaction mixture was loaded directly onto a SiO₂ TLC plate (20 x 20 cm). Development with 25% MeOH/DCM (v/v) provided the title compound **FI-NB-73** (2.1 mg, R_f = 0.15).

HRMS (ESI, M⁺) C₆₆H₇₆O₈N₅ Calcd. 1066.5694, found 1066.5677.

How the deposited data were processed for this re-analysis (not part of the article)

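RNA-Seq values came from 3 deposited gene tables with 24 libraries, of MCF7 cells at 9 h (12 libraries in 4 groups), MCF7 cells at 24 h (6 libraries in 3 groups) and MDA-MB-231 cells (6 libraries in 3 groups). The authors deposited FPKM values for each gene and library, and beside them a p-value and an FDR for each comparison with vehicle. According to the submitters' notes, the authors demultiplexed with bcl2fastq 2.17.1.14, trimmed with Trimmomatic 0.36, aligned with STAR 2.5.3 to GRCh37 with Ensembl genes, counted with Subread 1.5.2, and used edgeR 3.20.9 and limma 3.34.9. The paper's methods describe paired-end reads and other versions of some of these tools, whereas the notes give 101 cycles from one end. The methods also name TMM as the source of normalized expression values. The notes state neither how the authors computed FPKM, nor the gene length they used, nor how they removed genes with low values before they deposited the tables. The deposited p-value and FDR columns were used only as an alternative test and in the comparison with the paper's counts. The tables hold 13578, 13791 and 13242 genes. In the comparison table for 9 h, 3 value columns of a further FDI-6 group match no sample title and were left out.

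For each gene the whole reads behind its FPKM values were recovered by searching for the FPKM of 1 read at which every library came within 0.02 of a whole number, and this succeeded for 99.86%, 99.99% and 100% of genes. The recovered reads set the depth at 31.2 to 37.0, 19.8 to 25.5 and 22.9 to 26.7 M reads per library and were used for TMM factors, limma-voom and read shares. The scale of the FPKM values followed the summed reads within 0.018%, 0.041% and 0.073% and departed from TMM factors by up to 9.4%, 13.3% and 8.5%, so the deposited FPKM values hold no TMM scaling. Every pair of replicates differed by more than counting noise (1.45 to 12.7 in chi-square per gene).

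Genes with an FPKM of at least 0.5 in as many libraries as the smallest group holds were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5) with an intensity trend and Benjamini-Hochberg adjustment, one fit per table with all of its groups. There were 7 comparisons with vehicle and 5 between treatments. Genes were called at an adjusted p under 0.05, and counts of larger changes add an absolute log2 fold change over 1. Intervals are 95% intervals of the moderated fit. Gene lists (31, of which 30 besides that of FOXM1 and G2/M targets) were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and ranked enrichment used fgsea 1.28.0 as a description. Tables were prepared with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. The named genes are every gene of the paper's RNA-Seq heat map and 5 others it discusses, the 10 genes that rose and the 10 that fell most in each comparison with vehicle among those with an adjusted p under 0.05, a mean FPKM of at least 1 in one group and treated libraries all on one side of vehicle, and, per list and comparison, up to 4 members with the largest called change and up to 2 others with the highest FPKM. A gene named for one comparison is also given in others, and the text leaves some out. The p-values measure only the spread between these samples, and the origin of the replicates is not stated for RNA-Seq.

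The lists, the test, the thresholds, the naming of genes and these alternatives were set before the data were examined: pseudocounts of 0.1 and 1, no filter, an FPKM of at least 1, median centring, quantile normalization, robust variance shrinkage, only the 2 groups compared, unadjusted p for counts over 2-fold, the authors' p-values, an estimated correlation, a replicate block and leaving out each library in turn. TMM scaling and limma-voom on the recovered reads were added after the data were seen. A test on deposited counts was not run, because the deposited values are FPKM. For overlaps, 50 simulations drew all libraries, those of vehicle included, around the vehicle mean of each gene with the fitted spread. Genes were drawn independently, and the unchanged groups were compared with the simulated vehicle group they shared. The replicate numbers did not pair the samples, since deviations of libraries with one number correlated at 0.024, −0.013 and 0.115 between groups at 24 h and at 0.044, 0.007 and −0.008 in MDA-MB-231 cells, and the paper names no shared day. On simulated data with 200 changed genes, 50 per fold, the test recovered 98% of 1.5-fold changes for NB-73 at 9 h (12638 genes), 98% at 24 h (13003 genes) and 96% in MDA-MB-231 cells (12611 genes), and 100% of 2-fold, 4-fold and 8-fold changes in each, with 6, 14 and 10 false calls. A shift of −0.4 in the FOXM1 and G2/M list was called in each of the 3, with 0 false calls among 28 other lists. Genes were simulated independently of each other, so this does not test list calls where genes are correlated. The 200 changed genes are also far fewer than the data called. Read recovery found 100% of 2978 simulated genes. Samples of the study without RNA-Seq, qRT-PCR and protein data were not analysed, and the paper's cistrome gene sets and ontology terms were not available.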

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

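The tests of mitochondrial mRNAs under TMM scaling, of annotated small RNA genes, of reads of ribosomal proteins together with mitochondrial rRNAs, and of the scaling of CENPA and CDC25B were chosen after the results were seen, as was MT-RNR2 itself. The annotated small RNA genes, with a minimum of 10 genes, replaced a hand-picked set of nuclear rRNA-like genes that was used first and then dropped. The values given here stood out for either of 2 reasons: every library of one cell line moved one way and every library of the other the opposite way, or the gene had the largest rise or fall of its comparison outside the genes and targets that the paper discusses and the genes named only after a clone. The 10 falls with NB-55 that the naming rule gives were all of such clone-named genes, led by AC015674.1 (−2.57), so no other fall is given for NB-55. Of the second kind were DDIT4 (5.36 in log2) and the mitochondrial tRNA gene MT-TT (−2.70) with NB-73 at 9 h, EGR1 with NB-55 (4.69), and the chaperone gene HSPA6 (11.09) and AFAP1L2 (−2.15) with FDI-6 at 9 h. At 24 h they were GDF15, a stress-induced cytokine gene (8.18), and MT-TT (−6.00) with NB-73, and CYP1A1 (7.75) and the noncoding LINC00052 (−1.96) with FDI-6. In MDA-MB-231 cells they were MIR3648-2 (5.27) and MT-ND6 (−6.38) with NB-73, and SLCO4C1 (1.66) and NEURL1B (−2.54) with siFOXM1.

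MT-RNR2, a mitochondrial rRNA gene (ENSG00000210082, chromosome M, 1671 to 3229), rose with NB-73 at 9 h from 2757 ± 54.7 to 31350 ± 884 FPKM (SD, n = 3), a log2 fold change of 3.51, while all 13 mitochondrial mRNAs fell in each NB-73 comparison. The tables argue against the larger share of rRNA reads as the whole cause of that fall, since with TMM scaling the median of the mRNAs was still −0.65 at 9 h, −0.73 at 24 h and −1.10 in MDA-MB-231 cells. At 9 h 24 annotated small RNA genes had a median log2 ratio of −0.14 (library medians −0.29 to −0.06, SD between genes up to 0.72) while MT-RNR1 was at 2.52. These genes held a median of 40 reads and include pseudogenes, and such genes did not follow MT-RNR1 in MDA-MB-231 cells. They therefore do not decide whether more RNA without poly(A) tails passed the selection. Nor can that explanation be told apart from a biological one at 24 h in MCF7 cells, where 14 such genes were at 0.68 (0.47 to 0.9) and MT-RNR1 at 2.05, or in MDA-MB-231 cells, where 5 genes, too few to decide, were at 2.74 (2.68 to 2.81) and MT-RNR1 at 0.52. None of 14 listed nuclear RNAs without tails (0 found) and none of the nuclear MTRNR2L copies (0 found) is in the tables, so neither could be used.

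CENPA and CDC25B moved in opposite directions in the 2 lines after 24 h of NB-73, 0.11 and 1.47 in MCF7 but −0.40 and −0.47 in MDA-MB-231 cells, and so did the median of the cholesterol synthesis and uptake genes (1.39 and −0.29). Single NB-73 libraries ranged for CENPA from 0.11 to 0.11 in MCF7 and from −0.43 to −0.37 in MDA-MB-231 cells, for CDC25B from 1.46 to 1.49 and from −0.48 to −0.47, and for the cholesterol list from 1.36 to 1.37 and from −0.33 to −0.28. The tables argue against too few reads, since the fewest on either gene in the 8 libraries was 819. In MDA-MB-231 cells median centring, quantile normalization and TMM scaling raised the median of all genes and left both genes lower, the value nearest 0 being −0.22 (CENPA with TMM scaling, adjusted p = 0.00867), which argues against scaling as the whole cause of that fall. Quantile normalization moved neither gene toward 0 (CENPA −0.40, CDC25B −0.57), so only median centring and TMM scaling bear on this. In MCF7 cells none of these 3 scalings lowered the median (0 of 3), so for the rise of CENPA scaling cannot be told apart from a biological cause. CDC25B was at 1.72 with median centring, 1.35 with quantile normalization and 1.76 with TMM scaling. These scalings moved the median of all genes only from −0.242 to between −0.03 and 0.009. The rise of CDC25B was larger than these moves of the median, but no scaling that lowers the median was available to test it. The call of CENPA in MCF7 cells was lost without any 1 of its 4 libraries (adjusted p = 0.0652 without vehicle replicate 1, 0.275 without vehicle replicate 2, 0.126 without NB-73 replicate 1 and 0.134 without NB-73 replicate 2). The difference between the lines was not tested, the lines also differ in the concentration of NB-73, and no explanation was tested for the cholesterol genes, whose call in MDA-MB-231 cells ended with TMM scaling (median −0.135, adjusted p = 0.167).

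The median of all genes fell below 0 after 24 h of NB-73, to −0.242 in MCF7 and −0.149 in MDA-MB-231 cells. Leaving the reads of MT-RNR1 and MT-RNR2 out of the totals gave −0.22 and −0.14, and leaving out those of ribosomal proteins as well gave −0.19 and −0.12, which argues against these genes alone taking up the reads. Loss of RNA from the other genes and a rise of many further genes stay open, since FPKM values give shares and not amounts per cell.

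With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and only the real split (1 of 10) gave as large a count in each case. Every other split mixes both groups, so a difference between them enters the spread and lowers the calls. The counts of 0 in the other splits therefore carry no weight as evidence. Fitted alone, the real split called 8434 genes for NB-73, 7201 for NB-55 and 8756 for FDI-6 against vehicle, and 643, 340 and 517 more than 2-fold, where the highest other split called 0. FOXM1 and G2/M targets called were 53, 42 and 61 (highest other 0), and direct comparisons called 7198 genes between NB-73 and NB-55, 8712 between NB-73 and FDI-6 and 7491 between NB-55 and FDI-6 (highest other 0).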

How the results depend on the processing

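TMM scaling and limma-voom on recovered reads were chosen after seeing the data, and the other alternatives were planned. Counts of genes changed more than 2-fold moved with a pseudocount of 0.1 to 1010 (NB-73, 9 h), 521 (NB-55), 290 (FDI-6, 24 h), 1743 (NB-73, MDA-MB-231) and 58 (siFOXM1), with limma-voom to 1129, 620, 879 (FDI-6, 9 h), 348 (FDI-6, 24 h) and 84 (siFOXM1), and with quantile normalization to 742 (NB-73, MDA-MB-231). The share of FDI-6 genes shared with NB-73 was 40.8% with a pseudocount of 0.1, 39.8% at an FPKM of at least 1, 35.7% with quantile normalization, 35.8% with TMM scaling and 44.4% with limma-voom, which also gave 69.7% for NB-55 and a correlation of 0.535 for NB-73 and FDI-6 at 9 h. The FOXM1 and G2/M targets with NB-55 passed as higher with quantile normalization (adjusted p = 0.0358). With an estimated correlation the list passed nowhere, at adjusted p = 0.202 (NB-73, 9 h), 0.077 (FDI-6, 9 h), 0.225 (NB-73, 24 h), 0.134 (FDI-6, 24 h), 0.123 (NB-73, MDA-MB-231) and 0.0946 (siFOXM1). Other lists called fell by that test from 20 to 3 (NB-73, 9 h), 23 to 1 (NB-55), 21 to 7 (FDI-6, 9 h) and to 0 from 20 (NB-73, 24 h), 18 (FDI-6, 24 h), 19 (NB-73, MDA-MB-231) and 17 (siFOXM1). With 8 residual degrees of freedom at 9 h and 3 in the other fits, that test has little power. These losses therefore do not show that the lists were unchanged. FOXM1 with NB-73 in MDA-MB-231 cells changed sign, to 0.11 with median centring, 0.12 with TMM scaling and 0.12 with limma-voom. Leaving out each library in turn gave 2310 to 3943 genes changed with FDI-6 at 24 h (4208 with all libraries), correlations of 0.539 to 0.569 for NB-73 and FDI-6 at 24 h and of 0.099 to 0.145 for NB-73 and siFOXM1, 301 to 393 genes more than 2-fold with NB-55, 32 to 42 with siFOXM1, overlaps of 62.1% to 67.8% (NB-55) and 36.4% to 38.6% (FDI-6), and adjusted p of 0.00048 to 0.00159 for the FOXM1 and G2/M targets with NB-73 at 9 h. The replicate block, possible at 24 h and in MDA-MB-231 cells, gave 10454, 4248, 9672 and 4769 genes changed and took only the call of CENPA with NB-73 in MCF7 cells (adjusted p = 0.0556) among the results above. At 9 h no paired analysis was possible because the columns carry no matching replicate numbers. A test on deposited counts was not run. Depth limits genes near an FPKM of 0.5, and the cause of these shifts was not tested.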

Differences from the paper's values

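For NB-55 at 9 h the paper's Venn diagram holds about 570 genes (Fig. 3b, read by eye), and 339 genes passed here at more than 2-fold and an adjusted p under 0.05. The legend names a p without saying whether it is adjusted, and the text an FDR. An unadjusted p gave 340 genes here, which argues against that choice as the source of the difference. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 521, within 1.5 times of the paper's count. With a library left out, the highest count given above is also within 1.5 times, and the lowest is not. The alternatives still apart were unadjusted p (340), a pseudocount of 1 (234), no filter on low values (338), an FPKM of at least 1 (333), median centring (308), quantile normalization (315), robust shrinkage (338), only the 2 groups compared (340) and the authors' p-values (340). Of those chosen after seeing the values, TMM scaling, which the paper's methods name, gave 333 and limma-voom on recovered reads gave 620, and how many of the paper's own called genes limma-voom drops is not known, as the paper does not list them. The counts for NB-73 (643 here) and FDI-6 (517 here) lie within 1.5 times of the diagram's, except with a pseudocount of 1 (499 and 393). The paper's shares of 72% for NB-55 and 48% for FDI-6 stand beside 65.8% and 37.7% here. In the authors' deposited tables, an FDR under 0.05 and more than 2-fold between mean FPKM hold 1330 genes for NB-73, 755 for NB-55 and 1055 for FDI-6, with overlaps of 67.5% and 43.1%.

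The heat map shows the 16 signature genes as regulated by NB-73, mostly downward, and the tallies here were 9 lower and 3 higher at 9 h, 13 lower and 2 higher at 24 h and 14 lower and none higher in MDA-MB-231 cells, so the tally does not go against it. Among single genes, the heat map shows CCNB2 lower at 9 h, whereas it was 0.15 in log2 here. It shows FOXM1 and CENPM lower in MDA-MB-231 cells, where neither passed here (−0.06 and −0.10); FOXM1 passed as lower with quantile normalization (−0.16) and as higher with median centring (0.11), TMM scaling (0.12) and limma-voom (0.12), and CENPM passed without vehicle replicate 1 (−0.15) or NB-73 replicate 1 (−0.15). The other heat-map genes that passed in MDA-MB-231 cells were lower, as in the paper, with CCNB1 at −0.46 and CCNA2 at −0.52 (−0.28 and −0.34 with TMM scaling, under which CENPL and AURKB did not pass).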

Other observations

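MSMO1, HMGCS1 and MVD, enzymes of cholesterol synthesis, rose with NB-73 in MCF7 cells after 24 h (2.86 (SE 0.050, adjusted p = 2.55e-10), 2.80 (SE 0.053, adjusted p = 3.51e-10) and 2.83 (SE 0.054, adjusted p = 3.97e-10)). Of 25 cholesterol synthesis and uptake genes, 22 rose and 3 fell at 24 h (adjusted p = 3.6e-11 from camera, adjusted p = 0.115 with an estimated correlation; median 1.66 with TMM scaling), and 21 rose, 1 fell and 3 did not pass at 9 h (median 0.773, adjusted p = 5.51e-10, adjusted p = 0.0166 with an estimated correlation). They were higher with NB-73 than with NB-55 at 9 h in 22 of 25 (median difference 0.505, adjusted p = 9.41e-13, adjusted p = 0.00676 with an estimated correlation). In MDA-MB-231 cells siFOXM1 raised 24 and lowered 1 (median 0.806, adjusted p = 7.3e-25, adjusted p = 0.158 with an estimated correlation), with HMGCS1 at 1.38 (SE 0.031, adjusted p = 6.7e-08), while NB-73 raised 3, lowered 19 and left 3 not passing (7 and 12 with TMM scaling), with HMGCR, the rate-limiting enzyme, at −1.10 (adjusted p = 5.54e-09). Without a control siRNA, an effect of transfection or time on the values with siFOXM1 cannot be told apart from FOXM1 loss. Estrogen receptor targets fell with NB-73 in MCF7 cells at 24 h, 24 of 29 lower and 3 higher (median −1.34 or −1.14 with TMM scaling, adjusted p = 0.000109, adjusted p = 0.14 with an estimated correlation). ESR1, the receptor gene (ENSG00000091831, chromosome 6, 151977826 to 152450754), was −2.56 (SE 0.066, adjusted p = 1.8e-09), and the progesterone receptor gene PGR was −2.43 (adjusted p = 1.29e-08). At 9 h ESR1 fell by 0.78 with NB-73 and by 0.76 with FDI-6 and did not pass with NB-55 (0.13 (adjusted p = 0.0796)), though it passed there as higher with quantile normalization (0.18 (adjusted p = 0.0258)), only the 2 groups compared (adjusted p = 0.0442) and the authors' p-values (adjusted p = 0.03). The direct difference in ESR1 between NB-73 and FDI-6 had a 95% interval of −0.16 to 0.11 (−0.14 (adjusted p = 0.0512) with TMM scaling). FOXA1, a forkhead gene of luminal cells, fell at 24 h with NB-73 (−0.87 (adjusted p = 1.15e-07)) and FDI-6 (−0.37 (adjusted p = 0.00032)), and at 9 h rose with NB-55 (0.45) and FDI-6 (0.37). With NB-73 at 9 h it did not pass (0.09 (adjusted p = 0.125)), though it passed as higher with median centring (0.12 (adjusted p = 0.0289)), quantile normalization (0.16 (adjusted p = 0.0418)), TMM scaling (0.15 (adjusted p = 0.0207)), limma-voom (0.15 (adjusted p = 0.0174)) and the authors' p-values (adjusted p = 0.0108).

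NRF2 and aryl hydrocarbon receptor targets rose with FDI-6 in MCF7 cells, with 21 of 21 NRF2 targets higher at 24 h (median 1.9, adjusted p = 2.41e-30, adjusted p = 0.0646 with an estimated correlation), among them AKR1C2, a ketosteroid reductase gene (4.60 (SE 0.088, adjusted p = 1.75e-09)), and 6 of 6 aryl hydrocarbon receptor targets higher (median 1.45, adjusted p = 7.4e-11, adjusted p = 0.0646 with an estimated correlation), among them CYP1B1 (4.72 (adjusted p = 8.76e-10)). With NB-73 at 24 h 15 of 21 NRF2 targets rose and 5 fell (median 0.576 or 0.746 with TMM scaling, adjusted p = 1.67e-05, adjusted p = 0.14 with an estimated correlation), and 4 of 6 aryl hydrocarbon receptor targets rose and none fell (median 0.695 or 0.972, adjusted p = 0.00317, adjusted p = 0.14 with an estimated correlation). In MDA-MB-231 cells NB-73 raised 15 of 20 and lowered 4 NRF2 targets (median 0.335 or 0.516, adjusted p = 4.03e-05, adjusted p = 0.123 with an estimated correlation) and raised 5 of 5 aryl hydrocarbon receptor targets (median 2.39 or 2.57, adjusted p = 2.34e-05, adjusted p = 0.123 with an estimated correlation). Directly compared in MCF7 cells at 24 h, 19 of 21 NRF2 targets were lower with NB-73 than with FDI-6 and 1 higher (median −0.88 or −0.71, adjusted p = 0.000153, adjusted p = 0.182 with an estimated correlation), as were 5 of 6 aryl hydrocarbon receptor targets, with 1 higher (median −1.23 or −1.03, adjusted p = 0.0463, adjusted p = 0.217 with an estimated correlation). NF-kB targets rose with FDI-6 at 9 h, 18 of 18 (median 3.02 or 3.19 with TMM scaling, adjusted p = 5.17e-20, adjusted p = 0.0563 with an estimated correlation), with TNFAIP3, a feedback inhibitor gene, at 6.04 (adjusted p = 1.18e-10). With NB-73 in MDA-MB-231 cells 17 of 17 rose (median 2.06 or 2.22 with TMM scaling, adjusted p = 1.17e-13, adjusted p = 0.123 with an estimated correlation), with the interleukin gene IL6 at 4.93 (SE 0.081, adjusted p = 3.8e-10). Integrated stress response genes rose with NB-73 after 24 h in 32 of 36 in MCF7 cells (3 lower; median 1.61, adjusted p = 1.86e-17, adjusted p = 0.14 with an estimated correlation) and in 31 of 34 in MDA-MB-231 cells (2 lower; median 0.95, adjusted p = 2.4e-16, adjusted p = 0.123 with an estimated correlation), with DDIT3, a stress-induced transcription factor gene, at 5.43 (adjusted p = 6e-12) in MCF7 cells. Lysosome and autophagy genes rose with NB-55 at 9 h, 28 of 35 higher and 1 lower (median 0.367, adjusted p = 1.44e-10, adjusted p = 0.00166 with an estimated correlation). Circadian clock genes rose with NB-73 at 24 h, 13 of 15 higher and 1 lower (median 1.1, adjusted p = 2.89e-07, adjusted p = 0.14 with an estimated correlation), with NR1D1, a clock repressor gene, at 3.66 (adjusted p = 1.71e-09). Ribosomal protein genes rose with NB-73 in 73 of 77 at 24 h (median 0.465 or 0.752 with TMM scaling) and 75 of 77 in MDA-MB-231 cells (0.489 or 0.672), and fell in 71 of 77 with siFOXM1 (−0.207), calls that camera lost with an estimated correlation (adjusted p = 0.225, 0.123 and 0.125).

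Markers of the other line stayed low in vehicle libraries, with a median FPKM of mesenchymal markers of 0.37 in MCF7 cells at 24 h and 150 in MDA-MB-231 cells, and of luminal markers of 115 and 0.14. These medians count listed genes absent from a table as 0, with 11 of 17 mesenchymal markers in the 24 h table and 9 of 17 luminal markers in the MDA-MB-231 table, and of 16 fibroblast and blood cell markers only 3 to 5 are in a table, too few for a median. Mesenchymal markers in MCF7 cells at 24 h had a median FPKM of 0.86 with NB-73 and 0.58 with FDI-6. Mitochondrial mRNAs took 4.4% of reads with vehicle and 2.53% with NB-73 at 9 h, 5.82% and 2.7% at 24 h, and 4.27% and 1.64% in MDA-MB-231 cells.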
